# Functional annotation of regulatory elements in rainbow trout uncovers roles of the epigenome in genetic selection and genome evolution

**DOI:** 10.1093/gigascience/giae092

**Published:** 2024-12-04

**Authors:** Mohamed Salem, Rafet Al-Tobasei, Ali Ali, Liqi An, Ying Wang, Xuechen Bai, Ye Bi, Huaijun Zhou

## Abstract

Rainbow trout (RBT) has gained widespread attention as a biological model across various fields and has been rapidly adopted for aquaculture and recreational purposes on 6 continents. Despite significant efforts to develop genome sequences for RBT, the functional genomic basis of RBT’s environmental, phenotypic, and evolutionary variations still requires epigenome reference annotations.

This study has produced a comprehensive catalog and epigenome annotation tracks of RBT, detecting gene regulatory elements, including chromatin histone modifications, chromatin accessibility, and DNA methylation. By integrating chromatin immunoprecipitation sequencing, ATAC sequencing, Methyl Mini-seq, and RNA sequencing data, this new regulatory element catalog has helped to characterize the epigenome dynamics and its correlation with gene expression. The study has also identified potential causal variants and transcription factors regulating complex domestication phenotypic traits. This research also provides valuable insights into the epigenome’s role in gene evolution and the mechanism of duplicate gene retention 100 million years after RBT whole-genome duplication and during re-diploidization. The newly developed epigenome annotation maps are among the first in fish and are expected to enhance the accuracy and efficiency of genomic studies and applications, including genome-wide association studies, causative variation identification, and genomic selection in RBT and fish comparative genomics.

## Introduction

Rainbow trout (RBT) is among the most intensively studied fish in many research areas [1]. RBT, native to North America and Asia’s Pacific Ocean, has been introduced to every state and province in North America and worldwide to every continent except Antarctica. In the United States, RBT is the most cultivated cool and cold freshwater fish [2]. Considerable biological knowledge has been developed for this species due to the RBT’s widespread use as a model and cultivation as a food and sport fish. A plethora of knowledge is available for the biology of RBT, and it serves as a complementary research model for economically important fish other than RBT, such as Atlantic and Pacific salmon species [1].

The recent decade’s considerable accumulation of genomic resources underscores the escalating requirement to employ genomic methodologies in RBT-focused research and applications in aquaculture and fisheries [3]. For example, RBT is an ideal model for delving into gene and genome evolution. Its status as a partially tetraploid organism, marked by a unique whole-genome duplication (WGD) event (salmonid-specific fourth WGD), with subsequent partial re-diploidization and significant genome rearrangements, is an appealing subject for genetic exploration. In addition, the potential of elevating aquaculture species, such as RBT, through genomic methodologies is critical to making superior germplasm with enhanced economic traits [3].

The availability of genome sequence references is essential for genomics-based selection. An accurately assembled and annotated genome sequence is the cornerstone, facilitating *in silico* mapping and validation of single-nucleotide polymorphism (SNP) variants. This, in turn, streamlines the design of SNP chip assays, optimizing the precision of genetic analyses. Furthermore, the genome sequence facilitates functional genomics and proteomic approaches in RBT research [3], unraveling the intricacies of an overly complex and duplicated genomic landscape. This approach drives advancements in genetic understanding and lays the foundation for robust genomic analyses and improvement of the RBT.

Efforts to make a pangenome reference available for RBT have begun, and at least 3 chromosome-level genome assemblies are now available [4, 5]. However, epigenome reference annotations for RBT are lacking and needed to understand the functional genomic basis of the rapidly domesticating RBT’s phenotypic, environmental, and evolutional variations. Annotating the genome for chromatin histone modifications and accessibility is essential for identifying the genome regulatory elements. The chromatin organization of genomic regions involved in functional/regulatory interactions is more accessible to nucleases and other DNA-modifying enzymes due to altered structure and binding of transcription factors [6].

Epigenetics is vital in understanding the cellular and molecular processes, including cell type–specific regulation of gene expression, cellular differentiation, genomic imprinting, embryonic development, and chromosome inactivation. Regions of open chromatin identified by ATAC-seq, combined with expression analysis, allow for associating functional/regulatory elements with transcribed genes [7–9]. Although the genomic DNA sequence is mainly identical in all cells, the chromatin context of the DNA changes from tissue to tissue. Some of the most significant differences are due to posttranslational histone modifications.

The ENCODE project has assayed more than a dozen different histone modifications. H3K4 methylation was first discovered in the RBT testis by Honda et al. [10]. A high abundance of H3K4me3 correlates with promoters of active genes and transcription start sites [11–14], while increased levels of H3K27me3, a repressive mark, are associated with promoters of inactive genes [15, 16]. H3K27ac is a chromatin mark of active regulatory elements and may differentiate active enhancers and promoters from their inactive counterparts [16]. H3K4me1 is a chromatin mark of regulatory elements correlated with enhancers and other distal elements but is also enriched downstream of TSS [16]. Elevated levels of H3K27ac and H3K4me1 are linked with enhancer regions and correlate with open chromatin sites [13, 17]. The combinatorial profile of these different epigenetic marks has been used to predict chromatin states in several species [18–23], including livestock. Using the profiles of histone marks in concert with open chromatin and transcription profiles allows an unprecedented view of the functional elements present in the RBT genome, which is the first in aquaculture species and among the first in fish.

DNA methylation is one of eukaryotes’ major epigenetic/epigenomic mechanisms that modify the primary genetic code by converting cytosine into 5-methylcytosines (5mCs). However, in fish, large-scale gene expression studies that reveal the role of DNA methylation have been done in a few species [24–26]. Integrating the DNA methylation data with chromatin modification and accessibility can help understand the regulation of gene expression, tissue complexity, organismal development, and evolution at the systems biology level. Besides, it provides valuable molecular information for the genetic improvement of fish for food production and biomedical purposes.

The Functional Annotation of Animal Genomes (FAANG) consortium provided a functional annotations atlas of farm animal genomes, including pig, cattle, and chicken, for the first time [19, 27, 28]. Currently, there is a dearth of functional annotations for fish, especially aquaculture species. Moreover, epigenomic tracks have only been comprehensively established for zebrafish [29]. In the European Union, the AQUA-FAANG project aims to provide functional annotation tracks of 6 aquaculture species [30]. On the other hand, in the United States, over the past 10 years of the FAANG project, aquaculture has been represented by 1 species, the RBT. As part of this FAANG consortium, the main aim of this study was to annotate the RBT genome for chromatin histone modifications, chromatin accessibility, and DNA methylation by integrating data from chromatin immunoprecipitation sequencing (ChIP-seq), ATAC sequencing (ATAC-seq), and Methyl Mini-seq together with gene expression data from RNA sequencing (RNA-seq) across various tissues of the RBT. The study provides a unique RBT catalog/genome annotation tracks of several tissues in correlation with variation in gene expression. The study also reveals epigenetic functions of previously identified quantitative trait loci (QTL) for complex phenotypic traits important for domestication by mapping QTL onto genome tracks of the new gene regulatory elements, including promoters, enhancers, super-enhancers, and transcription factor binding sites. The study also offers insights into the epigenome’s role in gene evolution after the genome duplication in RBT.

## Results

### Overview of the sequencing dataset

Approximately 1.59 billion ChIP-seq reads, 1.06 billion ATAC-seq, 0.53 billion RNA-seq, and 1.0 billion Methyl Mini-seq were used in these analyses, with average mapping rates of 97%, 94%, 81.3%, and 79%, respectively (Additional File 1). 

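The ChIP-seq peak lists used here come from 48 libraries, with H3K4me3, H3K27ac, H3K4me1, and H3K27me3 in white muscle, brain, liver, kidney, spleen, and intestine of 2 doubled haploid fish of the Swanson clonal line, called FA and FB. ChIP-seq recovers DNA bound to histones that carry a given modification. The ATAC-seq peak lists come from 6 libraries, from brain, liver, and spleen of the same fish, and mark DNA that is open to a transposase. The authors trimmed the reads with Trim Galore, aligned them with bowtie2, marked duplicates with Picard, and called peaks with MACS2. Peaks were called in each library on its own. The H3K27ac and H3K4me1 lists give the summit of each peak as a single position with its −log10 q. The H3K4me3 lists give intervals with −log10 q. The H3K27me3 and ATAC-seq lists give intervals with the MACS score, the fold enrichment, −log10 p, and −log10 q. The midpoint of an interval stood for its position here. These lists hold no read counts, so the depth behind a peak is unknown. The paper's text does not name the MACS settings, or say whether the input without antibody entered peak calling.
Positions refer to the Arlee assembly, USDA_OmykA_1.1, and its 32 chromosomes. The gene table used here holds 40693 protein-coding genes on these chromosomes but no strand, so both ends of each gene stood in for its TSS, except where the TSS is named. The strand, and with it the TSS, was known for 1996 genes of Additional File 4. The authors listed these genes because they lie near a super-enhancer called from the same H3K27ac libraries, so they are not a random draw of genes. Lists of genes of single tissues, HOX genes, developmental transcription factors, housekeeping genes, zinc finger genes, and erythrocyte and pancreas genes were written before the data were examined and matched by gene symbol. A gene was counted with a mark when a peak lay within 3000 bp of either gene end. The log2 odds ratio of a list compares the odds of carrying a mark in the list with the odds in all other protein-coding genes, with 0.5 added to each count.
Tests were two-sided exact permutation tests, except in an alternative with fish as a replicate block, which used random draws. Where a value was compared with 0, the sign of each library's value was flipped in every possible way, and the smallest p this allows is 0.000488 for 12 libraries and 0.0312 for 6. Adjusted p-values are Benjamini-Hochberg values over the tests of the same question. All 12 libraries of a mark come from the same pair of fish, so these tests measure the spread between libraries and tissues and not between animals. All libraries also score the same genes of a list, so tests of a gene list do not measure chance in the choice of its genes. With both fish of a tissue averaged first, no p below 0.25 is possible for the 3 tissues with ATAC-seq, so the ATAC-seq calls rest on single libraries as units.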

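H3K4me3, a mark of active promoters, had 35103 ± 10031 peaks per library (SD, n = 12 libraries), from 18915 in spleen FB to 54606 in intestine FB. H3K27ac, a mark of active promoters and enhancers, had 63170 ± 31636 peaks per library, and H3K4me1, a mark of enhancers, had 88134 ± 70134. H3K27me3, a repressive mark, had 65186 ± 82428 peaks per library, with the highest number, 286313, in intestine FB. ATAC-seq had 221351 ± 66912 peaks per library (SD, n = 6), with the highest numbers in brain, 270982 and 331325. The totals over all libraries were 421240 peaks for H3K4me3, 1057603 for H3K4me1, 758037 for H3K27ac, 782233 for H3K27me3, and 1328105 for ATAC-seq.
Some libraries held far fewer peaks than the others of their mark. The H3K27ac library of kidney FB had 2122 summits against 43175 in kidney FA, and 13.4% of them lay on unplaced scaffolds against 1.37% in FA. The H3K27me3 libraries of white muscle had 225 and 781 peaks, and those of liver had 3455 and 3950. The H3K4me1 libraries of spleen had 3017 and 10624 summits.
Of the H3K27ac summits of a library, 63.8% ± 21.7 lay within 500 bp of a summit of the other fish in the same tissue, and 35.8% ± 11.9 lay near a summit of a library of another tissue. The difference of 27.9 percentage points was positive in 11 of 12 libraries (exact permutation p = 0.0078, adjusted p = 0.0391). In kidney FA the difference was −45.3 percentage points, where the partner library was kidney FB. For H3K4me1 the difference was 25.2 percentage points, positive in 10 of 12 libraries (exact permutation p = 0.0176, adjusted p = 0.0439). The H3K4me3, H3K27me3, and ATAC-seq lists hold intervals, so overlap of intervals was counted for them, and their shares are not comparable with those of summits. For H3K4me3 the difference was 11.0, positive in 8 of 12 libraries (exact permutation p = 0.0454, adjusted p = 0.0568), and for H3K27me3 14.2, positive in 9 of 12 (exact permutation p = 0.0938, adjusted p = 0.0938). For ATAC-seq, 74.8% ± 7.12 of the peaks overlapped a peak of the other fish and 51.8% ± 10.9 one of another tissue, a difference of 22.9 percentage points in 6 of 6 libraries (exact permutation p = 0.0312, adjusted p = 0.0521). With both fish of a tissue averaged before the test, an alternative chosen after seeing the data, no histone mark passed: exact permutation p = 0.0625 for H3K27ac, 0.125 for H3K4me1, and 0.156 for H3K4me3.

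**Figure D1:**
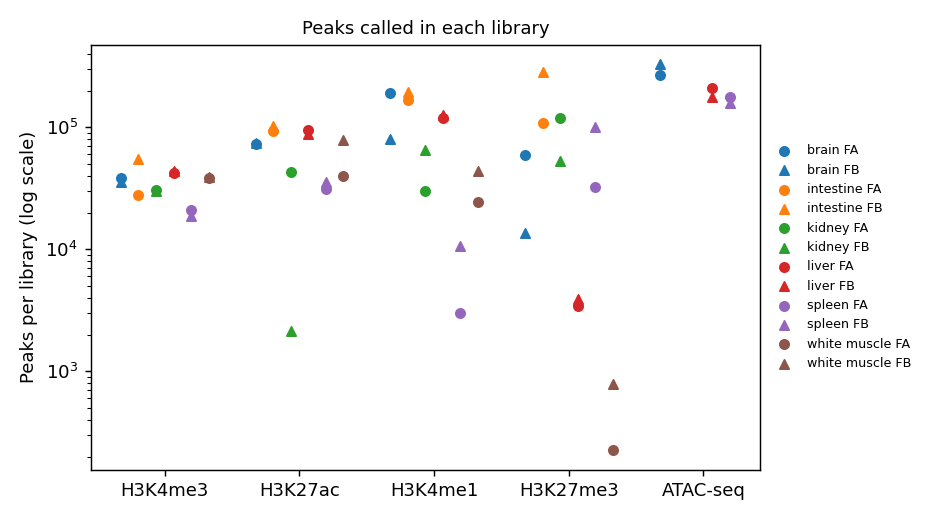
Number of peaks called in each library on a log scale, by mark, with tissues as colors and fish as symbols. The H3K27ac library of kidney FB, at 2122 summits, and the H3K27me3 libraries of white muscle, at 225 and 781 peaks, lie lowest for their marks.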

A total of 421,240, 1,057,603, 758,037, 1,392,453, and 1,628,755 peaks were obtained for H3K4me3, H3K4me1, H3K27ac, H3K27me3, and ATAC, with an average peak size of 749, 438, 604, 585, and 691 bp, respectively (Additional File 1).

Figure 1A shows the signal intensity of each epigenetic mark relative to the transcription start site (TSS) of the protein-coding genes. 

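Open chromatin was densest around the TSS. Among the 1996 genes with a known TSS, the ATAC-seq maximum lay 100 ± 54.8 bp downstream of the TSS (SD, n = 6 libraries). Peaks there were 7.65 ± 1.41 times as dense as in the flanks 5000 to 10000 bp away, and at the TSS itself 6.84 ± 1.45 times as dense. The ATAC-seq positions are midpoints of intervals, with mean widths from 462 to 549 bp by library. The bins of 100 bp next to the TSS had 6.23 ± 1.42 times the flanks upstream and 7.45 ± 1.57 times downstream. The offset of the maximum is thus small against the interval widths and is not resolved here. Of the 1996 genes, 78.1% ± 5.02 had an ATAC-seq peak within 1000 bp of the TSS, and 31.5% ± 6.45 had one within 1000 bp of the other gene end. The log2 ratio of these shares was 1.33 ± 0.23 and was positive in 6 of 6 libraries (exact permutation p = 0.0312, adjusted p = 0.0312). Among housekeeping genes, rpl10 and rpl12, which encode proteins of the large ribosomal subunit, had ATAC-seq peaks in 6 of 6 libraries. With the strand of the genes ignored, the mean position of the maximum was 0 bp.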

The ATAC-seq signal peaked around the TSS. 

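H3K4me3 was densest 433 ± 38.9 bp downstream of the TSS and H3K27ac 225 ± 45.2 bp downstream (SD, n = 12 libraries each), downstream in every library of both marks. H3K4me3 peaks reached 36.1 ± 9.24 times the density of the flanks there, with a lower maximum at −450 ± 160 bp, upstream of the TSS, of 5.38 ± 1.06 times the flanks. H3K27ac summits reached 17.6 ± 5.60 times the density of the flanks downstream, and 5.48 ± 1.86 times at an upstream maximum at −267 ± 71.8 bp. The H3K4me3 maximum lay in the bin centered on +450 bp in all tissues but spleen, where it lay at +350 bp in both fish. In each library pair the H3K4me3 maximum was farther inside the gene than that of H3K27ac, by 208 ± 66.9 bp in 12 of 12 pairs (exact permutation p = 0.000488, adjusted p = 0.000977). The H3K4me3 positions are midpoints of intervals, with mean widths from 406 to 877 bp by library, and the H3K27ac positions are summits. The offset thus compares unlike positions and cannot be credited to the marks alone. Spleen had the narrowest H3K4me3 intervals. The ribosomal protein genes rpl10, rpl12, LOC100135859 (rps6), and LOC100136136 (rps7) had H3K4me3 in 12 of 12 libraries and H3K27ac in all but 1, a kidney library. They were picked from the housekeeping list for a mark in the most libraries, so they do not stand for the list. Of all 68 housekeeping genes, 98.8% ± 1.64 had H3K4me3 and 81.1% ± 26.8 had H3K27ac. With the strand of the genes ignored, the mean position was 133 bp for H3K4me3 and −100 bp for H3K27ac, and their difference of 233 bp did not pass the test (exact permutation p = 0.190).

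**Figure D2:**
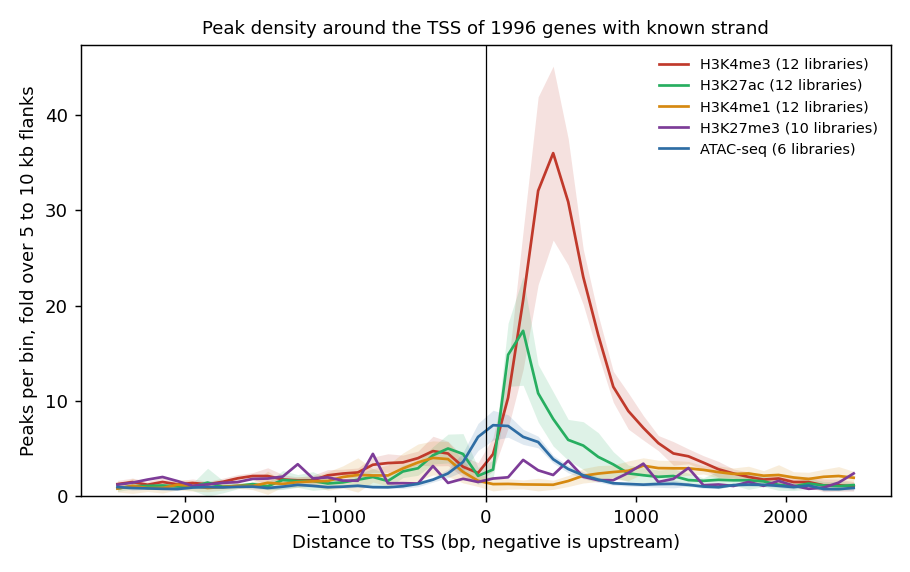
Density of peaks in bins of 100 bp around the TSS of 1996 genes, as fold over the flanks 5 to 10 kb away, as mean (line) and SD (band) over libraries. H3K4me3 and H3K27ac reach their maxima downstream of the TSS, and H3K4me1 is low at the TSS and higher on both sides.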

The major peaks for H3K4me3 and H3K27ac were observed at about 500 nt in front of TSS, with minor peaks shortly after TSS. 

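H3K4me1 flanked the TSS on both sides, with maxima at −408 ± 306 bp and +1167 ± 295 bp (SD, n = 12 libraries). The upstream maximum was 4.46 times as dense as the flanks and the downstream maximum 3.70 times, against 1.45 times at the TSS. The upstream maximum was the higher one in 9 of 12 libraries, and the downstream one in both white muscle libraries and in brain FB. The distance between the highest maxima of H3K4me3 and H3K4me1, 367 ± 679 bp, did not pass the test (exact permutation p = 0.0996, adjusted p = 0.0996). H3K27me3 had no common place: in the 10 libraries with peaks near these genes, its maximum lay at −380 ± 1031 bp. With the strand ignored, the upstream H3K4me1 maximum lay 775 bp before the TSS.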

H3Kme1 showed moderate peaks about 1,000 nt upstream of TSS and right after.

**Figure 1:**
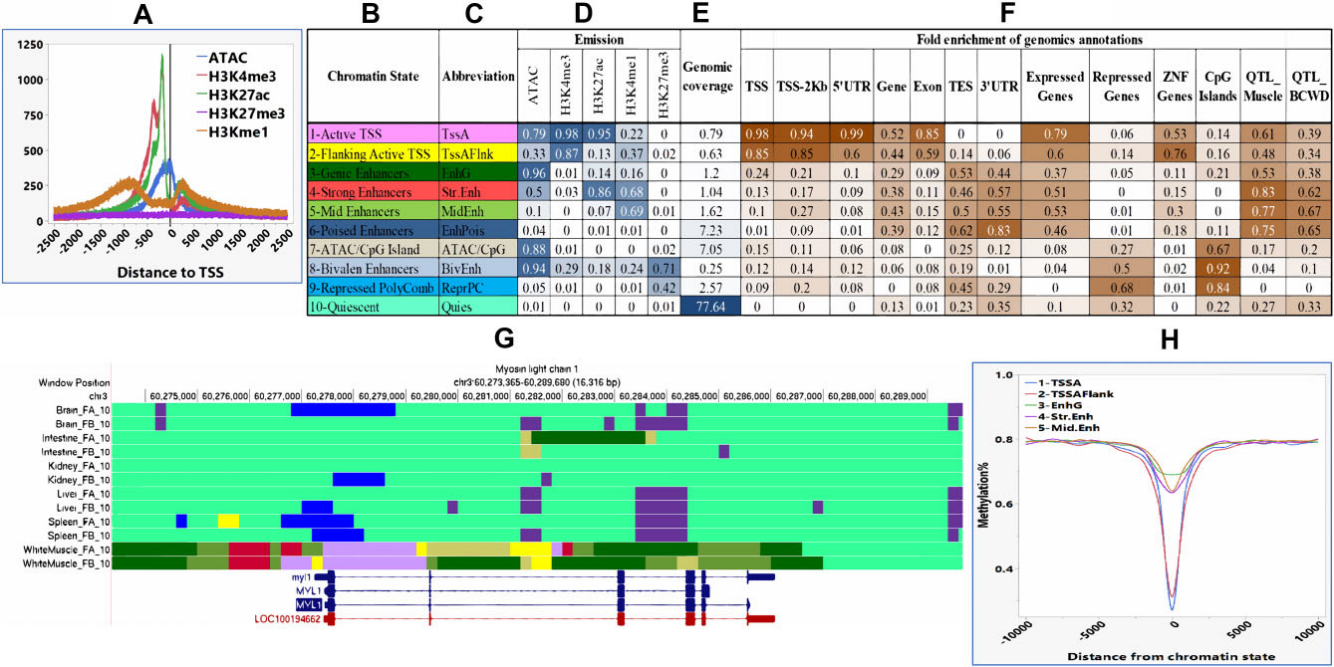
Discovery and characterization of chromatin marks and states in the rainbow trout genome. (A) Epigenetic mark’s signal intensity from ATAC-seq, H3K4ME3, H3K27as, H3Kme1, and H3K27me3 ChIP-seq relative to the protein-coding genes’ TSS. (B, C) Names and abbreviations of 10 chromatin states identified in the rainbow trout genome. (D) Epigenetic mark probabilities associated with each chromatin state indicated in numbers (0–1) and color intensity. (E) Percentage of genomic coverage of each chromatin state. (F) Enrichment of each chromatin state associated with various genomic annotations, including genes, TSS and flanking regions(±2 kb around TSS and TES), expressed genes (TPM ≥2), and repressed genes (TPM <0.2), CpG islands, and QTL for fish/muscle growth, fillet quality, and bacterial cold water disease (BCWD). (G) UCSC genome browser tracks showing the landscape of the chromatin states at the MLC1 gene in 6 tissues. Only in muscle is MLC1 flanked by strong enhancers (red), weak enhancers (dark green), and active TSS states (purple). In the other tissues, MLC1 had quiescent (light green) or poised enhancers (blue). (H) Average methylation levels relative to the position of each active chromatin state (1–5).

### Identification and characterization of 10 chromatin states in the rainbow trout genome

Genome-wide epigenomics mappings were generated by integrating 4 histone modifications ChIP-seq data sets (H3K4me3, H3K4me1, H3K27ac, and H3K27me3), chromatin accessibility (ATAC-seq), and DNA methylation (Methyl Mini-seq). Data from 6 major tissues (brain, liver, spleen, white muscle, intestine, and kidney) were included in all analyses except for ATAC-seq, where data from the first 3 tissues were available. The epigenomic marker integration predicted 10 categories of chromatin states in the RBT genome (Fig. 1B–F).

The first predicted 2 states were (i) active TSS (TssA), indicating active promoters, and (ii) flanking active TSS (TssAFlnk), together covering 1.42% of the genome. Strong epigenomic signals of H3K4me3, H3K27ac, and intermediate H3K4me1 signal, with no H3K27me3, characterized these 2 active chromatin states. 

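Gene ends that carried H3K4me3 carried the other active marks far more often than gene ends without it. A library had H3K4me3 within 1000 bp of 22416 ± 4227 gene ends (SD, n = 12 libraries). Of these ends, 72.1% ± 23.4 carried H3K27ac, against 5.18% ± 2.84 of the ends without H3K4me3. H3K4me1 was found at 43.3% ± 31.4 of them against 8.02% ± 6.81, and H3K27me3 at 4.30% ± 4.42 against 7.76% ± 7.06. Of the 68 housekeeping genes, 98.8% ± 1.64 had H3K4me3, with a log2 odds ratio of 5.60 ± 0.99 that was positive in 12 of 12 libraries (exact permutation p = 0.000488, adjusted p = 0.000732). In muscle, myl1, which encodes myosin light chain 1, and ckmb, a creatine kinase of muscle, had H3K4me3 and H3K27ac in both fish. The log2 odds ratio between ends with and without H3K4me3 was 6.06 ± 0.54 for H3K27ac and 3.49 ± 0.78 for H3K4me1, positive in 12 of 12 libraries, and −1.24 ± 0.52 for H3K27me3, negative in 12 of 12 (exact permutation p = 0.000488, adjusted p = 0.000651 for each). The weak H3K27ac library of kidney FB had the mark at 3.49% of the ends with H3K4me3.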

TssA had higher ATAC-seq signals compared to the TssAFlnk state. 

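H3K4me3 peaks with H3K27ac nearby were the more open ones in brain, liver, and spleen. Of the H3K4me3 peaks with an H3K27ac summit within 500 bp, 79.9% ± 8.84 had their midpoint in an ATAC-seq peak, against 54.7% ± 15.7 of those without (SD, n = 6 libraries). The difference was 25.2 ± 7.77 percentage points and was positive in 6 of 6 libraries (exact permutation p = 0.0312). The shares were lowest in liver FA, at 64.0% against 30.2%, and highest in brain FB, at 88.2% against 70.3%. Gene ends with H3K4me3 had an ATAC-seq peak in 95.2% ± 3.31 of cases and those without in 26.4% ± 4.72, a log2 odds ratio of 6.099 ± 0.91 (exact permutation p = 0.0312, adjusted p = 0.0312).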

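Active marks were concentrated at gene ends. The windows of 1000 bp around the 81364 gene ends cover 6.58% of the genome and held 68.9% ± 7.85 of the H3K4me3 peaks, 37.6% ± 8.66 of the H3K27ac summits, 20.2% ± 7.14 of the H3K4me1 summits, and 11.8% ± 7.21 of the H3K27me3 peaks (SD, n = 12 libraries each). They held 16.7% ± 2.55 of the ATAC-seq peaks (SD, n = 6). Among the 53 zinc finger genes, 84.4% had H3K4me3 within 2000 bp of a gene end against 56.1% of other genes, 73.1% had H3K27ac against 46.5%, and 56.0% had H3K4me1 against 40.4%. ATAC-seq peaks were found at 94.7% of zinc finger genes against 77.8%.
As log2 fold over the genome, the concentration at gene ends was 3.38 ± 0.17 for H3K4me3, 2.48 ± 0.31 for H3K27ac, and 1.51 ± 0.63 for H3K4me1, positive in 12 of 12 libraries (exact permutation p = 0.000488, adjusted p = 0.000793 for each). It was 1.32 ± 0.23 for ATAC-seq in 6 of 6 libraries (exact permutation p = 0.0312, adjusted p = 0.0312). H3K4me3 exceeded H3K27ac by 0.90 ± 0.24 and H3K27ac exceeded H3K4me1 by 0.98 ± 0.61, each in 12 of 12 libraries (exact permutation p = 0.000488, adjusted p = 0.000793), and H3K4me1 exceeded H3K27me3 by 0.87 ± 1.00 in 10 of 12 (exact permutation p = 0.0122, adjusted p = 0.0176). The last did not pass with the 10000 highest peaks (0.72, exact permutation p = 0.134), in libraries with at least 10000 peaks (0.96, exact permutation p = 0.0781), with both fish averaged (exact permutation p = 0.0938), or with either fish left out. Among genes with a known TSS, 63.3% had H3K4me3 within 1000 bp of the TSS against 6.07% at the other gene end, 57.3% had H3K27ac against 12.0%, and 36.9% had H3K4me1 against 14.5%. The log2 ratios of these shares were 3.42 ± 0.23, 2.46 ± 0.56, and 1.40 ± 0.34, each positive in 12 of 12 libraries (exact permutation p = 0.000488, adjusted p = 0.000793).
For the zinc finger genes, the log2 odds ratios were 2.11 ± 0.25 for H3K4me3, 1.80 ± 0.55 for H3K27ac, and 1.33 ± 0.79 for H3K4me1, positive in 12 of 12 libraries (exact permutation p = 0.000488, adjusted p = 0.000793 for each), and 2.63 ± 1.25 for ATAC-seq in 6 of 6 (exact permutation p = 0.0312, adjusted p = 0.0339). H3K27me3 did not pass the test there, with −0.19 ± 1.47 (exact permutation p = 0.685, adjusted p = 0.685). In the 8 libraries with at least 10000 peaks, which leaves out white muscle, where the 0.5 added sets a value of 2.65, it was −0.83 (exact permutation p = 0.0234), and at −log10 q of at least 5 it turned to 2.41 (exact permutation p = 0.0020), with 0 zinc finger genes marked in 11 of 12 libraries. H3K27me3 at gene ends had a log2 fold of 0.63 ± 0.83, positive in 10 of 12 libraries (exact permutation p = 0.0225, adjusted p = 0.0265), and at −log10 q of at least 5 it turned to −0.46 (exact permutation p = 0.0303). H3K27me3 was at the TSS of 7.67% of genes against 2.68% at the other end, a log2 ratio of 1.12 ± 1.22 in 9 of 12 libraries (exact permutation p = 0.0137, adjusted p = 0.0178), and 0.25 at −log10 q of at least 5 (exact permutation p = 0.625). With both fish of a tissue averaged, the H3K27me3 log2 fold at gene ends did not pass (exact permutation p = 0.125), nor with the 10000 highest peaks (exact permutation p = 0.179), in libraries with at least 10000 peaks (exact permutation p = 0.0625), or in windows of 500 bp (exact permutation p = 0.141).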

As expected, these active promoter states were enriched around protein-coding gene TSS and TSS flanking regions (2 kb), Zink finger transaction factors, and highly transcribed (TPM>2 ) genes but depleted in the repressed genes (TPM <0.2) (Fig. 1B–F).

Chromatin states 3 to 6 are composed of 4 types of enhancers: (i) genic enhancers (EnhG) characterized by very strong open chromatin signal and moderate H3K27ac and H3K4me1 signals; (ii) strong active enhancers (Str.Enh) characterized by strong H3K27ac, and H3K4me1 signals but moderate open chromatin; (3) intermediate active enhancers (MidEnh) with moderate/strong H3K4me1 signal, and (4) poised enhancers (EnhPois). It is important to note that the EnhPois showed minimal chromatin modification and openness signals, yet ChromHMM identified them as a chromatin state. 

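Away from gene ends, H3K27ac summits lay near H3K4me1 and in open chromatin more often than the same summits moved along their chromosomes. Of the H3K27ac summits more than 2500 bp from any gene end, 34252 per library on average, 45.8% ± 22.3 had an H3K4me1 summit within 500 bp (SD, n = 12 libraries), against 3.53% after the summits were moved along their chromosomes in 20 steps of 1000000 bp. ATAC-seq peaks covered 49.5% of them, against 4.89% after the move (n = 6). H3K4me3 peaks covered 12.3% against 1.09%. By library, the share with H3K4me1 ran from 7.32% in spleen FA to 72.9% in brain FA. Peaks of the repressive mark H3K27me3 covered 0.777% ± 1.28 against 1.49% ± 2.38, means carried by kidney FB with 4.51% before the move and intestine FB with 8.61% after it. The H3K27me3 log2 fold was −0.69, from −3.17 to 2.64, and was positive in kidney FB, which has few H3K27ac summits, and in both white muscle libraries, which hold few H3K27me3 peaks. In log2 fold, H3K4me1 reached 4.13 ± 0.82 in 12 of 12 libraries (exact permutation p = 0.000488, adjusted p = 0.000793) and ATAC-seq 3.40 ± 0.53 in 6 of 6 (exact permutation p = 0.0312, adjusted p = 0.0339).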

The first three active enhancer states (EnhG, Str.Enh, and MidEnh) cover 3.86%, while the EnhPois spans 7.2% of the genome. These enhancers were enriched in QTL (discussed below), highly expressed genes, the 3’UTR/TES (especially EnhPois), and gene bodies but depleted in the repressed genes (Fig. 1B–F).

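Peaks of the active marks were more frequent inside genes than the genome would give, and H3K27me3 peaks less frequent. Gene bodies cover 55.8% of the genome and held 83.2% of the H3K4me3 peaks, 74.7% of the H3K27ac summits, 74.1% of the H3K4me1 summits, and 63.5% of the ATAC-seq peaks. H3K27me3 had 42.8% of its peaks there. The log2 folds were 0.57 ± 0.10, 0.42 ± 0.09, and 0.41 ± 0.10 for H3K4me3, H3K27ac, and H3K4me1, positive in 12 of 12 libraries, and −0.39 ± 0.16 for H3K27me3, negative in 12 of 12 (SD, n = 12 libraries; exact permutation p = 0.000488, adjusted p = 0.000793 for each). ATAC-seq had 0.19 ± 0.03 in 6 of 6 libraries (exact permutation p = 0.0312, adjusted p = 0.0339).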

The seventh chromatin emission state, covering 7.25% of the genome, was characterized by relatively strong ATAC-seq signals, enrichment in CpG island regions, and moderate enrichment in the suppressed genes. 

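Part of the H3K27me3 signal lay in open chromatin. In brain, liver, and spleen, 11.4% ± 5.64 of the H3K27me3 peaks had their midpoint in an ATAC-seq peak of the same tissue and fish, and these cover 4.83% of the genome (SD, n = 6 libraries). The log2 fold was 1.17 ± 0.64 and was positive in 6 of 6 libraries (exact permutation p = 0.0312, adjusted p = 0.0339). It was largest in liver FA, 2.36, where 21.6% of a small set of 3068 peaks on the chromosomes lay in ATAC-seq peaks. The developmental genes nkx6.1, six1a, and hoxa11b, which encode transcription factors of embryonic patterning, had H3K27me3 in both brain and both spleen libraries, and nkx6.1 and hoxa11b also had ATAC-seq peaks in 6 of 6 libraries. As sets, 61.1% of HOX genes and 54.3% of developmental genes had an ATAC-seq peak within 3000 bp, fewer than the 82.1% of other genes. A peak near a gene end does not place H3K27me3 inside open chromatin. Over the 4 libraries with at least 10000 H3K27me3 peaks, the log2 fold was 0.87 (exact permutation p = 0.125, the smallest that 4 libraries allow).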

The eighth chromatin state, named bivalent enhancers (BivEnh), is characterized by open chromatin (ATAC-seq), strong repressor H3K27me3 signal, and weak promoter/enhancer signals from H3K4me3, H3K27ac, and H3K4me1. The ninth chromatin state represented the repressed/polycomb (ReprPC) regions spanning 2.57% of the genome and moderately enriched in 3‘UTR/TES (Fig. 1B–F). Both BivEnh and ReprPC were enriched in CpG islands and genes with no or minimal expression. 

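H3K27me3, the mark set by polycomb, lay at genes of embryonic patterning more often than at other genes. Of 24 HOX genes, which set position along the body axis, 97.9% carried it in brain, 95.8% in kidney, 89.6% in spleen, 56.3% in intestine, 22.9% in liver, and 0 genes in white muscle. Against other genes, the log2 odds ratio was 7.61 in brain, 4.62 in kidney, 3.43 in spleen, 0.52 in intestine, and 4.06 in liver, since 35.9% and 58.5% of other genes carried the mark in the intestine libraries, and 1.69% and 1.93% in those of liver. Of 43 developmental transcription factor genes, 100% carried it in spleen, 98.8% in kidney, 96.5% in brain, 93.0% in intestine, 20.9% in liver, and 3.49% in white muscle, with log2 odds ratios from 3.77 in intestine to 7.81 in brain. The HOX genes hoxa11b on chromosome 2, hoxc13a on chromosome 16, and hoxd3a and hoxd13a on chromosome 3 had the mark in 9 of 12 libraries. Among the developmental genes, nkx6.1 on chromosome 5 had it in 11 libraries, nkx2.1b on chromosome 8 in 10, and pax1a and six1a on chromosome 25 in 9 each.
The log2 odds ratio for H3K27me3 was 3.91 ± 2.38 for HOX genes and 5.43 ± 1.86 for developmental genes, positive in 12 of 12 libraries (SD, n = 12; exact permutation p = 0.000488, adjusted p = 0.000732 for each). Every library scores the same genes, so these tests do not measure chance in the sets of genes. H3K4me3 was scarcer at the HOX genes than at other genes in 11 of 12 libraries, −2.78 ± 2.34 (exact permutation p = 0.0015, adjusted p = 0.0018), and at the developmental genes in 12 of 12, −2.63 ± 1.68 (exact permutation p = 0.000488, adjusted p = 0.000732). Housekeeping genes had H3K27me3 in 14.0% ± 13.5 of cases, with a log2 odds ratio of −0.63 ± 1.21 (exact permutation p = 0.0991, adjusted p = 0.0991).
The positive sign in both white muscle libraries for HOX genes comes from the 0.5 added to each count, since no HOX gene had a peak there, and so does that of white muscle FA for developmental genes, where 0 of 43 had one. Over the 8 libraries with at least 10000 H3K27me3 peaks, the log2 odds ratio was 4.05 for HOX genes and 6.21 for developmental genes, positive in 8 of 8 (exact permutation p = 0.0078 for each), and −1.04 for housekeeping genes (exact permutation p = 0.0078). At −log10 q of at least 5 the housekeeping value turned to 2.15 (exact permutation p = 0.0015), with 0 housekeeping genes marked in 7 of 12 libraries. HOX genes had 0 marked genes in 11 of 12 libraries at that threshold and developmental genes in 9, so their log2 odds ratios there, 2.93 and 2.67, also rest on the 0.5 added. By mean share at that threshold, HOX genes lay below other genes, 0.347% against 1.28%. Developmental genes lay above them, 2.13% against 1.28%. The H3K4me3 value of HOX genes without fish FA was −2.60 (exact permutation p = 0.0938).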

The 10th chromatin status was quiescent (Quies), with poor chromatin modification signals covering most of the genome (77.67%) (Fig. 1B–F).

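Most of the genome carried no peak of any histone mark. With summits widened by 300 bp on each side and the genome split into bins of 200 bp, 93.5% ± 4.53 of the genome lay outside all peaks of the 4 histone marks (SD, n = 12 pairs of tissue and fish), and at most 97.8%. In brain, liver, and spleen, with ATAC-seq peaks included, the share was 90.2% ± 3.11 (SD, n = 6).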

The chromatin states were used to generate genome annotation tracks available through the UCSC genome browser (see data availability). Table 1 summarizes the annotation tracks characterization with 515,159 chromatin stats; the active chromatin states (1–5) represent 24.8% of the state counts, and the nonactive states (6–10) represent 75.2%. There were 47,433 active promoters, 80,404 active enhancers (EnhG, Str.Enh, and MidEnh), and 50,353 repressed enhancers (EnhPois and BivEnh). Table 1 also shows each chromatin state’s mean and median length, with the enhancers’ medians ranging between 400 and 1,000 bp and a repressed polycomb median of 2,000 bp.

**Table 1:** Count, percentage, and mean/median length (bp) of each chromatin state

State	Count	Percentage	Mean/median state length (bp)
**1-TSSA**	496,173	4.33	1,382/1,200
**2-TSSAFlnk**	604,309	5.27	1,081/1,000
**3-EnhG**	1,167,656	10.19	1,008/600
**4-Str.Enh**	651,095	5.68	1,550/1,000
**5-MidEhh**	1,439,241	12.56	993/600
**6-EnhPois**	1,520,923	13.27	6,295/3,800
**7-ATAC-CpG**	2,962,192	25.85	1,078/400
**8-BivEnh**	254,795	2.22	574/400
**9-ReprPC**	618,191	5.39	4,762/2,000
**10-Quies**	1,746,493	15.24	179,332/88,600
**Total**	11,461,068	100.00	

Figure 1G shows an example of the UCSC genome browser tracks displaying the chromatin regulatory states at the myosin light chain 1 (MLC1) gene in 6 tissues. Only in muscle is MLC1 flanked by strong enhancers and active TSS states; the other 5 tissues showed poised enhancers or quiescent states.

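MLC1 is encoded by myl1, which lies on chromosome 3 from 60277245 to 60286080 and makes a light chain of fast skeletal muscle myosin. In the window of Fig. 1G, white muscle had 3 H3K4me3 peaks in each fish, and 4 and 6 H3K27ac summits. None of the other 10 libraries had a peak of either mark (exact permutation p = 0.0152, the smallest that 2 libraries against 10 allow, adjusted p = 0.0303 for each). H3K4me1 had 0 and 2 summits in muscle and 1 in each intestine library (exact permutation p = 0.182, adjusted p = 0.242). H3K27me3 was absent from the muscle lists, which hold few peaks for this mark, and was found in 6 of 10 other libraries, with at most 3 peaks in brain FA and spleen FB (exact permutation p = 0.364, adjusted p = 0.364). ATAC-seq peaks lay in the window in 1 of 6 libraries, brain FB. MLC1 was picked by the authors as an example of muscle from chromatin states built on the same libraries, so the tests restate that choice in part. With 1 muscle fish left out, no p below 0.167 is possible by this exact permutation test, and the difference in H3K4me1 turned to −0.20 without fish FB.
The gene myod, the master regulator of skeletal muscle shown in the supplement, lies on chromosome 6 from 93059670 to 93061795. It had H3K4me3 and H3K27ac in both muscle libraries and in 0 of the other 10 libraries. H3K27me3 lay near it in both fish of brain, intestine, kidney, and spleen. From the states at MLC1, the paper states that strong enhancers and active TSS states flank the gene in muscle alone.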

The density of each chromatin state relative to the position of TSS of the protein-coding genes is shown in Additional File 2. The TssA and, to a lesser extent, TssAFlnk showed maximum enrichments at TSS. The other chromatin states showed enrichment around 5 kb on both sides of TSS.

The ATAC-seq data were missing in 3 tissues. The ChromHMM tool was found to be reliable for predicting states based on combinations of available chromatin tracks. In a study using the mouse ENCODE project data, ChromHMM accurately assigned chromatin states even when certain marks, such as ATAC-seq, were missing [31]. The research concluded that the absence of certain marks did not significantly impact the assignment. Although the states most affected were those most enriched in the missing mark in a 10-mark model, the opposite was not necessarily true, highlighting redundancy between the marks.

To address the effect of the missing ATAC-seq data in 3 tissues, we created a separate 10-state chromatin model without ATAC-seq data and uploaded the bed files to the journal portal *Folder name:* TroutChromHMm_State_without_ATAC_seq). A quick comparison of enhancers with and without ATAC-seq data revealed a 25% reduction in genetic enhancers and a 23% increase in strong enhancers using the muscle and kidney data. The mouse ENCODE paper reported similar differences in the number of enhancers [31].

### DNA methylation relative to the chromatin states

There were distinct patterns of DNA methylation near and within each chromatin state, as shown in Fig. 1H. All the active chromatin states (1–5) were hypomethylated compared to their flanking regions. As expected, the promoter TssA and its flanking regions TssAFlnk were strongly hypomethylated. Similarly, all the active enhancers (EnhG, Str.Enh, MidEnh) were moderately hypomethylated.

### Histone modification association with gene expression

#### Histone marks correlation with gene expression

We characterized the enrichment of the tissue-specific histone marks at promoter regions of tissue-specific expressed genes among 6 tissues. To do that, genes showing more than 10-fold increases in expression compared to the rest of the tissues or more than 1 TPM value with zero TPM expression in other tissues were first identified. Then, histone marks uniquely identified within ±3 kb from TSS (including −3 kb of the promoter region) of the same gene showing tissue-specific expression were cross-listed. The number of the tissue-specific histone marks was divided by the total number of each histone mark in the genome to obtain a normalized relative abundance of each histone mark. Data showed that H3K4me1 was enriched in the tissue-specific genes compared to the same genes in other tissues where the genes are silent or scarce (chi-square *P* < 0.001). Conversely, H3K27me3 was enriched in the silenced genes, compared to the tissue-specific expressed genes (chi-square *P* < 0.001, Fig. 2A, Additional File 1).

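Genes of a tissue carried active marks in that tissue more often than in the mean of the other tissues for brain, liver, white muscle, and intestine. H3K27ac was found at 65.4% of 13 brain genes in brain and at 0% in other tissues. It was found at 93.3% of 15 liver genes in liver against 21.3% elsewhere, at 85.3% of 17 muscle genes in muscle against 17.1%, and at 93.3% of 15 intestine genes in intestine against 23.3%. H3K4me1 was found at 42.3% of the brain genes in brain against 9.23% elsewhere, at 93.3% of the liver genes in liver against 20.0%, at 38.2% of the muscle genes in muscle against 25.9%, and at 90.0% of the intestine genes in intestine against 21.3%. At the muscle genes the fish differed in H3K4me1, with 23.5% in FA and 52.9% in FB, and intestine had more, 61.8%, although the log2 odds ratio against other genes was −0.91 there and 1.31 in muscle. H3K4me3 was found at 53.8% of the brain genes against 3.08%, 93.3% of the liver genes against 19.3%, 88.2% of the muscle genes against 17.6%, and 76.7% of the intestine genes against 25.3%.
The kidney genes differed from this, and the immune genes in part. Of 16 kidney genes, 3.13% had H3K27ac in kidney against 15.6% elsewhere, 9.38% had H3K4me1 against 22.5%, and 6.25% had H3K4me3 against 18.1%. Of 16 genes of lymphoid and immune cells, 53.1% had H3K27ac in spleen against 35.0% elsewhere, but 9.38% had H3K4me1 against 37.5%, and 21.9% had H3K4me3 against 45.6%. Scaled by the other genes of each library, the log2 odds ratio of the immune genes in spleen minus the other tissues was 1.61 for H3K27ac, positive in both fish, and −0.19 for H3K4me3, negative in FA alone. For H3K4me1 it was also positive in both fish, 0.30 in FA and 1.73 in FB, but no immune gene had H3K4me1 in spleen FA, so that value is set by the 0.5 added to each count. The H3K27ac library of kidney FB and the H3K4me1 libraries of spleen hold few peaks. No kidney gene had H3K27ac in kidney FB, so its log2 odds ratio there minus the other tissues, 2.71, also rests on the 0.5 added.
In brain, sypa and cplx2 of synaptic vesicles, mbpa, which encodes myelin basic protein, and nefma of neurofilaments had H3K27ac in both fish and in no other tissue, whereas plp1a and gad1a had none. In liver, apoba, an apolipoprotein gene, and fga, which encodes a fibrinogen chain, had it in liver alone, ambp also in 1 muscle library, and tfa in 11 of 12 libraries, whereas tf had it in 1 kidney library. In white muscle, ckmb had it in muscle alone, tnnt3a of troponin in muscle and liver, and mylpfb in 12 of 12 libraries, whereas the calcium pump gene atp2a1 had none and the parvalbumin gene pvalb9 had it in 1 kidney library. In intestine, cdx1b, a transcription factor gene of gut identity, had it in intestine alone, vil1 of the brush border and the fatty acid binding protein gene fabp2 in intestine and liver, and cdx1 in 9 libraries, whereas mep1b had none. Of the immune genes, cd37 had it in spleen alone, cd79b and ptprc in 8 libraries, and cd74b in 7, whereas tlx1 had it in 7 libraries but not in spleen, and blnk in 1 intestine library. Of the kidney genes, wt1b had none and cubn had it in 1 intestine library.
The log2 odds ratio in the matched tissue minus the mean of the other tissues, averaged over the 6 lists, was 3.32 for H3K27ac (p = 0.0014, the smallest possible), 2.51 for H3K4me3 (p = 0.0028), and 1.98 for H3K4me1 (p = 0.0042), each by an exact permutation of the lists over the tissues with adjusted p = 0.0056. ATAC-seq had 2.77 over 3 lists, without a test: 100% of the brain genes in brain against 28.8%, 93.3% of the liver genes in liver against 80.0%, and 93.8% of the immune genes in spleen against 85.9%. From the marks at genes chosen by expression, the paper states that H3K4me1 was enriched in the tissue-specific genes.

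**Figure D3:**
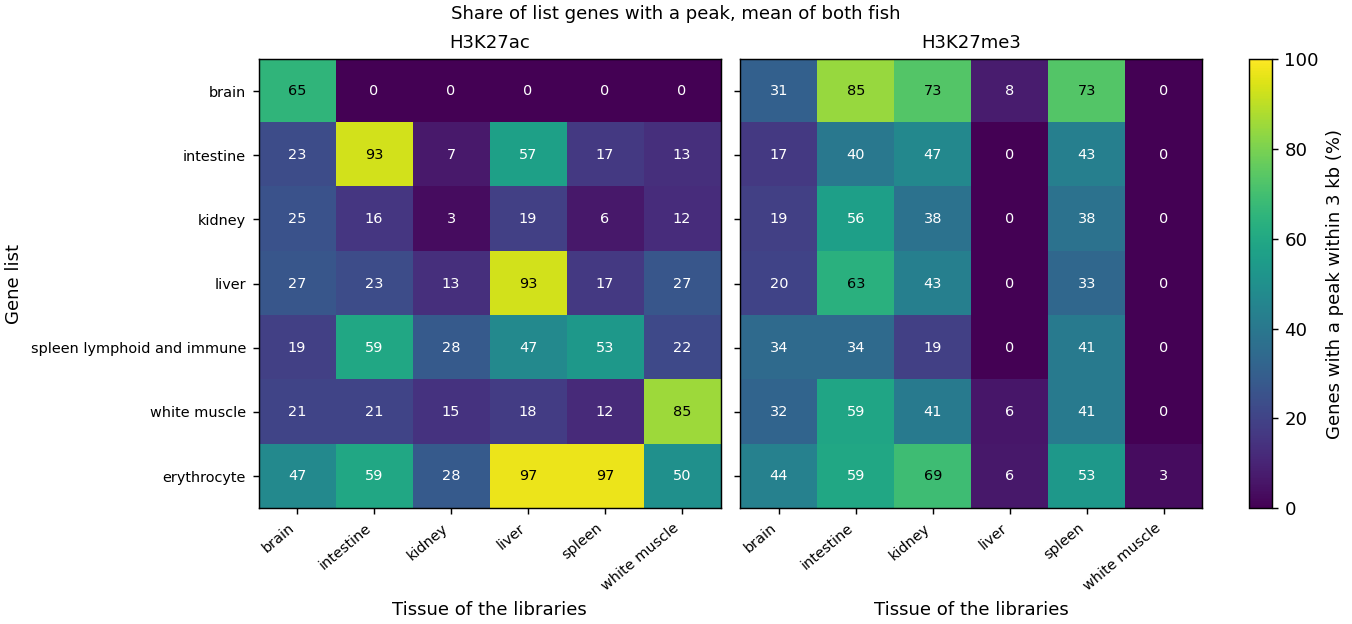
Share of the genes of each list with an H3K27ac or H3K27me3 peak within 3 kb of a gene end, as the mean of both fish in each tissue. H3K27ac is highest in the matched tissue for the brain, liver, muscle, and intestine lists. H3K27me3 at the brain genes is higher in intestine, kidney, and spleen than in brain.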

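Tissue genes had H3K27me3 both in their own tissue and in others. The brain genes had it in 30.8% of cases in brain against 47.7% elsewhere, the liver genes in 0% against 32.0%, and the muscle genes in 0% against 35.9%. By share alone it went the other way for 3 lists: H3K27me3 was found at 40.0% of the intestine genes in intestine against 21.3% elsewhere, at 37.5% of the kidney genes in kidney against 22.5%, and at 40.6% of the immune genes in spleen against 17.5%. Over the libraries with at least 10000 H3K27me3 peaks, which leaves out liver and white muscle, the log2 odds ratio in the matched tissue minus the other tissues was −0.84 for the intestine genes, negative in both fish, and −0.49 for the brain genes, −0.09 for the kidney genes, and 0.03 for the immune genes, the last 3 with a different sign in each fish. Nefma, sypa, and gad1a, all genes of neurons, had H3K27me3 in both intestine, both kidney, and both spleen libraries, and nefma and gad1a had it in both brain libraries too. The average of the 4 lists in the libraries with at least 10000 peaks was −0.35 (exact permutation p = 0.50). Averaged over the 6 lists and all libraries, the log2 odds ratio was −0.33 and did not pass the test (exact permutation p = 0.278, adjusted p = 0.278), with 2.71 for the muscle list set by the 0.5 added to each count. The H3K27me3 libraries of liver and white muscle hold few peaks for any gene, so 0% there is no measure of those genes alone, and they lower the shares elsewhere for the other lists. From the genes chosen by expression, the paper states that H3K27me3 was enriched in the silenced genes.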

**Figure 2:**
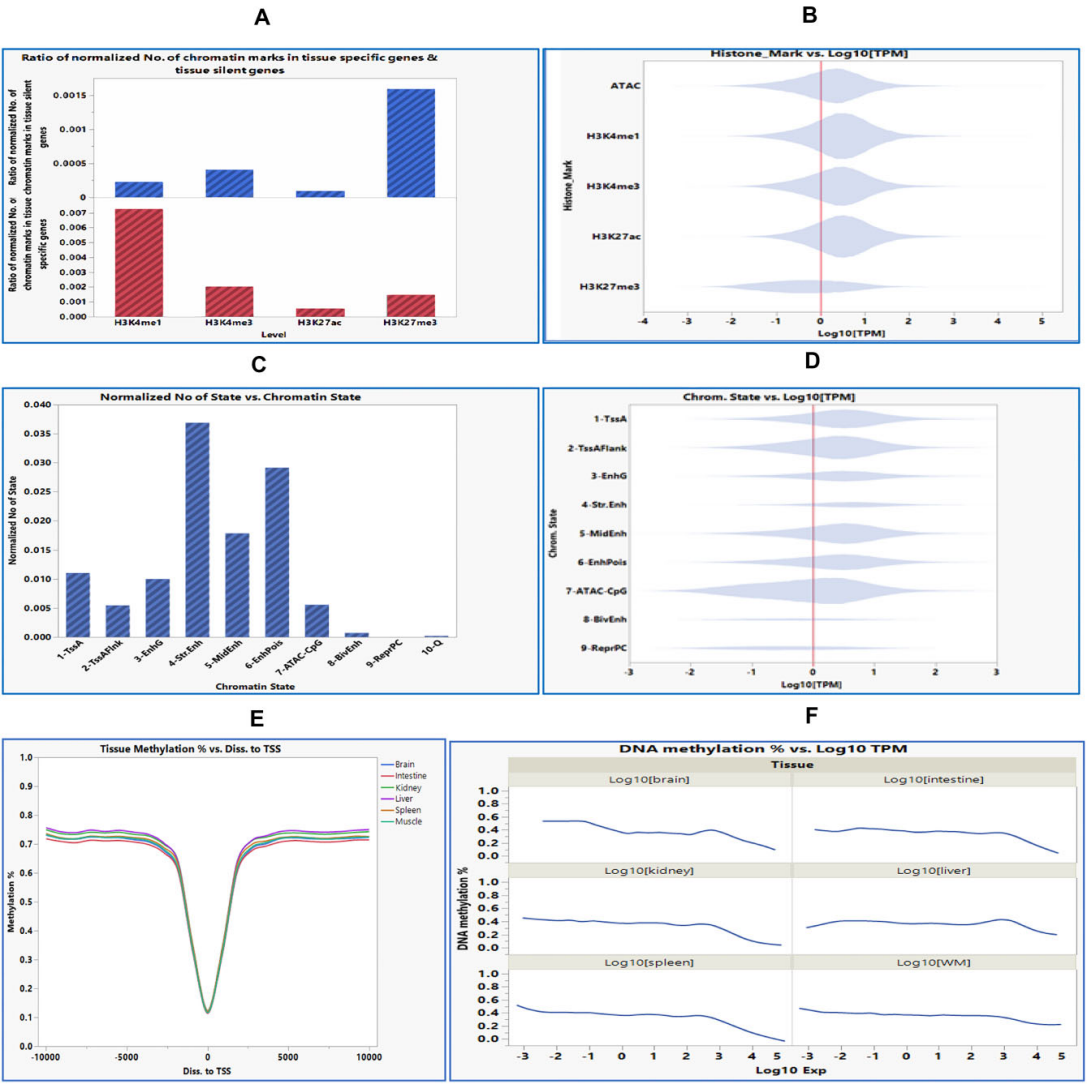
Histone modification and chromatin state correlation with gene expression. (A) Enrichment of H3K4me1 histone mark within ±3 kb of TSS of the tissue-specific genes (top) and H3K27me3 in the genes silenced in other tissues (bottom). (B) Densities of the chromatin marks within ±3 kb of TSS relative to gene expression. ATAC-seq, H3K4me1, H3K4me3, and H27Kac density were higher in the genes with expression levels of more than 1 TPM (log10 TMP equals zero). Conversely, H3K27me3 density was higher in genes with less expression. (C) Enrichment of chromatin states (1–7), particularly Str.Enh within ±3 kb of TSS of the tissue-specific genes. (D) Densities of the open chromatin states within ±3 kb to TSS relative to gene expression. Chromatin state densities of TssA and TssAFlnk and enhancers EnhG, Str.Enh, MidEnh, and EnhPois were higher in the genes with expression levels of more than 1 TPM (log10 TMP equals zero). Conversely, chromatin states RepPC and the ATAC-CpG and BivEnh did not show characteristic density patterns relative to gene expression. (E) Average methylation percentage relative to TSS. (F) DNA methylation percentage relative to gene expression (log10 TMP).

We also looked at the association of histone marks within ±3 kb of TSS to gene expression. Densities of chromatin marks ATAC-seq, H3K4me1, H3K4me3, and H27Kac were higher in the genes with expression values more than 1 TPM (log10 TMP equals zero). On the other hand, H3K27me3 chromatin mark density was higher in genes with less expression (Fig. 2B, Additional File 3). There was significant correlation between the histone marks and the log10 TPM values (*P* < 0.001, *R*^2^ = 0.074).

#### Chromatin states correlation with gene expression

We identified 5,551 tissue-specific chromatin states within ±10 kb of genes’ TSS. There were 2,150 genes with tissue-specific gene expression and chromatin states, suggesting a correlation in gene expression (Additional File 1). All the active chromatin states (states 1–5, active promoter, and enhancers) were enriched in genes with tissue-specific expression, especially the strong enhancers. Notably, EnhPois and, to a lesser extent, ATAC-CpG states were also enriched, indicating the involvement of other epigenetic mechanisms in regulating gene expression (Fig. 2C). To get more insight into the correlation between chromatin state and gene expression, we looked at the distribution of each chromatin state density near genes with various relative gene expression levels. As seen in Fig. 2D, the chromatin state densities of the open chromatin states within ±3 kb of TSS, including TssA and TssAFlnk, and enhancers, including EnhG, Str.Enh, MidEnh, and EnhPois, were higher in the genes with expression level more than 1 TPM (log10 TMP equals zero). On the other hand, chromatin states RepPC, ATAC-CpG, and BivEnh did not show characteristic density patterns relative to gene expression. There was a negligible correlation between the chromatin states and the log10 TPM values (*R*^2^ < 0.01), though.

### DNA methylation correlation with gene expression

We characterized the methylation level near and within genes, ±10 kb flanking TSS. The mean level of CpG methylation more than ±5 kb flanking TSS was about 75%; however, a sharp decrease in DNA methylation to about 10% on average was observed at the TSS (Fig. 2E). Regarding the DNA methylation correlation with gene expression, our data showed a weak (*R*^2^ = 0.002–0.04 depending on the distance to TSS) but statistically significant correlation between the average percentage of DNA methylation within ±3 kb flanking TSS and gene transcription expression (*P* < 0.0001) (Additional File 2). As seen in Fig. 2F, there was a trend of negative correlation between DNA methylation and gene expression, especially of the most highly expressed genes, with a log10 TPM value of more than 3; the correlation varies between tissues, though.

### Detection and characterization of super-enhancers

We identified a total of 5,799 nonredundant super-enhancers (SEs) in all studied tissues (Additional File 4). Super-enhancers are clusters of enhancers enriched within 12.5 kb of the genome. Figure 3A shows the ranked SEs identified by HOMER based on an extremely high H3K27ac signal compared to conventional enhancers [32]. There was 5,104 SEs within or neighboring 4,120 genes within 10 kb. Of those SEs, there was an average of 850.5 SEs in all tissues, ranging from 630 in the spleen to 1,167 in the intestine (Fig. 3B, Additional File 4). 

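H3K27ac was unevenly spread over the genome in each tissue, with dense clusters in liver (2138), intestine (2082), white muscle (1451), brain (1220), spleen (534), and kidney (176). These clusters were called here from the summits and their −log10 q, summed over both fish: neighboring summits were joined over the distance the authors used for super-enhancers, the joined regions were ranked by their sum, and those past the point where the scaled curve of ranks has a slope of 1 were kept. The mean was 1267 ± 798 per tissue (SD, n = 6 tissues) and the total 7601. In kidney, fish FA alone gave 649 clusters and the weak library of FB alone gave 26. With the 10000 highest summits of each library, the mean was 347.3 per tissue.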

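The H3K27ac clusters were longest in brain, with a mean of 43369 bp, and shortest in spleen, with 25181 bp. Intestine had 39338 bp, liver 36409 bp, white muscle 31691 bp, and kidney 30231 bp, for a mean over tissues of 34370 ± 6612 bp (SD, n = 6). The longest cluster, of 241677 bp, lay in brain. With summits joined within 5000 bp, the mean over tissues was 11825 bp, and with the 10000 highest summits of each library 13310 bp.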

The SEs had an average length of 25,234 bp, reaching a maximum length of 133 kb (Fig. 3C). Figure 3D shows the chromosome distribution of the SEs with an average of 159 SEs per chromosome. 

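Clusters of H3K27ac lay on all 32 chromosomes, with 237.5 ± 100.9 per chromosome (SD, n = 32). Chromosome 12 had the most, 461, and chromosome Y the fewest, 117. For its length, chromosome 13 was the densest, with 52.9 clusters per 10 Mb, and chromosome 23 the sparsest, with 22.3.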

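After clusters of all tissues with any overlap were merged, 3550 of 5120 merged clusters (69.3%, 95% Wilson interval 68.1 to 70.6) were found in 1 tissue. Of the others, 1010 were found in 2 tissues, 358 in 3, 145 in 4, 44 in 5, and 13 (0.254%, 95% Wilson interval 0.148 to 0.434) in all 6 tissues. The share in all tissues was 0.453% without the library of kidney FB, 0.115% with the 10000 highest summits of each library, 0.0728% without summits near gene ends, and 0 without fish FA. The Wilson intervals treat clusters as independent draws and do not measure the spread between fish, tissues, or rules of calling. Several alternatives gave shares outside them, also for the share in 1 tissue.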

The SEs were generally shared between tissues, with 599 (13.8%) SEs ubiquitously existing in all tissues and only 805 (10.3%) SEs existing in a single tissue. For example, a muscle-specific SE at location NC_048582.1:54022672-54039559 was associated with the muscle-specific gene guanosine monophosphate reductase (GMPR). 

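The super-enhancer of GMPR lies on chromosome 18 from 54022672 to 54039559 and overlaps gmpr, which runs from 54022282 to 54036714 and encodes an enzyme of purine nucleotide metabolism. White muscle had 6 and 9 H3K27ac summits in this region, and each of the other libraries had at most 1, with 4 of 10 having any. Per 100000 summits of a library, this was 13.5 in muscle and 0.470 ± 0.613 elsewhere (SD, n = 10 libraries), a difference of 13.0 (exact permutation p = 0.0152, the smallest that 2 against 10 libraries allow, adjusted p = 0.0303). The muscle libraries also had 2 and 1 H3K4me3 peaks there against 0 in the other 10. H3K4me1 had 5 and 4 summits in muscle and at most 4 in another library, which per 100000 summits was 15.0 in muscle and 0.826 ± 0.952 elsewhere (exact permutation p = 0.0152, not adjusted). The authors picked this region as an example of muscle from the same H3K27ac libraries, so these tests are no independent evidence of a difference between tissues. The related gene gmpr2 on chromosome 21 had H3K27ac in 10 of 12 libraries. The paper gives this region as an example of a super-enhancer found in muscle and associated with a gene of muscle.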

The SEs were enriched around the gene TSS (Fig. 3E). 

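Gene ends lay inside the H3K27ac clusters more often than inside regions of the same lengths placed at random, in each tissue. In intestine, 89.8% of the clusters held a gene end against 53.0% of the placed regions (n = 100 placements), and in liver 84.4% against 50.6%. Kidney had 77.3% against 47.8%, spleen 75.8% against 42.3%, and white muscle 74.0% against 47.7%. In brain the shares were closer, 65.4% against 54.8%. The SD over placements was at most 3.58 percentage points, in kidney. Both ends of each gene were used, since the strand is known for few of them.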

SEs were also enriched in highly expressed genes, with 4,737 unique SEs overlapping with expressed genes (TPM values >2) and only 286 SEs overlapping in the repressed genes (TPM <0.2). Figure. 3F shows an example of a super-enhancer with H3K27ac signal flanking the C1QTNF4 gene only in muscle compared to a typical enhancer in all other tissues. 

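The gene marked C1QTNF4 in Fig. 3F, LOC110497717, lies on chromosome 2 from 82739598 to 82755517 and encodes a secreted protein related to complement C1q and tumor necrosis factor. In the gene and 20000 bp on each side, white muscle had 6 and 9 H3K27ac summits. In the other tissues, 8 of 10 libraries had summits there, up to 12 in intestine FB, with 1 in intestine FA. Per 100000 summits of a library, this was 13.5 in muscle and 4.76 ± 4.08 elsewhere (SD, n = 10 libraries), a difference of 8.69 (exact permutation p = 0.0303, adjusted p = 0.0303). By the number of summits, the difference did not pass the test (exact permutation p = 0.182). In the flank before the gene, a part chosen after seeing the values, muscle had 3 and 7 summits and no other library more than 2 (exact permutation p = 0.0152). With this flank 2 times as wide, muscle had 7 and 20 and no other library more than 2 (exact permutation p = 0.0152). In the flank after the gene, muscle had none and intestine FB had 10. Since the paper chose this gene as an example of muscle from the same libraries, the tests are no independent evidence. The gene with the symbol c1qtnf4, on chromosome 26, had no H3K27ac within 3000 bp of its ends in any library.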

Gene Ontology (GO) enrichment analysis of the SE neighboring genes showed involvement in important molecular functions, including catalytic activity, DNA, and metal/ion binding. In the biological process, SE genes were enriched in biosynthetic, cellular metabolic process, and transcription (Additional File 4).

**Figure 3:**
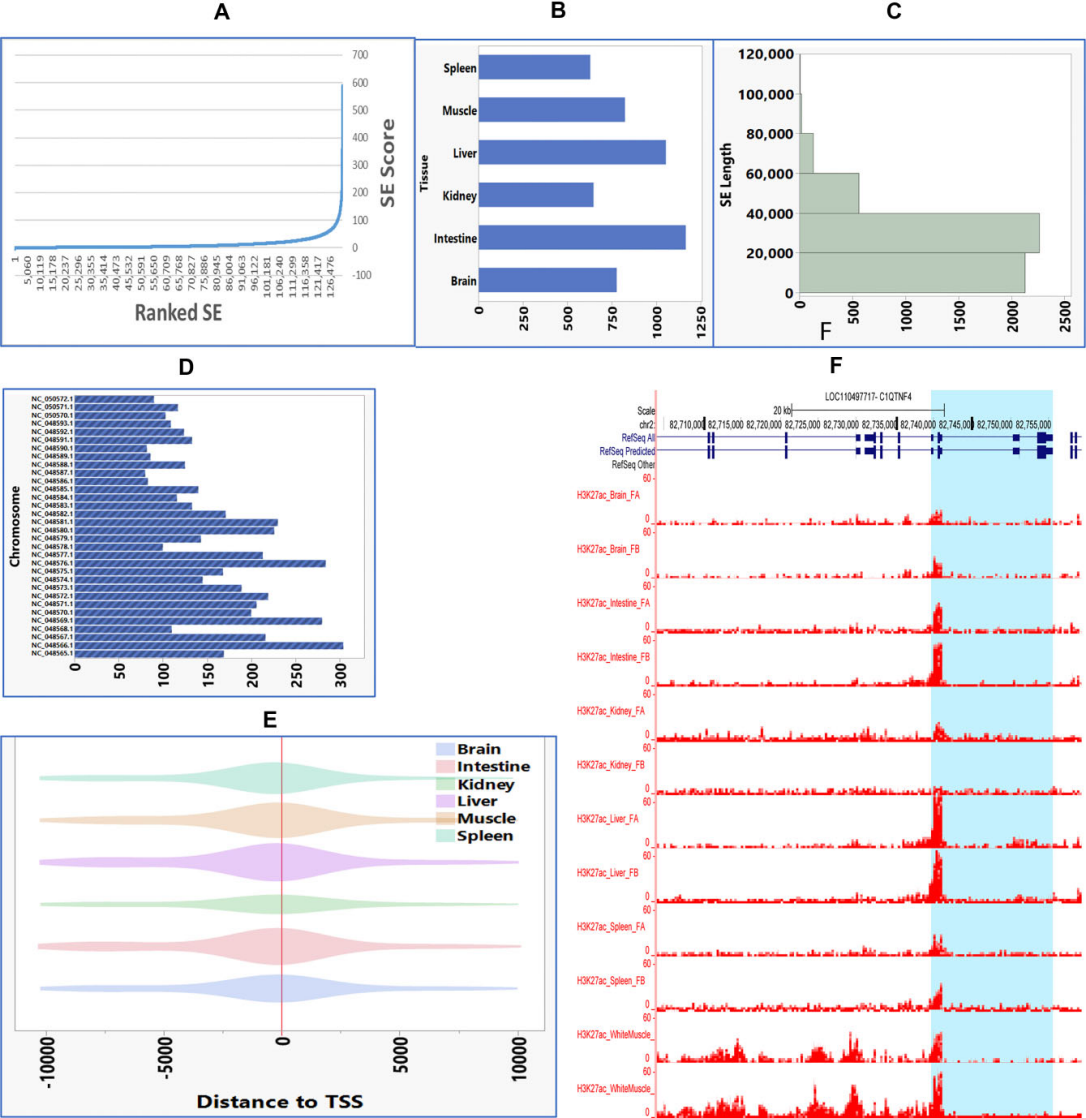
Super-enhancers and their characterization. (A) Ranked SEs identified by HOMER based on an extremely high H3K27ac signal compared to conventional enhancers. (B) Number of SEs in each tissue. (C) SE length distribution. (D) Chromosome distribution of the SEs. (E) SEs are enriched around the gene TSS. (F) Example of a super-enhancer with H3K27ac signal flanking the C1QTNF4 gene in muscle compared to a typical enhancer in all other tissues.

### Enhancers in QTL

To demonstrate the utility of the new chromatin annotations in identifying potential causal variants for complex phenotypic traits important for domestication, we cross-matched previously identified QTL in the RBT genome with genome tracks of the new gene regulatory elements, including promoters and enhancers. We used previously identified QTL with known genomic locations for fish growth, muscle yield, fillet quality, and bacterial cold water disease (BCWD) [33–38]. We identified 2,074 Str.Enh, overlapped with QTL-harboring genes located on 15 chromosomes, with mean and median overlap lengths of 1,524 and 1,000 bp, respectively (Fig. 4A, Additional File 5). We also found 847 MidEnh overlapped with QTL-harboring genes located on 15 chromosomes, with mean and median overlapping lengths of 1,084 and 800 bp, respectively. Additionally, 3,975 EnhG enhancers overlapped with QTL-containing genes on all chromosomes, with mean and median overlap lengths of 874 and 600 bp, respectively (Additional File 4). Figure 4A, B shows the QTL and enhancers’ fold enrichment (observed/expected) per chromosome. 

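The super-enhancers that overlap QTL, as listed by the authors, held 1.39 ± 0.60 H3K27ac summits per 10 kb against 0.273 in regions of the same lengths placed at random on the same chromosomes (SD, n = 12 libraries). The log2 fold was 2.41 ± 0.18 and was positive in 12 of 12 libraries (exact permutation p = 0.000488, adjusted p = 0.000977). The authors called these regions from the same libraries, so this is no independent evidence of their signal. Regions at QTL for growth and muscle had a log2 fold of 2.35 and regions at QTL for bacterial cold water disease (BCWD) 2.53, a difference of −0.19 ± 0.16 in 11 of 12 libraries (exact permutation p = 0.0015, adjusted p = 0.0015). Unscaled, the regions for growth and muscle held more summits, 1.41 against 1.36 per 10 kb, and the lower fold comes from the placed regions, 0.288 against 0.242. All libraries score the same regions, so the test does not measure chance in the set of regions. Without fish FB the difference was −0.16 (exact permutation p = 0.0625).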

There were 124 fish/muscle growth and 84 BCWD unique QTL overlapping with 239 unique SEs (Additional File 5).

**Figure 4:**
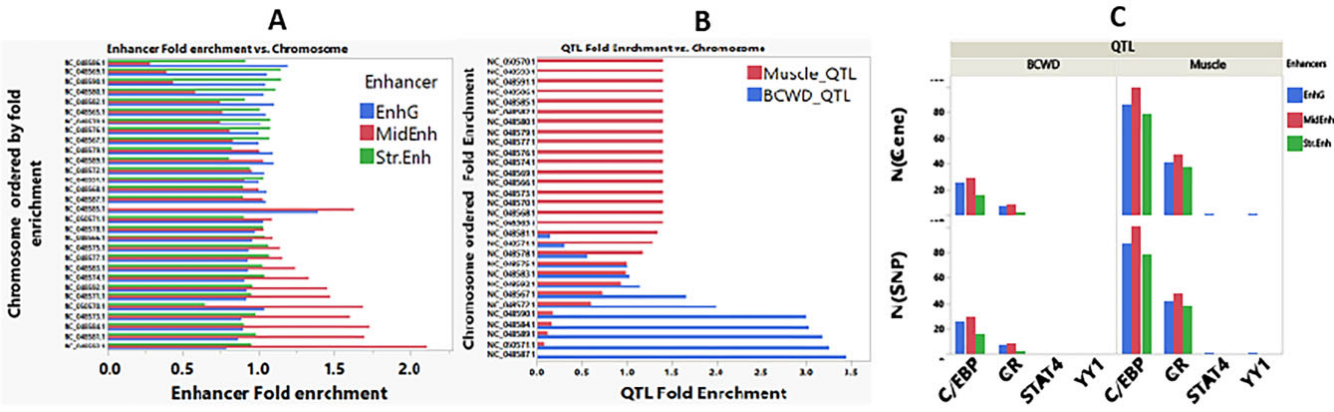
Enhancers in QTL. Fold enrichment per chromosome of active enhancers (A) that overlap with QTL (B) for fish/muscle growth, fillet quality, and BCWD. (C) Number of SNPs and genes within QTL that overlap with genic, strong, and mid-enhancers and have transcription factor binding motifs (TFBMs) mainly belonging to glucocorticoid receptors (GRs) and C/EBP transcription factors.

To further investigate the epigenetic function of the SNPs in QTL, we looked at SNPs within QTL that overlap with the genic, strong, and mid-enhancers and have transcription factor binding motifs (TFBMs). 

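The SNPs in transcription factor motifs lay near H3K27ac no more often than random positions in the same genes. For growth and fillet traits, 95 SNPs in 79 genes were placed on the assembly, and 6.23% ± 2.89 of them lay within 500 bp of an H3K27ac summit, against 8.96% ± 3.99 of random positions in these genes (SD, n = 12 libraries). The log2 ratio was −0.50 ± 0.31, negative in 11 of 12 libraries (exact permutation p = 0.000977, adjusted p = 0.0029). H3K4me1 was near 9.21% of the SNPs against 9.68%, a log2 ratio of −0.12 ± 0.58 (exact permutation p = 0.600, adjusted p = 0.600). ATAC-seq peaks covered 8.77% against 10.1%, a log2 ratio of −0.21 ± 0.11, negative in 6 of 6 libraries (exact permutation p = 0.0312, adjusted p = 0.0469). All libraries score the same 95 SNPs, so these tests do not measure chance in the set of SNPs, and a depletion is not established. In 4 of the 11 H3K27ac libraries with a SNP near a summit, under 5% of 1000 random sets had fewer positions near one, and in white muscle 22.2% and 6.5% did. For the ATAC-seq libraries this was 17.6% to 43.4%. In both white muscle libraries, 5 SNPs lay near an H3K27ac summit, among them those in LOC110492108 on chromosome 16 at 45605470, in LOC110495957 on chromosome 18 at 27965268, and in LOC110499049 on chromosome 20 at 15707473. The SNPs for BCWD are given on another assembly and were not analysed here. Without fish FA the H3K27ac ratio was −0.52 (exact permutation p = 0.0625), and at −log10 q of at least 5 the ATAC-seq ratio was −0.33 (exact permutation p = 0.0625). For H3K4me1, the ratio was −0.34 with summits within 1000 bp (exact permutation p = 0.0225) and 0.02 without fish FB (exact permutation p = 0.844).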

A total of 112 SNPs that met these criteria were located within 4 TFBM spanning 85 genes involved in fish/muscle growth, fillet quality, and BCWD (Fig. 4C, Additional File 5). Interestingly, most TFBMs (99%) were classified into only 2 families. The first TFBM family was C/EBP (with 3 TF members, C/EBP alpha, beta, and delta), making up 69.4% of the TFBMs. The second TFBM family comprises glucocorticoid receptor (GR) and GR beta, constituting 30.1% of TFBMs (Fig. 4B). These data suggest a significant role of C/EBP and GR transcription factors in regulating fish/muscle growth, fillet quality, and BCWDs.

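The genes of these transcription factors carried active marks in nearly all libraries. Cebpb on chromosome 16 and cebpd on chromosome 28, which encode C/EBP beta and delta, and the glucocorticoid receptor genes nr3c1 on chromosome 14 and LOC100136786 on chromosome 10 had H3K4me3 in 12 of 12 libraries and H3K27ac in 11. The exception was a kidney library for each. No gene with a symbol of C/EBP alpha was found in the gene table. The named genes had ATAC-seq peaks in 6 of 6 libraries. From the share of motifs that belong to these families, the paper proposes a role of C/EBP and GR in growth, fillet quality, and BCWD.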

### Histone mark/state role in gene evolution following whole-genome duplication

RBT is a member of the Salmonidae family that underwent a salmonid-specific whole-genome duplication (Ss4R) 80–100 million years ago [39]. This WGD makes RBT an interesting model for studying the early stages of gene evolution. Therefore, we sought to identify the role of epigenomic chromatin marks and states in gene evolution following WGD and during the rediploidization of RBT.

We identified 20,660 gene duplicates inferred from collinear blocks in the RBT genome (see Methods section). We further identified 104 collinear blocks of at least 20 genes in the genome. Gene duplicates of RBT were then mapped against the Northern pike, which represents the ancestral singletons before duplication. We found 9,155 singletons in the Northern pike genome corresponding to 11,654 ohnologue pairs in RBT (Additional File 6). To distinguish the evolutionary processes that drive the preservation of gene duplicates after WGD, gene expression profile divergence was quantified among the duplicate pairs of RBT and ancestral genes of the Northern pike. The analysis revealed the presence of 73.6% gene conservation cases, 14.2% neofunctionalization cases, 12% specialization cases, and 0.2% subfunctionalization cases (Additional File 6).

We compared the fold enrichment of the histone marks and the abundance of chromatin states within the promoter region located 2 kb upstream of the TSS of each gene copy. Compared to neofunctionalized genes, there was less divergence in the histone modification profiles of conserved gene paralogues (Wilcoxon test, *P* = 7.13E-270) (Fig. 5A). H3K27ac of the conserved gene pairs exhibited the highest correlation compared to H3K4me1 (Wilcoxon test, *P* = 7.42E-99) and H3K4me3 (Wilcoxon test, *P* = 4.84E-08). The H3K4me3 profile of the neofunctionalized gene pairs showed the most significant dissimilarity compared to the conserved genes (Wilcoxon test, *P* = 1.07E-163).

**Figure 5:**
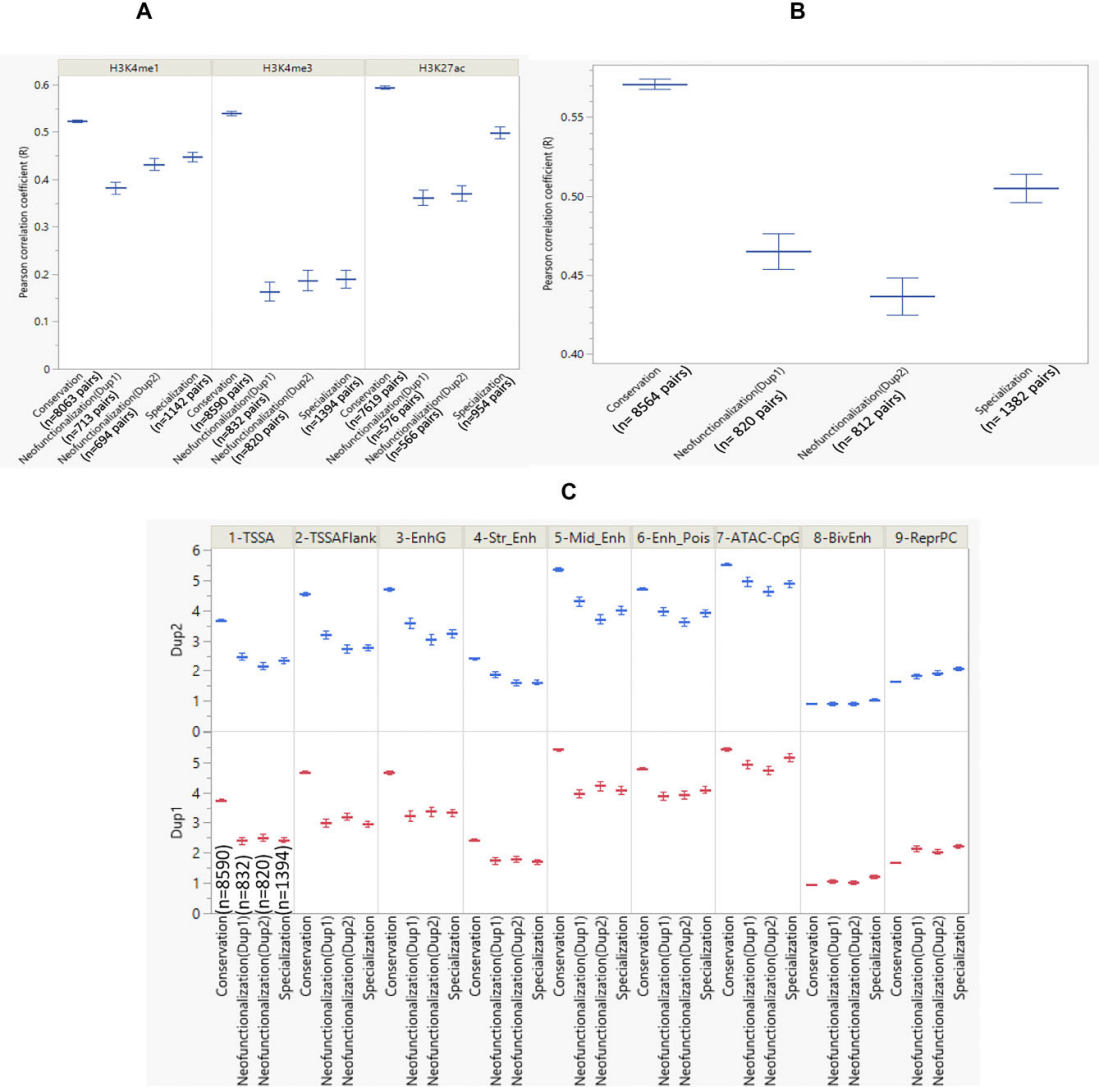
Association of the chromatin mark/state with the mechanism of duplicate gene retention. (A) The histone mark divergence of each category of the duplicate gene pair was quantified using the Pearson correlation coefficient of each histone mark profile for the duplicated gene pairs. Gene pairs with conserved expression exhibit the highest correlation of histone mark profiles upstream of TSS. (B) Correlation of state counts between gene pairs within each category. Gene pairs with conserved expressions demonstrate the highest correlation of state counts. (C) The shared number of states 1–7 within 2 kb upstream of the TSS is higher in conserved gene pairs. The shared numbers of bivalent enhancer (BivEnh) and repressive polycomb complex (RepPC) showed a lower correlation.

Similarly, the chromatin states in the promoter region of conserved gene pairs exhibited the highest correlation compared to neofunctionalized (Wilcoxon test, *P* = 4.53E-46) and specialized genes (Wilcoxon test, *P* = 4.89E-11) (Fig. 5B). In addition, we observed less abundance of Str.Enh within the first 7 chromatin states, upstream of the TSS of conserved genes. Except for BivEnh and RepPC, it was observed that the abundance of states upstream of the TSS was higher in gene pairs that are maintained through conservation (Wilcoxon test, *P* < 2.2e-16) (Fig. 5C). Table 2 also shows the relative enrichment of all the chromatin states in each gene category. The single-copy genes had strong promoter and moderate signals compared to the conserved genes, which had strong promoter and enhancer signals. The neofunctionalized and specialized genes had moderate enhancer signals and very weak promoter signals.

**Table 2:**
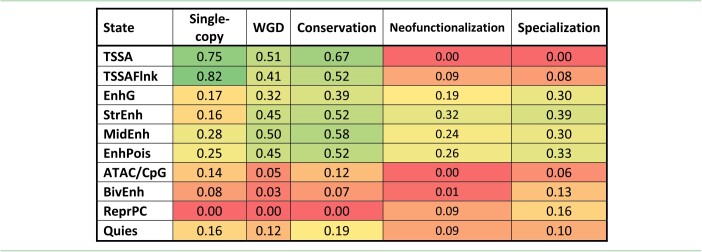
Relative enrichment of the chromatin states in the single-copy genes compared to the conserved, neofunctionalized, and specialized genes

## Discussion

The pioneering ENCODE projects built the foundations for discovering the regulatory element and their functions in humans and mammalian model species [20, 40, 41]. Following the ENCODE models, in the past decade, the FAANG consortium provided a functional annotations atlas of the farm animal genomes, including pig, cattle, and chicken, for the first time [19, 27, 28]. However, functional annotations of fish genomes are still in their infancy, with comprehensive epigenomics tracks available perhaps only for zebrafish [29]. In the United States, over the past 10 years of the FAANG project, aquaculture was represented by 1 species, the RBT. As a part of the FAANG project, this study thus aimed to identify and characterize an atlas of regulatory elements and provide epigenome annotation tracks from RBT populations in the United States. We developed and characterized an atlas of regulatory elements and epigenome annotation tracks of the RBT. ChIP-seq, ATAC-seq, Methyl Mini-seq, and RNA-seq data were integrated across RBT tissues to identify gene regulatory elements, including chromatin histone modifications, chromatin accessibility, and DNA methylation.

This study identified regulatory elements, including 47,433 active promoters (19,784 TssA and 27,649 TssAFlnk). When this manuscript was ready for publication, the Ensemble genome browser released chromatin tracks for RBT, including promoters, enhances, and open chromatin stats. For comparison, the Ensemble genome annotation browser has 23,394 promoters [42]. A total of 29,302 active promoters in our study were shared with promoters in the Ensemble genome browser (>100 nt). We also identified 80,404 active enhancers and 50,353 repressed enhancers, together (130,757) covering about 11.34% of the genome. The Ensemble genome annotation has 102,440 enhancers. Of all the enhancers identified in our study, 71,382 overlapped in genome positions with enhancers in the Ensemble genome browser (>100 nt). Variation in the numbers of the regulatory elements between our results and the Ensemble browser is expected due to differences in fish populations, tissues, physiological conditions, and the bioinformatics pipelines. In zebrafish, efforts to characterize the chromatin landscape identified 140,000 *cis*-regulatory elements [29]. And in mice, 33% of the genome had a chromatin signature of promoter, enhancer, transcriptional, and heterochromatin states [41].

In this study, the RBT active promoter and enhancer chromatin states were enriched around the genes TSS and TSS-flanking regions and zinc finger transcription factors and were highly transcribed but depleted in the repressed genes (Fig. 1). The RBT enhancers were also enriched in the expressed genes. Consistent with our results, the chicken genome promoters were more enriched in TSS, 5′UTR, and CpG islands than in enhancers. The chicken active promoters and enhancers were more enriched in the TSS and the gene body of the highly expressed than the repressed genes [18].

This study also identified distinct patterns of DNA methylation associated with each chromatin state (Fig. 1). All the active chromatin states (1–5) were hypomethylated compared to their flanking regions. On the other hand, the poised enhancers and quiescent genome regions were hypermethylated. The bivalent enhancers were strongly hypomethylated, the ATAC-CpG state was slightly hypermethylated, and the repressed polycomb showed no change in the methylation levels. Similar DNA methylation patterns were observed in the pig genome, where the promoter and the TSS transcribed states were hypomethylated, and the enhancer states showed intermediate methylation levels [19]. Previously, we also reported a sharp decline in DNA methylation within the ±2 kb of the TSS of the muscle genes [43].

We characterized the enrichment of the tissue-specific chromatin marks at promoter regions of tissue-specific expressed genes. H3K4me1 was enriched in the tissue-specific genes compared to the same genes in other tissues (silenced genes). On the other hand, H3K27me3 was enriched in the tissue-silenced genes compared to the tissue-specific expressed genes (Fig. 2). In addition, chromatin marks ATAC-seq, H3K4me1, H3K4me3, and H27Kac were enriched in the expressed genes (>1 TPM), while H3K27me3 was enriched in promoters of the silenced genes (Fig. 2). Similarly, the open chromatin states involving promoters and enhancers were more enriched in the genes with more than 1 TPM expression value. On the other hand, the repressed chromatin states RepPC, ATAC-CpG, and BivEnh did not show characteristic density patterns relative to gene expression (Fig. 2). Consistent with our results, in the pig genome, the active chromatin states (promoters, transcribed regions, and enhancers) were enriched in tissue-specific genes, while the repressed states were depleted [19]. In cattle, the relationships between chromatin states and gene expression showed that genes with TssA had the highest expression compared to genes with EnhPois, BivFlnk, and ReprPC [28].

Regarding the DNA methylation, we noticed a sharp decline in DNA methylation level within ±3 kb, flanking the genes’ TSS. There was a trend of a weak negative correlation between DNA methylation and gene expression, especially in the most highly expressed genes (log10 TPM >3), and the correlation varied between tissues (Fig. 2). These data confirm our previous reports showing a weak to moderate negative correlation between DNA methylation levels and gene transcription expression in muscle. The correlation was dependent on CpG position relative to TSS. The correlation was negative within ±1 kb of the TSS and positive in the gene body [43].

We have identified a total of 5,799 unique SEs in the RBT genome. Each tissue contained an average of 850.5 genes overlapping/neighboring SEs (Fig. 3B). The SEs were generally shared between tissues, with only 805 (10.3%) SEs existing in a single tissue, and the rest were shared between more than 1 tissue. In total, 599 (13.8%) SEs were ubiquitously existing in all tissues. SEs in zebrafish showed more tissue specificity in 4 of 5 tissues than regular enhancers [44].

GO analysis of the SEs’ neighboring genes revealed functions relevant to essential molecular functions, including catalytic activity, DNA and metal/ion binding, and biological processes, including biosynthetic and cellular metabolic processes and transcription. SEs play a crucial role in determining cell identity and have been linked to the development of diseases [45]. Genes located within or near SEs had a higher gene expression than other genes, consistent with previous reports in mammals [46].

This study explored the potential epigenetic functions of previously identified QTL for complex phenotypic traits important for domestication by mapping QTL onto genome tracks of the regulatory elements. The active enhancer states (EnhG, Str.Enh, and MidEnh) and the EnhPois were enriched in genome regions spanning QTL. We identified 2,074 Str.Enh, 847 MidEnh, and 3,975 EnhG enhancers overlapped with QTL-containing genes on all chromosomes. Similar to our data, a recent study on cattle confirmed that active promoters/transcripts exhibited the highest enrichment for QTL. The cattle study also showed that weak enhancers had the highest enrichment for expression quantitative trait loci (eQTLs) compared to 14 other chromatin states [28].

We took a closer look to investigate the potential epigenetic functions of the SNPs in QTL that overlap with the enhancers and have TFBMs. Out of 108 SNP markers within 84 genes involved in fish/muscle growth, fillet quality, and BCWD, we identified 8 TFBMs (Fig. 4). Interestingly, almost all the TFBMs (99%) were classified into only 2 families: the C/EBP and the GRs.

The glucocorticoid hormone is key in regulating muscle mass, and prolonged cell exposure to it causes muscle atrophy [47]. Muscle-specific deletion of GR in mice skeletal muscle increases muscle mass, reducing fat mass and muscle atrophy [48, 49]. Similarly, C/EBPβ is a central regulator of cancer muscle mass loss (cachexia) via promoting the expression of atrophy‐inducing factors [50]. In RBT, stress increases cortisol levels and susceptibility to BCWD. A recent study found that rainbow trout BCWD-resistant fish are less sensitive to a cortisol-induced IgM response than susceptible/control fish [51]. Another recent study by de Laval et al. [52] revealed that short-term lipopolysaccharide-induced immune signaling can activate C/EBPβ-dependent chromatin accessibility, leading to trained immunity in hematopoietic stem cells during secondary infection. This establishes an epigenetic mechanism of memory function in innate immunity.

Our data regarding the C/EBP and GR warrant further studies to include CRISPR-Cas9 gene editing to confirm the causative nature of the SNPs involved in C/EBP and GR transcription factors and their role in regulating muscle growth, fillet quality, and BCWD. The muscle growth and quality and BCWD QTL analysis targeted in this study is an example of the potential utility of the genome annotation tracks generated as valuable tools in prioritizing genetic variants when searching for causal variants and alleles with major effects on domestication traits and genomic selection.

The ancestral genome of teleost fish underwent a teleost-specific third WGD (Ts3R), estimated to have occurred 225–333 million years ago [53], followed by the divergence of the Salmonidae family, which underwent a fourth salmonid-specific WGD (Ss4R), estimated to have occurred ∼80–100 million years ago [39]. The recent salmonid-specific WGD and the existence of large genome segments as duplicate regions make RBT unique as a model organism to study the early stages of gene evolution. Therefore, we sought to identify the evolutionary processes that drive the preservation of gene duplicates and gain a better understanding of the role of epigenomes in gene evolution following WGD and during the rediploidization of RBT.

To distinguish the evolutionary processes that drive the preservation/neofunctionalization of gene duplicates after WGD, gene expression profile divergence was quantified among 11,654 ohnologue pairs in RBT and their ancestral singletons in the Northern pike. This phylogenetic approach was initially developed by Assis and Bachtrog [54]. The analysis revealed the presence of 73.6% gene conservation cases, 14.2% neofunctionalization cases, 12% specialization cases, and 0.2% subfunctionalization cases. These results indicate that conservation maintains the majority of the gene duplicates following WGD. In Atlantic salmon, Lien et al. [39] reported that 42% of the Ss4R duplicates displayed conserved coexpression with their orthologs in Northern pike.

Enhancers and promoters predominantly enrich epigenetic signatures [55, 56]. We thus postulated that genes displaying noticeable variations in gene expression would also exhibit contrasting epigenetic patterns. To validate this hypothesis, we compared the fold enrichment of the histone marks and the abundance of chromatin states within the promoter region located 2 kb upstream of the TSS of each gene copy. Compared to neofunctionalized genes, there was less divergence in the histone modification profiles of conserved gene paralogues. H3K27ac of the conserved gene pairs exhibited the highest correlation compared to H3K4me1 and H3K4me3 (Fig. 4A). In their recent study on Atlantic salmon, Verta et al. [57] reported that the transcriptional divergence observed in duplicated genes resulting from WGD is correlated with variations in the number of nearby regulatory elements, suggesting that the functional divergence between ohnologues following WGD is primarily driven by enhancers. In this study, the H3K4me3 profile of the neofunctionalized gene pairs showed the most significant dissimilarity compared to the H3K4me3 profile of the conserved genes, which aligns with the divergence observed in gene expression. Our results suggest a role for the promoters in the functional divergence between ohnologues following WGD.

Similarly, the chromatin states in the promoter region of conserved gene pairs exhibited the highest correlation compared to neofunctionalized and specialized genes, which may help explain their increased stability and conservation (Fig. 5B). Furthermore, compared to other enhancers, we observed less abundance of Str.Enh upstream of the TSS in the conserved genes. Also, except for BivEnh and RepPC, the abundance of the chromatin state upstream of the TSS was higher in gene pairs maintained through conservation (Fig. 5C). Together, our study reveals significant enrichment of distinct epigenetic signatures in ohnologue pairs exhibiting divergent gene expression modes.

Overall, this study provides a new atlas of regulatory elements in the RBT genome, which will help accelerate the genetic selection efforts, mainly through genome-wide association studies and genomic selections, to improve essential production traits in RBT for domestication. In addition, the new chromatin atlas will help in understanding the functional genomic basis of RBT’s phenotypic, environmental, and evolutional variations.

## Methods

### Animals and tissues

Six tissues (brain, intestine, liver, kidney, spleen, and white muscle) were collected at Washington State University, Dr. Gary Thorgaard’s laboratory, from 2 individual doubled haploid Swanson clonal line fish. Tissues were flash-frozen in liquid nitrogen before being stored at –80°C until further processing. The Institutional Animal Care and Use Committee at Washington State University reviewed and approved the animal study under protocol #02456.

### ChIP-seq and ATAC-seq

ChIP-seq (H3K4me3, H3K27ac, H3K4me1, and H3K27me3) library preparations were performed using the iDeal ChIP-seq kit (Diagenode, cat. C01010059), as previously described [18, 19]. In brief, approximately 20–30 mg powdered tissue was cross-linked using 1% formaldehyde for 8 minutes before quenching with 100 μL glycine for 10 minutes. Cell nuclei were isolated by centrifugation at 2,000 × *g* for 5 minutes, resuspended in 600 μL iS1 buffer, and incubated on ice for 30 minutes. Chromatin was sheared using a Bioruptor Pico for 10 to 15 cycles, depending on the tissues. For immunoprecipitation, about 1–1.5 μg of sheared chromatin was used as input with 1 μg of the specific histone mark antibody according to the manufacturer’s protocol: H3K4me3 (part of the Diagenode iDeal Histone kit #C01010059), H3K27me3 (#C15410069), H3K27ac (#C15410174), and H3K4me1 (#C15410037). An input with no antibody was used as a negative control for each sample. NEBNext Ultra DNA library prep kit (#E7645L) from New England Biolabs was used for library construction. Libraries were sequenced using an Illumina HiSeq 4000 platform (RRID:SCR_016386) with a single-end read length of 50 bp. Additionally, ATAC-seq libraries were prepared using a modified Omni-ATAC57 protocol on cryopreserved nuclei [58]. The DNA sequencing was performed on Illumina’s NextSeq platform, with a 40-bp paired-end read length. Sequencing reads were trimmed with Trim Galore (RRID:SCR_011847) (v.0.6.5) [59] and aligned with bowtie2 (RRID:SCR_016368) [60] (v.2.5.4a) to the RBT genome (NCBI Accession GCA_013265735.3), and then duplicates were marked using Picard (RRID:SCR_006525) (v.2.18.7). MACS2 was used to call regions of signal enrichment (“peaks”) [61]. The correlations between assays, tissues, and biological replicates were performed by deepTools (RRID:SCR_016366) [62].

### Chromatin state annotation

ChromHMM69 (v.1.20) was used to predict the chromatin state by integrating ChIP-seq (H3K4me3, H3K4me1, H3K27ac, H3K27me3, and input control) from 2 biological replicates of all 6 tissues and ATAC-seq data from 3 tissues (brain, liver, and spleen). A 10-state model was chosen to represent the most appropriate number of distinct states based on the histone marks and accessibility combinations and their enrichment [18, 19]. In addition, the fold enrichment of each chromatin state for each gene annotation element (e.g., TSS, 5′UTR, and QTL) was calculated by (C/A)/(B/D), where A, B, C, D are the number of bases in a chromatin state, a gene element, overlapped between a chromatin state and a gene element, in the genome, respectively.

### RNA sequencing data

RNA sequencing data for the 6 tissues used in this study were downloaded from our previously described NCBI BioProject PRJNA389609. Sequence read mapping to genome reference and assessment of TPM expression values per gene was performed using the CLC genomics workbench (Qiagen).

### Methyl-MiniSeq

Genome-wide bisulfite library preparation and sequencing were done using the Methyl-MiniSeq Service at Zymo Research as previously described [43]. Briefly, DNA was extracted using Quick-DNA Plus Miniprep Kit. Then, 500 ng genomic DNA was digested with 60 units of TaqαI followed by 30 units of MspI (NEB) and then purified with Zymo Research DNA Clean & Concentrator-5. According to Illumina’s guidelines, DNA fragments were ligated to adapters containing 5′-methylcytosine instead of cytosine. The adaptor-ligated fragments of 150–250 bp and 250–350 bp were retrieved from a 2.5% NuSieve 1:1 agarose gel using the Zymoclean Gel DNA Recovery Kit. The EZ DNA Methylation-Lightning Kit was used for the bisulfite treatment. PCR was performed, and then the products were purified using DNA Clean & Concentrator-5 for sequencing on an Illumina HiSeq.

Raw FASTQ files were adapter- and quality-trimmed using TrimGalore 0.6.5 [59]. Filled-in nucleotides were also trimmed using TrimGalore 0.6.5. Reads with a quality <20 were removed. Bismark 0.22.3 was used to align the sequence reads to the RBT genome (NCBI Accession GCA_013265735.3) [63]. The methylated and unmethylated read totals for each CpG site were retrieved using the Bismark Methylation Extractor. CpG sites with fewer than 10 read depths or more than the 99.9th percentile of coverage in each sample were filtered out to account for PCR bias. The methylation level of the cytosines was calculated as the number of reads calling C divided by the total number of reads calling C and T, as previously described [43]. JMP Pro Version 15 (SAS Institute) was used to generate figures and statistical measures of the association between DNA methylation percent and gene transcription expression levels.

### Histone marks correlation with gene expression

To assess the enrichment of the chromatin marks and states around the TSS of the tissue-specific expressed genes among tissues, we first determined the TPM value of each gene in each tissue. The expression level of each gene in a specific tissue was compared to its expression level in all remaining tissues. For a gene to be tissue specific, the fold-change in the expression level of the gene had to be ≥10-fold than the sum of the TPM values in all other tissues, or the TPM value of the gene had to be ≥1 and the rest of the other tissues zero. The same genes were considered silenced genes in the other tissues (showing no or almost no expression) for comparison. Second, we identified the chromatin mark or state that uniquely exists in the tissue-specific genes within ±3 kb of TSS in each gene. JMP Pro Version 15 (SAS Institute) was used to generate figures and statistical measures of the association between gene transcription expression levels and densities of the chromatin marks and states.

### Identification of super-enhancers

The HOMER algorithm findPeaks tool was utilized to identify peaks and calculate ChIP-seq tags from the H3K27ac ChIP-seq bam files. The parameter of finding histone-enriched regions (-style histone) was used. H3K27ac-enriched signals were used to identify enhancers [32, 64]. Enhancers that were located within 12.5 kb of each other were clustered together. The enhancer clusters were then ranked based on H3K27ac signals using the HOMER super-enhancer tool. Enhancers with a tangent slope greater than 1 were considered super-enhancers, while enhancers with a tangent slope less than or equal to 1 were considered conventional enhancers. Nonredundant super-enhancers were determined by merging (at least an overlap of 50% of SE length) across all tissues. Genes overlapped with SE were annotated for GO molecular functions and biological processes using DAVID [65].

### Enhancers and transcription factor binding sites in QTL

Previously identified QTL associated with fish growth, muscle growth, fillet quality, and BCWD were used as gene elements in the chromatin state analyses explained above [33–38]. Genes overlapped with enhancer states in QTL were identified. Then, we searched for SNPs within QTL that overlapped with the genic, strong, and mid-enhancers and were located within transcription factor binding motifs. The transcription factor binding motifs were identified by PROMO [22] using Version 8.3 of TRANSFAC software. SNPs within these motifs that may affect transcription factor binding were identified. The most common motifs associated with fish/muscle growth and fillet quality traits were presented.

### Histone mark/state role in gene evolution following WGD

#### Identification of genes in collinear blocks

The RBT protein sequences and genomic positions were obtained from the NCBI database (Accession number “GCA_013265735.3”). For genes with multiple transcripts, the transcript with the longest coding sequence (CDS) was selected. To determine homology, protein-coding genes were compared against themselves using BLASTp, specifically the all-vs.-all local BLASTp approach. The top 5 hits, excluding self-hits, with an E-value threshold of less than 10^−5^ for each protein sequence were recorded. This process allowed for identifying potential homologous proteins across the rainbow trout genome.

The MCScanX software package [66] was utilized to categorize genes into 5 distinct types based on their copy number and genomic distribution. These types include singletons, dispersed duplicates, tandem duplicates, proximal duplicates, and WGD/segmental duplicates. To execute the duplicate gene classifier, a core program of MCScanX, the BLASTp output, and the annotation file were used as input files.

The classification of gene duplication was determined as follows: initially, all genes were labeled as singletons and assigned ranks based on their order on chromosomes. Genes that exhibited BLASTp hits to other genes were then relabeled as dispersed duplicates. Gene pairs were classified as proximal duplicates if their difference in gene rank was less than 20 (configurable) or as tandem duplicates if the difference in gene rank was equal to 1. Finally, the MCScanX program was executed, and anchor genes within collinear blocks were relabeled as segmental/WGD duplicates.

In cases where a gene appeared in multiple hits, it was assigned to a unique class based on the following order of priority: WGD/segmental duplicates, tandem duplicates, proximal duplicates, and dispersed duplicates.

#### Divergence of histone modifications

We first calculated the log2-transformed fold enrichment ratio. Then, we converted these ratios into *z* scores using the formula Z_X_ = (χ − μ)/δ as in [67]. In this equation, χ represents the ratio value for a specific gene, μ denotes the mean ratio of all genes, and δ signifies the standard deviation of this ratio across all genes.

To assess the correlation and divergence of histone modification patterns between duplicate gene pairs, we utilized the Pearson correlation coefficient *r* of the histone modification profiles for the duplicated gene pair and dissimilarity index (1 − *r*), respectively. By comparing the mean values of *r* or 1 − *r* in each gene category, we determined the significance using the Wilcoxon rank-sum test.

#### Quantification of gene expression

To quantify gene expression, we obtained the raw RNA-seq reads of RBT (Acc# SRP108798) and Northern pike (Acc# SRP040114) from the NCBI SRA database. To ensure data quality, these raw reads were then subjected to trimming using the CLC Genomics Workbench (version 22.0).

Next, we mapped the high-quality reads to the reference genome sequence (GCF_013265735.2) using the HISAT2 aligner [68]. To retrieve the abundance levels of each gene, we utilized the BAM files and employed the TPMCalculator to calculate the gene expression levels based on the number of uniquely mapped reads to each gene.

#### Identification of the mechanisms of duplicate gene preservation

The WGD duplicates, obtained from the output file that contains collinear blocks identified by MCScanX (RRID:SCR_022067) [66], were subjected to a blast analysis against noncollinear genes from the Northern pike. If both members of the duplicate gene pair matched the same singleton (with an E-value <10^−5^), the gene triplet was selected for further downstream analysis.

We limited our analyses to triplets, where every gene copy is expressed in at least 1 tissue. To determine the expression prior to duplication, we used the singletons’ expression profile in male Northern pike as a proxy. All absolute expression levels were then converted into relative expression levels, representing the proportions of contributions to total expression. These relative expression values were employed as gene expression profiles for comparison.

We employed the phylogenetic method developed by Assis and Bachtrog [54] and Perry and Assis [54, 69] to categorize the evolutionary processes and mechanisms that retain pairs of duplicate genes. To determine the preservation of these duplicates, we calculated the Euclidean distances between the expression profiles of D1 and ancestral copies (*E*_D1,A_), D2 and ancestral copies (*E*_D2,A_), and the combined D1–D2 expression profile and that of the ancestral copy (E_D1 + D2,A_). To establish a baseline level of gene divergence, we also calculated the Euclidean distances between the expression profiles of singletons in sister species (*E*_S1,S2_). We explored various cutoff values to define expression divergence and ultimately selected the semi-interquartile range from the median due to its robustness to outliers. Based on previously established rules, we classified each pair of duplicates as conserved, neofunctionalized, subfunctionalized, or specialized. In cases where duplicates are conserved, we expect *E*_D1,A_ ≤ *E*_S1,S2_ and *E*_D2,A_ ≤ *E*_S1,S2_. For neofunctionalization of D1, we anticipate *E*_D1,A_ > *E*_S1,S2_ and *E*_D2,A_ ≤ *E*_S1,S2_. Similarly, for neofunctionalization of D2, we expect *E*_D1,A_ ≤ *E*_S1,S2_ and *E*_D2,A_ > *E*_S1,S2_. In cases where duplicates are subfunctionalized, we anticipate *E*_D1,A_ > *E*_S1,S2_, *E*_D2,A_ > *E*_S1,S2_, and *E*_D1 + D2,A_ ≤ *E*_S1,S2_. Finally, for the specialized duplicates, we anticipate that *E*_D1,A_, *E*_D2,A_, and *E*_D1 + D2,A_ are all greater than *E*_S1,S2_.

#### Proofreading

Grammarly (2024) was used for text improving and proofreading [70].

## Additional Files

**Additional File 1**. Overview of the sequencing dataset, QC, and enrichment of histone marks/states in tissue-specific genes versus silenced genes.

**Additional File 2**. Density of each chromatin state relative to the position of TSS of the protein-coding genes and correlation between DNA methylation and gene expression.

**Additional File 3**. Association of histone marks within ±3 kb of TSS to gene expression.

**Additional File 4**. Supper enhancers.

**Additional File 5**. Enhancers, super-enhancers, TFBM in QTL.

**Additional File 6**. Retention mechanisms for rainbow trout gene duplicates—73.6% gene conservation cases, 14.2% neofunctionalization cases, 12% specialization cases, and 0.2% subfunctionalization cases.

**Additional File 7**. Description file showing the location of each chromatin state by chromosome.

giae092_Supplementary_Files

giae092_GIGA-D-24-00104_Original_Submission

giae092_GIGA-D-24-00104_Revision_1

giae092_GIGA-D-24-00104_Revision_2

giae092_Response_to_Reviewer_Comments_Original_Submission

giae092_Response_to_Reviewer_Comments_Revision_1

giae092_Reviewer_1_Report_Original_Submission Damir BaranaÅ¡iÄ‡ -- 5/26/2024

giae092_Reviewer_1_Report_Revision_1 Damir BaranaÅ¡iÄ‡ -- 8/15/2024

giae092_Reviewer_1_Report_Revision_2 Damir BaranaÅ¡iÄ‡ -- 9/14/2024

giae092_Reviewer_2_Report_Original_Submission Jianbo Jian -- 6/17/2024

## Abbreviations

5mC: 5-methylcytosine; BCWD: bacterial cold water disease; CDS: coding sequence; ChIP-seq: chromatin immunoprecipitation sequencing; FAANG: Functional Annotation of Animal Genomes; GMPR: guanosine monophosphate reductase; GO: Gene Ontology; GR: glucocorticoid receptor; MLC1: myosin light chain 1; RBT: rainbow trout; RNA-seq: RNA sequencing; SE: super-enhancer; SNP: single-nucleotide polymorphism; TFBM: transcription factor binding motif; TSS: transcription start site; WGD: whole-genome duplication.

## Data Availability

RNA sequence data for the 6 tissues used in this study are available via the NCBI BioProjects PRJNA389609. The ChIP-seq and ATAC-seq data have been submitted to the NCBI Geo database under accession number GSE245212. The genome reference is available through the NCBI accession number GCF_013265735.2. Additional files are openly available in the OSF Platform [71]. The main supporting data, including the UCSC Genome Browser epigenome state and marks annotation tracks, are available in the *GigaScience* repository, GigaDB [72].

# Supplementary material for: Functional annotation of regulatory elements in rainbow trout uncovers roles of the epigenome in genetic selection and genome evolution
**Source:** Gigascience. 2024 Dec 4;13:giae092. doi: 10.1093/gigascience/giae092
**Supplement:** giae092_Supplementary_Files

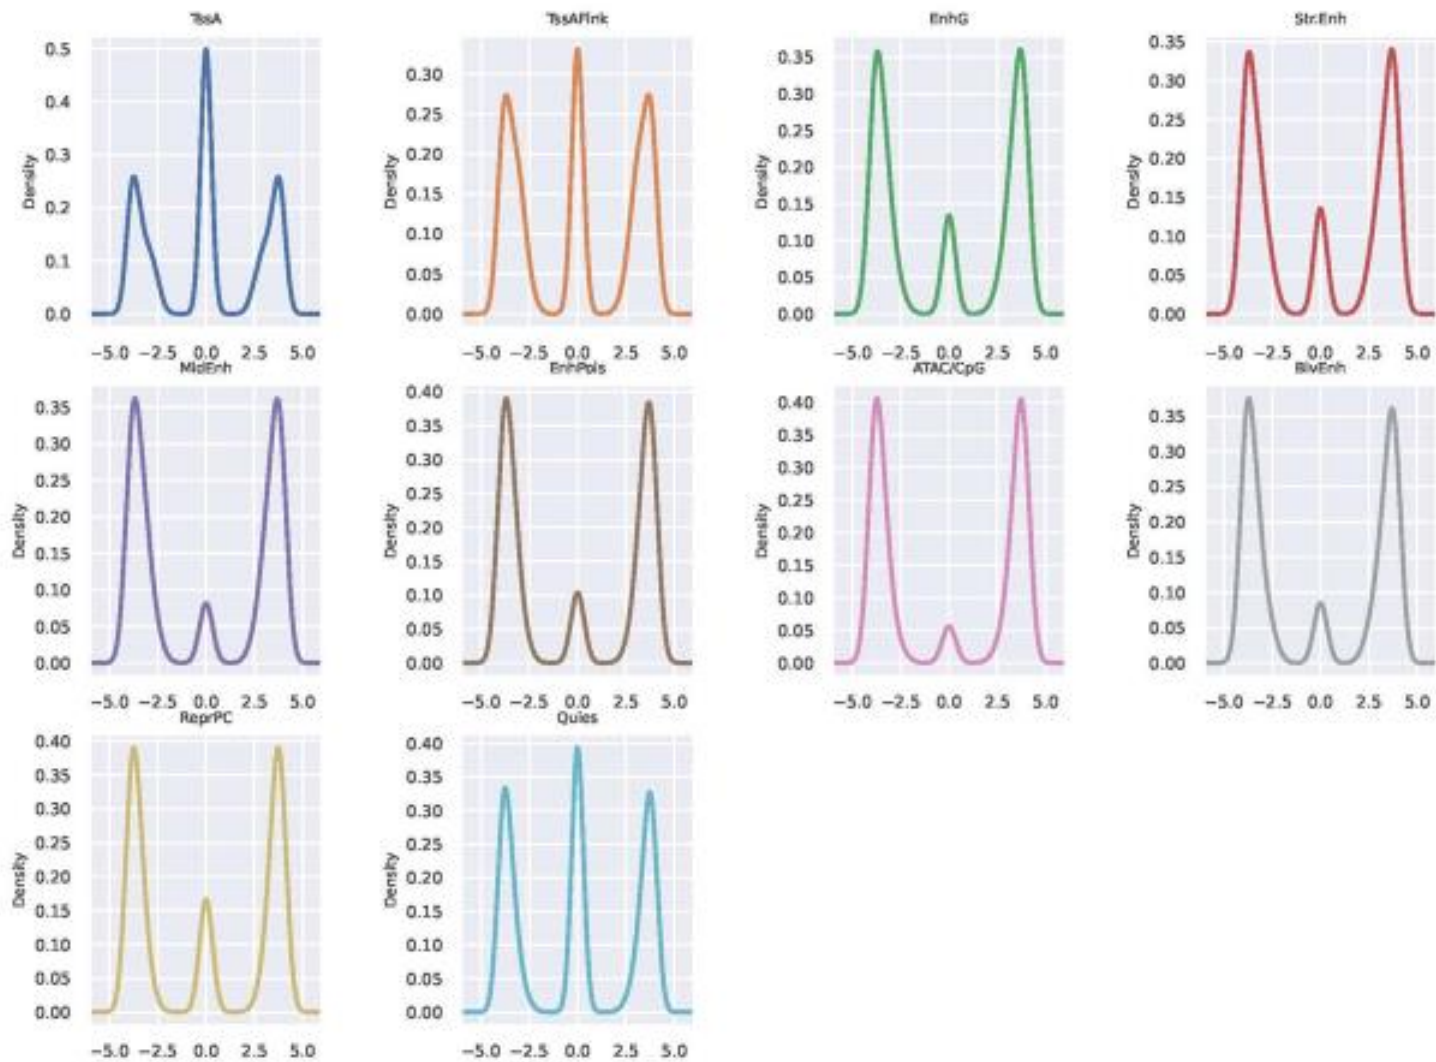

Additional file 2. Density of each chromatin state relative to the position of TSS of the protein-coding genes

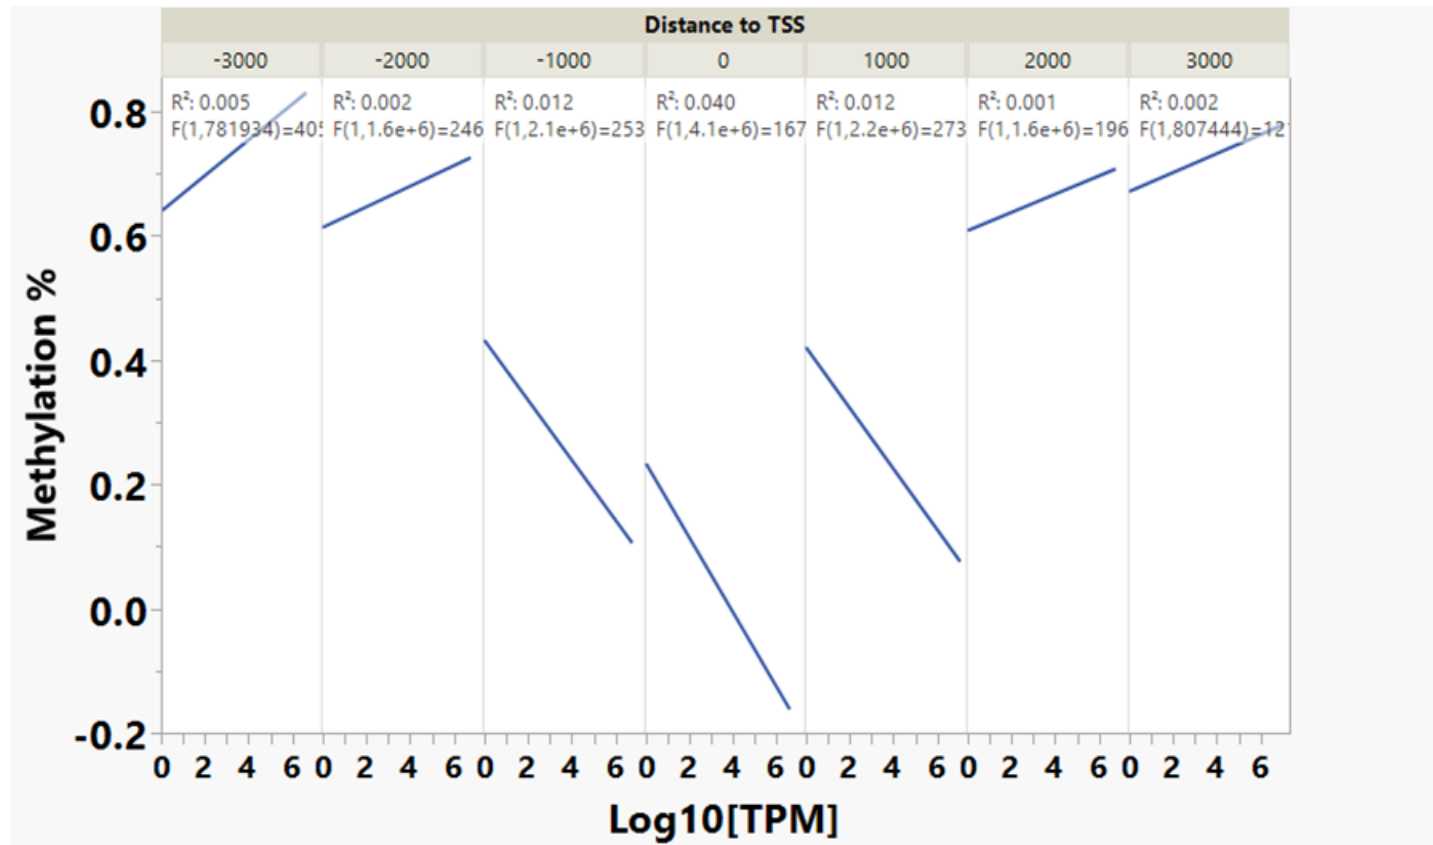

Additional file 2. Weak correlation between DNA methylation and gene expression, negative within ± 1 kb flanking TSS and positive elsewhere

# Supplementary material for: Functional annotation of regulatory elements in rainbow trout uncovers roles of the epigenome in genetic selection and genome evolution
**Source:** Gigascience. 2024 Dec 4;13:giae092. doi: 10.1093/gigascience/giae092

Functional annotation of regulatory elements in rainbow trout uncovers roles of the epigenome in genetic selection and genome evolution --Manuscript Draft--

**Manuscript Number:**	GIGA-D-24-00104							
**Full Title:**	Functional annotation of regulatory elements in rainbow trout uncovers roles of the epigenome in genetic selection and genome evolution							
**Article Type:**	Research							
**Funding Information:**	<table border="1"> <tr> <td>National Institute of Food and Agriculture (2020-67015-30770)</td><td>Professor Mohamed Salem</td></tr> <tr> <td>National Institute of Food and Agriculture (2023-67015-39742)</td><td>Professor Mohamed Salem</td></tr> <tr> <td>National Institute of Food and Agriculture (2021-67015-33388)</td><td>Professor Mohamed Salem</td></tr> </table>		National Institute of Food and Agriculture (2020-67015-30770)	Professor Mohamed Salem	National Institute of Food and Agriculture (2023-67015-39742)	Professor Mohamed Salem	National Institute of Food and Agriculture (2021-67015-33388)	Professor Mohamed Salem
National Institute of Food and Agriculture (2020-67015-30770)	Professor Mohamed Salem							
National Institute of Food and Agriculture (2023-67015-39742)	Professor Mohamed Salem							
National Institute of Food and Agriculture (2021-67015-33388)	Professor Mohamed Salem							
**Abstract:**	Rainbow trout (RBT) has gained widespread attention as a biological model across various fields and has been rapidly adopted for aquaculture and recreational purposes on six continents. Despite significant efforts to develop genome sequences for RBT, the functional genomic basis of RBT's environmental, phenotypic, and evolutionary variations still requires epigenome reference annotations. This study has produced a comprehensive catalog and epigenome annotation tracks of RBT, detecting gene regulatory elements, including chromatin histone modifications, chromatin accessibility, and DNA methylation. By integrating ChIP-seq, ATAC-seq, Methyl Mini-seq, and RNA-seq data, this new regulatory element catalog has helped to characterize the epigenome dynamics and its correlation with gene expression. The study has also identified potential causal variants and transcription factors regulating complex domestication phenotypic traits. This research also provides valuable insights into the epigenome's role in gene evolution and the mechanism of duplicate gene retention 100 million years after RBT whole-genome duplication and during re-diploidization. The newly developed epigenome annotation maps are among the first in fish and are expected to enhance the accuracy and efficiency of genomic studies and applications, including genome-wide association studies, causative variation identification, and genomic selection in RBT and fish comparative genomics.							
**Corresponding Author:**	Mohamed Salem, PhD<br>University of Maryland at College Park: University of Maryland<br>College Park, Maryland UNITED STATES							
**Corresponding Author Secondary Information:**								
**Corresponding Author's Institution:**	University of Maryland at College Park: University of Maryland							
**Corresponding Author's Secondary Institution:**								
**First Author:**	Mohamed Salem, PhD							
**First Author Secondary Information:**								
**Order of Authors:**	Mohamed Salem, PhD<br>Rafet Al-Tobasei<br>Ali Ali<br>Liqi An<br>Ying Wang<br>Xuechen Bai<br>Ye Bi							

	Huaijun Zhou
**Order of Authors Secondary Information:**	
**Additional Information:**	
**Question**	**Response**
Are you submitting this manuscript to a special series or article collection?	No
**Experimental design and statistics**<br><br>Full details of the experimental design and statistical methods used should be given in the Methods section, as detailed in our Minimum Standards Reporting Checklist . Information essential to interpreting the data presented should be made available in the figure legends.<br><br>Have you included all the information requested in your manuscript?	Yes
**Resources**<br><br>A description of all resources used, including antibodies, cell lines, animals and software tools, with enough information to allow them to be uniquely identified, should be included in the Methods section. Authors are strongly encouraged to cite Research Resource Identifiers (RRIDs) for antibodies, model organisms and tools, where possible.<br><br>Have you included the information requested as detailed in our Minimum Standards Reporting Checklist ?	Yes
**Availability of data and materials**<br><br>All datasets and code on which the conclusions of the paper rely must be either included in your submission or deposited in publicly available repositories (where available and ethically appropriate), referencing such data using a unique identifier in the references and in	Yes

the “Availability of Data and Materials”
section of your manuscript.

Have you have met the above
requirement as detailed in our [Minimum
Standards Reporting Checklist?](#)

Functional annotation of regulatory elements in rainbow trout uncovers roles of the epigenome in genetic selection and genome evolution

Mohamed Salem¹, Rafet Al-Tobasei², and Ali Ali¹, Liqi An³, Ying Wang³, Xuechen Bai³, Ye Bi³,
Huaijun Zhou³

¹Department of Animal and Avian Sciences, University of Maryland, College Park, MD 20742-231, USA

²Computational Science Program, Middle Tennessee State University, Murfreesboro, TN 37132, USA

³Department of Animal Science, University of California, Davis, Davis, CA 95616, USA

ABSTRACT

Rainbow trout (RBT) has gained widespread attention as a biological model across various fields and has been rapidly adopted for aquaculture and recreational purposes on six continents. Despite significant efforts to develop genome sequences for RBT, the functional genomic basis of RBT's environmental, phenotypic, and evolutionary variations still requires epigenome reference annotations.

This study has produced a comprehensive catalog and epigenome annotation tracks of RBT, detecting gene regulatory elements, including chromatin histone modifications, chromatin accessibility, and DNA methylation. By integrating ChIP-seq, ATAC-seq, Methyl Mini-seq, and RNA-seq data, this new regulatory element catalog has helped to characterize the epigenome dynamics and its correlation with gene expression. The study has also identified potential causal variants and transcription factors regulating complex domestication phenotypic traits. This research also provides valuable insights into the epigenome's role in gene evolution and the mechanism of duplicate gene retention 100 million years after RBT whole-genome duplication

and during re-diploidization. The newly developed epigenome annotation maps are among the first in fish and are expected to enhance the accuracy and efficiency of genomic studies and applications, including genome-wide association studies, causative variation identification, and genomic selection in RBT and fish comparative genomics.

INTRODUCTION

RBT is among the most intensively studied fish in many research areas[1]. RBT, native to North America and Asia's Pacific Ocean, has been introduced to every state and province in North America and worldwide to every continent except Antarctica. In the US, RBT is the most cultivated cool and cold freshwater fish[2]. Considerable biological knowledge has been developed for this species due to the RBT's widespread use as a model and cultivation as a food and sport fish. A plethora of knowledge is available for the biology of RBT, perhaps more than any other fish species, and it serves as a complementary research model for economically important fish other than RBT, such as Atlantic and Pacific salmon species[1].

The recent decade's considerable accumulation of genomic resources underscores the escalating requirement to employ genomic methodologies in RBT-focused research and applications in aquaculture and fisheries. For example, RBT is an ideal model for delving into gene and genome evolution. Its status as a partially tetraploid organism, marked by a unique whole-genome duplication event (salmonid-specific 4th WGD), with subsequent partial re-diploidization and significant genome rearrangements, is an appealing subject for genetic exploration. In addition, the potential of elevating aquaculture species, such as RBT, through genomic methodologies is critical to making superior germplasm with enhanced economic traits.

The availability of genome sequence references is essential for genomics-based selection. An accurately assembled and annotated genome sequence is the cornerstone, facilitating in-silico mapping and validation of SNP variants. This, in turn, streamlines the design of SNP chip assays, optimizing the precision of genetic analyses. Furthermore, the genome sequence facilitates functional genomics and proteomic approaches in RBT research[3], unraveling the intricacies of an overly complex and duplicated genomic landscape. This approach drives advancements in genetic understanding and lays the foundation for robust genomic analyses and improvement of the RBT.

Efforts to make a pangenome reference available for RBT have begun, and at least three chromosome-level genome assemblies are now available[4, 5]. However, epigenome reference annotations for RBT are

lacking and needed to understand the functional genomic basis of the rapidly domesticating RBT's phenotypic, environmental, and evolutionary variations. Annotating the genome for chromatin histone modifications and accessibility is essential for identifying the genome regulatory elements. The chromatin organization of genomic regions involved in functional/regulatory interactions is more accessible to nucleases and other DNA modifying enzymes due to altered structure and binding of transcription factors[6].

Epigenetics is vital in understanding the cellular and molecular processes, including cell-type specific regulation of gene expression, cellular differentiation, genomic imprinting, embryonic development, and chromosome inactivation. Regions of open chromatin identified by ATAC-seq, combined with expression analysis, allow for associating functional/regulatory elements with transcribed genes [7-9]. Although genomic DNA sequence is mainly identical in all cells, the chromatin context of the DNA changes from tissue to tissue. Some of the most significant differences are due to post-translational histone modifications.

The ENCODE project has assayed more than a dozen different histone modifications. H3K4 methylation was first discovered in the RBT testis by Honda et al., 1975 [10]. A high abundance of H3K4me3 correlates with promoters of active genes and transcription start sites[11-14], while increased levels of H3K27me3, a repressive mark, are associated with promoters of inactive genes [15, 16]. H3K27ac is a chromatin mark of active regulatory elements and may differentiate active enhancers and promoters from their inactive counterparts [16]. H3K4me1 is a chromatin mark of regulatory elements correlated with enhancers and other distal elements but is also enriched downstream of TSS[16]. Elevated levels of H3K27ac and H3K4me1 are linked with enhancer regions and correlate with open chromatin sites[13, 17]. The combinatorial profile of these different epigenetic marks has been used to predict chromatin states in several species[18-23], including livestock. Using the profiles of histone marks in concert with open chromatin and transcription profiles allows an unprecedented view of the functional elements present in the RBT genome, which is the first in aquaculture species and among the first in fish.

DNA methylation is one of eukaryotes' major epigenetic/epigenomic mechanisms that modify the primary genetic code by converting cytosine into 5-methylcytosines (5mCs). However, in fish, large-scale gene expression studies that reveal the role of DNA methylation have been done in a few species[24-26]. Integrating the DNA methylation data with chromatin modification and

accessibility can help understand the regulation of gene expression, tissue complexity, organismal development, and evolution at the systems biology level. Besides, it provides valuable molecular information for the genetic improvement of fish for food production and biomedical purposes.

The Functional Annotation of Animal Genomes (FAANG) Consortium provided functional annotations atlas of farm animal genomes, including pig, cattle, and chicken, for the first time [19, 27, 28]. Currently, there is a dearth of functional annotations for fish especially aquaculture species. Moreover, epigenomic tracks have only been comprehensively established for zebrafish [29]. As part of this consortium, the main aim of this study was to annotate the RBT genome for chromatin histone modifications, chromatin accessibility, and DNA methylation by integrating data from ChIP-seq, ATAC-seq, and Methyl Mini-seq together with gene expression data from RNA-seq across various tissues of the RBT. The study provides a unique RBT catalog/genome annotation tracks of several tissues in correlation with variation in gene expression. The study also reveals epigenetic functions of previously identified QTL for complex phenotypic traits important for domestication by mapping QTL onto genome tracks of the new gene regulatory elements, including promoters, enhancers, super enhancers and transcription factor binding sites. The study also offers insights into the epigenome's role in gene evolution after the genome duplication in RBT.

RESULTS

OVERVIEW OF THE SEQUENCING DATASET

Approximately 1.59 billion ChIP-seq reads, 1.06 billion ATAC-seq, 0.53 billion RNA-Seq, and 1.0 billion Methyl Mini-seq were used in these analyses, with average mapping rates of 97%, 94%, 81.3%, and 79%, respectively (Additional file 1). A total of 421,240; 1,057,603; 758,037; 1,392,453; and 1,628,755 peaks were obtained for H3K4me3, H3K4me1, H3K27ac, H3K27me3, and ATAC, with average peak size of 749; 438; 604; 585, and 691 bp, respectively (Additional file 1).

Figure 1A shows the signal intensity of each epigenetic mark relative to the transcription start site (TSS) of the protein-coding genes. The ATAC-Seq signal peaked around the TSS. The major peaks for H3K4me3 and H3K27ac were observed at about 500 nt in front of TSS, with minor peaks shortly after TSS. H3Kme1 showed moderate peaks about 1000 nt upstream of TSS and right after.

IDENTIFICATION AND CHARACTERIZATION OF 10 CHROMATIN STATES IN THE RAINBOW TROUT GENOME

Genome-wide epigenomics mappings were generated by integrating four histone modifications ChIP-seq data sets (H3K4me3, H3K4me1, H3K27ac, and H3K27me3), chromatin accessibility (ATAC-seq) and DNA methylation (Methyl Mini-seq). Data from 6 major tissues (brain, liver, spleen, white muscle, intestine, and kidney) were included in all analyses except for ATAC-seq, where data from the first 3 tissues were available. The epigenomic marker integration predicted ten categories of chromatin states in the RBT genome (Figure 1B-F).

The first predicted two states were (1) active TSS (TssA), indicating active promoters, and (2) flanking active TSS (TssAFlnk), together covering 1.42% of the genome. Strong epigenomic signals of H3K4me3, H3K27ac, and intermediate H3K4me1 signal, with no H3K27me3, characterized these two active chromatin states. TssA has higher ATAC-seq signals compared to the TssAFlnk state. As expected, these active promoter states were enriched around protein-coding gene TSS and TSS flanking regions (2kb), Zink finger transaction factors, and highly transcribed (TPM>2) genes but depleted in the repressed genes (TPM<0.2) (Figure 1B-F).

Chromatin states three to six are composed of four types of enhancers: (1) genic enhances (EnhG) characterized by very strong open chromatin signal and moderate H3K27ac and H3K4me1 signals; (2) strong active enhancers (Str.Enh) characterized by strong H3K27ac, and H3K4me1 signals but moderate open chromatin; (3) intermediate active enhancers (MidEnh) with moderate/strong H3K4me1 signal, and (4) poised enhancers (EnhPois) with negligible chromatin modification and openness signals. The first three active enhancer states (EnhG, Str.Enh, and MidEnh) cover 3.86%, while the EnhPois spans 7.2% of the genome. These enhancers were enriched in QTL (discussed below), highly expressed genes, the 3'UTR/TES (especially EnhPois), and gene bodies but depleted in the repressed genes (Figure 1B-F).

The seventh chromatin emission state, covering 7.25% of the genome, was characterized by relatively strong ATAC-seq signals, enrichment in CpG island regions, and moderate enrichment in the suppressed genes. The eighth chromatin state, named bivalent enhancers (BivEnh), is characterized by open chromatin (ATAC-Seq), strong repressor H3K27me3 signal, and weak promotor/enhancer signals from H3K4me3, H3K27ac, and H3K4me1. The ninth chromatin state represented the repressed/polycomb (ReprPC) regions spanning 2.57% of the genome and

moderately enriched in 3'UTR/TES (Figure 1B-F). Both BivEnh and ReprPC were enriched in CpG islands and genes with no or minimal expression. The tenth chromatin status was quiescent (Quies), with poor chromatin modification signals covering most of the genome (77.67%) (Figure 1B-F).

The chromatin states were used to generate genome annotation tracks available through the UCSC genome browser (see data availability). Figure 1G summarizes the annotation tracks characterization with 515,159 chromatin stats; the active chromatin states (1-5) represent 24.8% of the state counts, and the non-active states (6-10) represent 75.2%. There were 47,433 active promoters, 80,404 active enhancers (EnhG, Str.Enh, and MidEnh), and 50,353 repressed enhancers (EnhPois and BivEnh). Figure 1G also shows each chromatin state's mean and median length, with the enhancers' medians ranging between 400 and 1000 bp and a repressed polycomb median of 2000 bp.

Figure 1H shows an example of the UCSC genome browser tracks displaying the chromatin regulatory states at the Master regulator of the skeletal muscle (MyoD) gene in 6 tissues. Only in muscle is MyoD flanked by strong and genic enhancers and active TSS states; the other five tissues showed poised enhancers or quiescent states.

The density of each chromatin state relative to the position of TSS of the protein-coding genes is shown in Additional file 2. The TssA and, to a lesser extent, TssAFlnk, showed maximum enrichments at TSS. The other chromatin states showed enrichment around 5 kb on both sides of TSS.

DNA METHYLATION RELATIVE TO THE CHROMATIN STATES

There were distinct patterns of DNA methylation near and within each chromatin state, as shown in Figure 1I. All the active chromatin states (1-5) were hypomethylated compared to their flanking regions. As expected, the promoter TssA and its flanking regions TssAFlnk were strongly hypomethylated. Similarly, all the active enhancers (EnhG, Str.Enh, MidEnh) were moderately hypomethylated.

On the other hand, in the repressed chromatin states (6-10), the poised enhancers were hypermethylated compared to their flanking regions. The quiescent genome regions were the most hypermethylated chromatin state. The bivalent enhancers were strongly hypomethylated. The

repressed polycomb states showed no changes, while the ATAC-CpG states were slightly hypermethylated compared to their surrounding regions (Figure 1I).

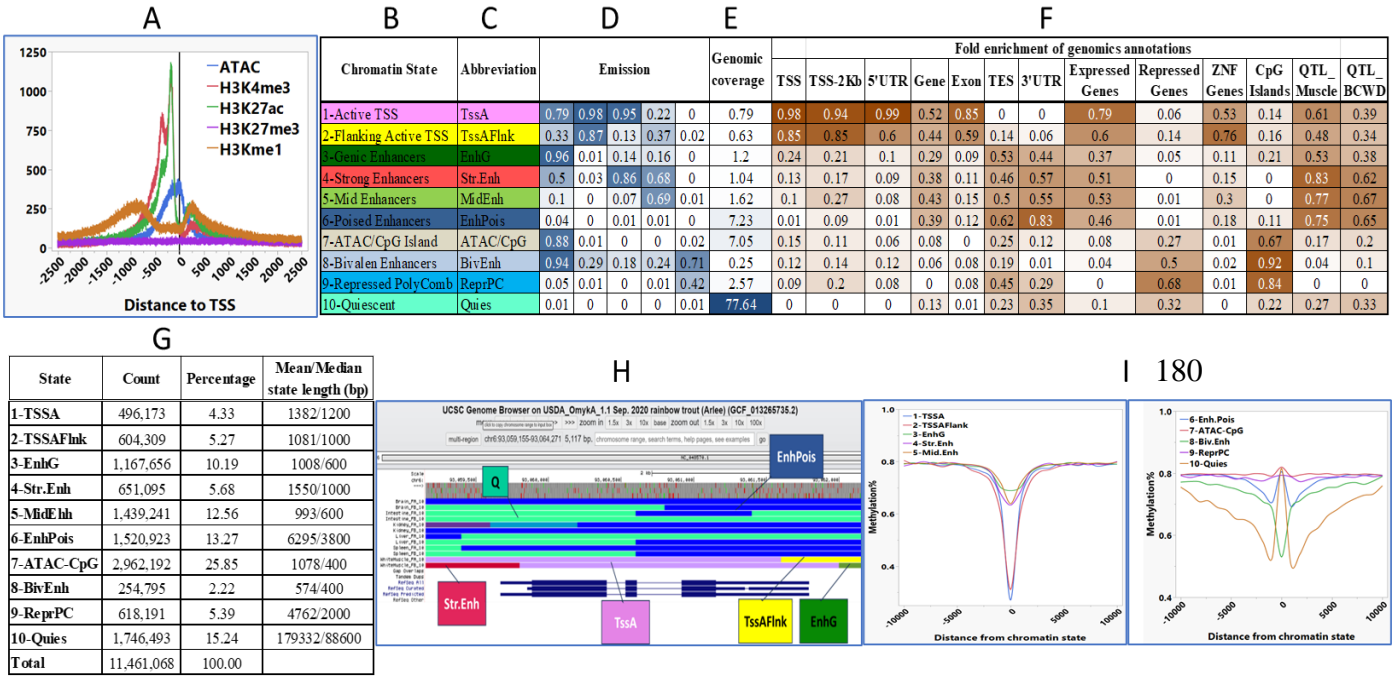

Figure 1. Discovery and characterization of chromatin marks and states in the rainbow trout genome. (A) Epigenetic mark's signal intensity from ATAC-Seq, H3K4ME3, H3K27as, H3Kme1, and H3K27me3 ChIP-Seq relative to the protein-coding genes' TSS. (B, C) Names and abbreviations of 10 chromatin states identified in the rainbow trout genome. (D) Epigenetic mark probabilities associated with each chromatin state indicated in numbers (0-1) and color intensity. (E) Percentage of genomic coverage of each chromatin state. (F) Enrichment of each chromatin state associated with various genomic annotations, including genes, TSS and flanking regions(± 2 kb around TSS and TES), expressed genes (TPM ≥ 2), and repressed genes (TPM < 0.2), CpG islands, and QTL for fish/muscle growth, fillet quality and bacterial cold water disease (BCWD). (G) Count, percentage, and mean/median length (bp) of each chromatin state. (H) UCSC genome browser tracks showing the landscape of the chromatin states at the MyoD gene in 6 tissues. Only in muscle is MyoD flanked by strong and genic enhancers and active TSS states. (I) Average methylation levels relative to the position of each chromatin state, left active states (1-5), and right repressed states (6-10).

HISTONE MODIFICATION ASSOCIATION WITH GENE EXPRESSION

Histone Marks Correlation with Gene Expression

We characterized the enrichment of the tissue-specific histone marks at promoter regions of tissue-specific expressed genes among six tissues. To do that, genes showing more than 10-fold

increases in expression compared to the rest of the tissues or more than 1 TPM value with zero TPM expression in other tissues were first identified. Then, histone marks uniquely identified within ± 3 kb from TSS (including -3kb of the promotor region) of the same gene showing tissue-specific expression were cross-listed. The number of the tissue-specific histone marks was divided by the total number of each histone mark in the genome to obtain a normalized relative abundance of each histone mark. Data showed that H3K4me1 was enriched in the tissue-specific genes compared to the same genes in other tissues where the genes are silent or scarce. Conversely, H3K27me3 was enriched in the silenced genes, compared to the tissue-specific expressed genes (Figure 2A, Additional file 1).

We also looked at the association of histone marks within ± 3 kb of TSS to gene expression. Densities of chromatin marks ATAC-Seq, H3K4me1, H3K4me3, and H27Kac were higher in the genes with expression values more than 1 TPM (log10 TMP equals zero). On the other hand, H3K27me3 chromatin mark density was higher in genes with less expression (Figure 2B, Additional file 3).

Chromatin States Correlation with Gene Expression

We identified 5,551 tissue-specific chromatin states within ± 10 Kb of genes' TSS. There were 2,150 genes with tissue-specific gene expression and chromatin states, suggesting a correlation in gene expression (Additional file 1). All the active chromatin states (states 1-5, active promoter, and enhancers) were enriched in genes with tissue-specific expression, especially the strong enhancers. Notably, EnhPois and, to a lesser extent, ATAC-CpG states were also enriched, indicating the involvement of other epigenetic mechanisms in regulating gene expression (Figure 2C). To get more insight into the correlation between chromatin state and gene expression, we looked at the distribution of each chromatin state density near genes with various relative gene expression levels. As seen in Figure 2D, the chromatin state densities of the open chromatin states within ± 3 kb of TSS, including TssA and TssAFlnk, and enhancers, including EnhG, Str.Enh, MidEnh, and EnhPois were higher in the genes with expression than 1 TPM (log10 TMP equals zero). On the other hand, chromatin states RepPC, the ATAC-CpG, and BivEnh did not show characteristic density patterns relative to gene expression.

DNA METHYLATION CORRELATION WITH GENE EXPRESSION

We characterized the methylation level near and within genes, ± 10 kb flanking TSS. The mean level of CpGs methylation more than ± 5 kb flanking TSS was about 75%; however, a sharp decrease in DNA methylation to about 10% on average was observed at the TSS. (Figure 2E). Regarding the DNA methylation correlation with gene expression, our data showed a weak ($R^2 = 0.002-0.04$ depending on the distance to TSS) but statistically significant correlation between the average percentage of DNA methylation within ± 3 kb flanking TSS and gene transcription expression (p-value < 0.0001) (Additional file 2). As seen in Figure 2F, there was a trend of negative correlation between DNA methylation and gene expression, especially of the most highly expressed genes, with a long10 TPM value of more than 3; the correlation varies between tissues, though.

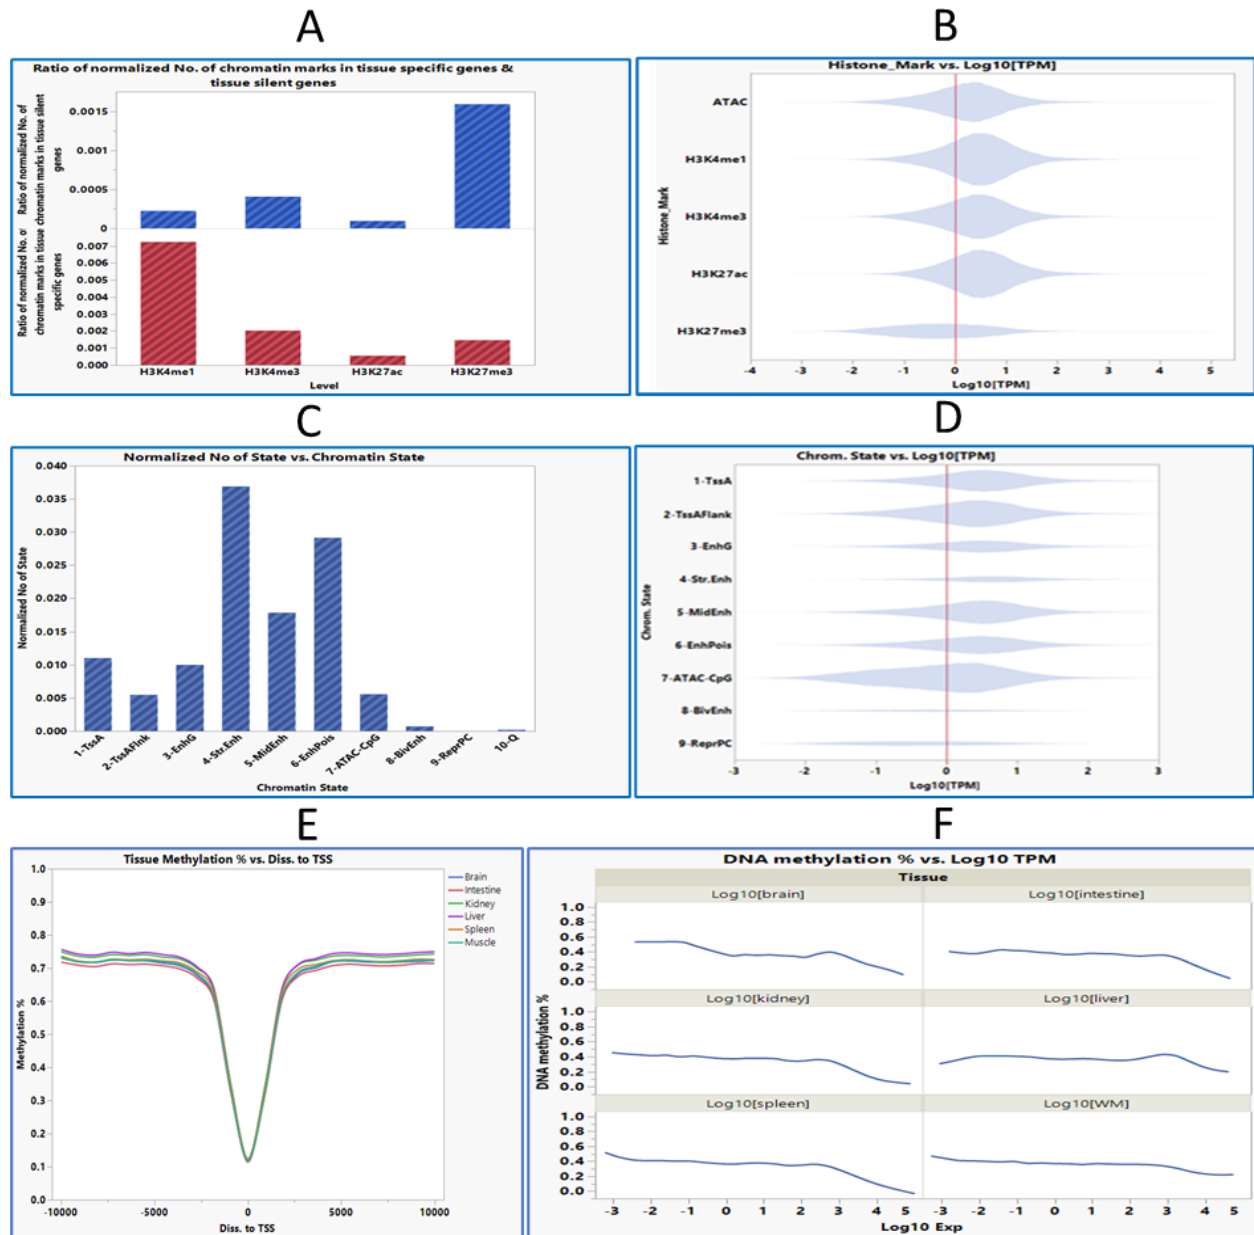

Figure 2. Histone modification and chromatin state correlation with gene expression

(A) Enrichment of H3K4me1 histone mark within ± 3 kb of TSS of the tissue-specific genes (top) and H3K27me3 in the genes silenced in other tissues (bottom). (B) Densities of the chromatin marks within ± 3 kb of TSS relative to gene expression. ATAC-Seq, H3K4me1, H3K4me3, and H27Kac density were higher in the genes with expression levels of more than 1 TPM (log10 TPM equals zero). Conversely, H3K27me3 density was higher in genes with less expression. (C) Enrichment of chromatin states (1-7), particularly Str.Enh within ± 3 kb of TSS of the tissue-specific genes. (D) Densities of the open chromatin states within ± 3 kb to TSS relative to gene expression. Chromatin state densities of TssA and TssAFlnk and enhancers EnhG, Str.Enh, MidEnh, and EnhPois were higher in the genes with expression than 1 TPM (log10 TPM equals zero). Conversely, chromatin states RepPC and the ATAC-CpG and BivEnh did not show characteristic density patterns relative to gene expression. (E) Average methylation percentage relative to TSS. (F) DNA methylation percentage relative to gene expression (log10 TPM)

DETECTION AND CHARACTERIZATION OF SUPER-ENHANCERS

We identified a total of 5,799 nonredundant super-enhancers (SE) in all studied tissues (Additional file 4). Super enhancers are clusters of enhancers enriched within 12.5 Kb of the genome. Figure 3A shows the ranked SE identified by HOMER based on an extremely high H3K27ac signal compared to conventional enhancers. There was 5,104 SE within or neighboring 4,120 genes within 10Kb. Of those SE, there was an average of 850.5 SE in all tissues, ranging from 630 in the spleen to 1,167 in the intestine (Figure 3B, Additional file 4). The SE had an average length of 25,234bp, reaching a maximum length of 133Kb (Figure 3C). Figure 3D shows the chromosome distribution of the SE with an average of 159 SE per chromosome. The SE were generally shared between tissues, with 599 (13.8%) SE ubiquitously existing in all tissues and only 805 (10.3%) SE existing in a single tissue. The SE were enriched around the gene TSS (Figure 3E). SE were also enriched in highly expressed genes with 4,737 unique SE overlapping with expressed genes (TPM values > 2) and only 286 SE overlapping in the repressed genes (TPM<0.2). GO enrichment analysis of the SE neighboring genes showed involvement in important molecular functions, including catalytic activity, DNA, and metal/ion binding. In the biological process, SE genes were enriched in biosynthetic, cellular metabolic process, and transcription (Figure 3F).

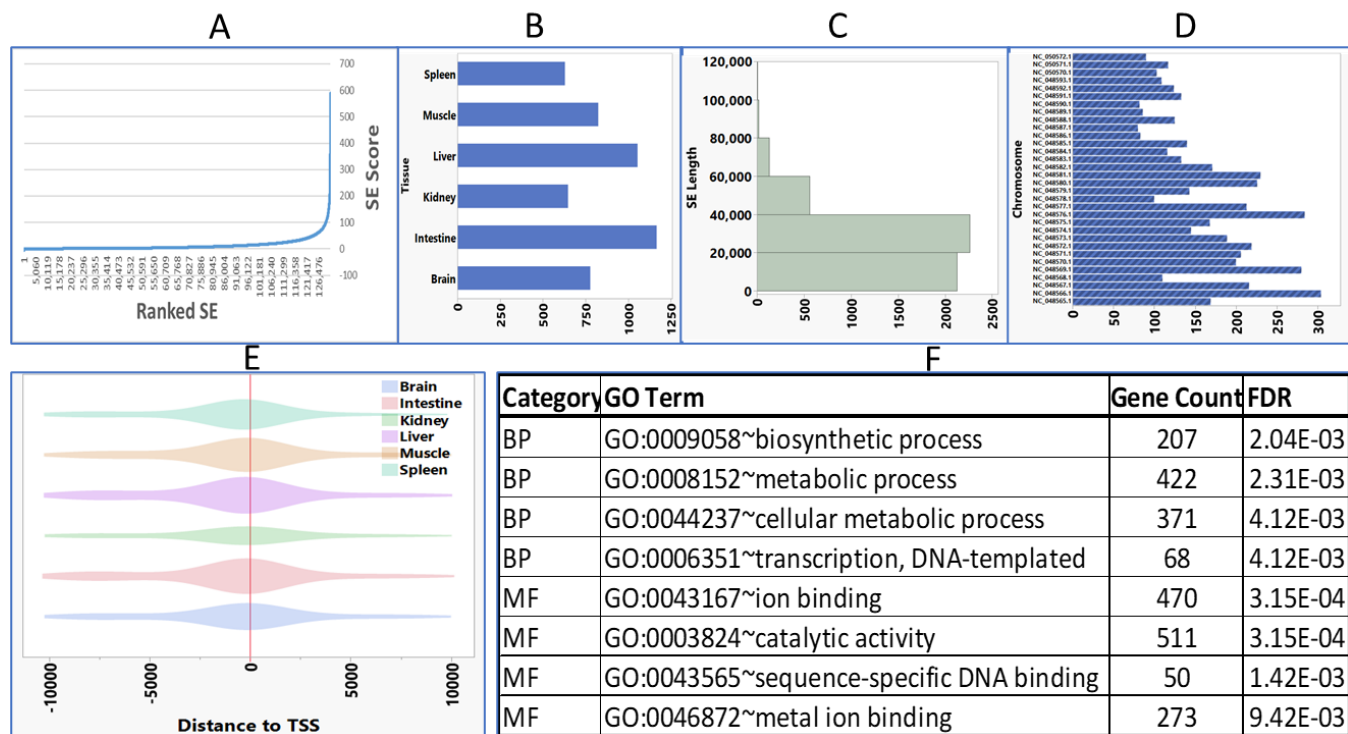

Figure 3. Super Enhancers and their characterization. (A) Ranked SE identified by HOMER based on an extremely high H3K27ac signal compared to conventional enhancers. (B) Number of SE in each tissue. (C) SE length distribution. (D) Chromosome distribution of the SE. (E) SE are enriched around the gene TSS. (F) GO enrichment analysis of the SE overlapping genes showing important molecular functions and biological processes.

ENHANCERS IN QTL

To demonstrate the utility of the new chromatin annotations in identifying potential causal variants for complex phenotypic traits important for domestication, we cross-matched previously identified QTL in the RBT genome with genome tracks of the new gene regulatory elements, including promoters and enhancers. We used previously identified QTL with known genomic locations for fish growth, muscle yield, fillet quality, and bacterial cold water disease (BCWD) [30-35]. We identified 2,074 Str.Enh, overlapped with QTL-harboring genes located on 15 chromosomes, with mean and median overlap lengths of 1,524 and 1,000 bp, respectively (Figure 4A, Additional file 5). We also found 847 MidEnh overlapped with QTL-harboring genes located on 15 chromosomes, with mean and median overlapping lengths of 1,084 and 800 bp, respectively. Additionally, 3,975 EnhG enhancers overlapped with QTL-containing genes on all chromosomes, with mean and median overlap lengths of 874 and 600 bp, respectively (Figure 4A, Additional file

4). There were 124 fish/muscle growth and 84 BCWD unique QTL overlapping with 239 unique SE (Additional file 5).

To further investigate the epigenetic function of the SNPs in QTL, we looked at SNPs within QTL that overlap with the genic, strong, and mid-enhancers and have transcription factor binding motifs (TFBM). A total of 107 SNPs that met these criteria were located within 5 TFBM spanning 84 genes involved in fish/muscle growth, fillet quality, and BCWD (Figure 4B and Additional file 5). Interestingly, most TFBM (99%) were classified into only two families. The first TFBM family was C/EBP (with three TF members, C/EBP alpha, beta, and delta), making up 67% of the TFBM. The second TFBM family comprises glucocorticoid receptor (GR) and GR beta, constituting 32% of TFBM (Figure 4B). These data suggest a significant role of C/EBP and GR transcription factors in regulating fish/muscle growth, fillet quality, and BCWD.

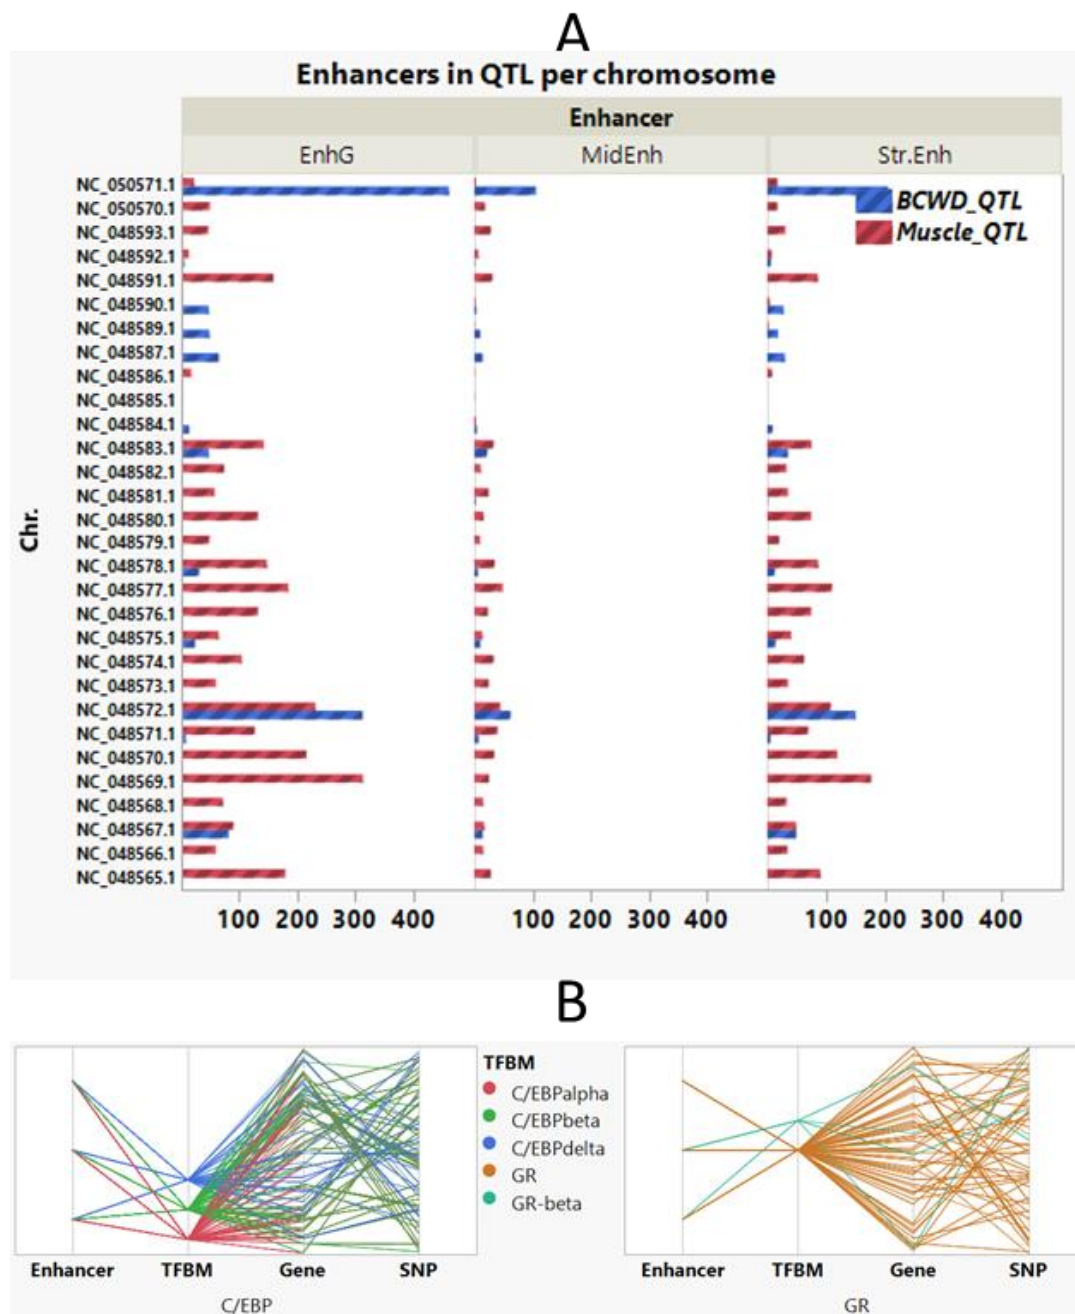

Figure 4. Enhancers in QTL (A) Active enhancers overlapped with QTL for fish/muscle growth, fillet quality, and BCWD. **(B)** parallel plot showing SNPs within QTL that overlap with genic, strong, and mid-enhancers and have transcription factor binding motifs (TFBM) belonging to glucocorticoid receptors (GR) and C/EBP transcription factors.

HISTONE MARK/STATE ROLE IN GENE EVOLUTION FOLLOWING WHOLE GENOME DUPLICATION

RBT is a member of the Salmonidae family that underwent a salmonid-specific whole genome duplication (Ss4R) 80-100 million years ago [36]. This WGD makes RBT an interesting model for studying the early stages of gene evolution. Therefore, we sought to identify the role of epigenomic chromatin marks and states in gene evolution following WGD and during the rediploidization of RBT.

We identified 20,660 gene duplicates inferred from collinear blocks in the RBT genome (See methods sections). We further identified 104 collinear blocks of at least 20 genes in the genome. Gene duplicates of RBT were then mapped against the Northern pike, which represents the ancestral singletons before duplication. We found 9,155 singletons in the Northern pike genome corresponding to 11,654 ohnologue pairs in RBT (Additional file 6). To distinguish the evolutionary processes that drive the preservation of gene duplicates after WGD, gene expression profile divergence was quantified among the duplicate pairs of RBT and ancestral genes of the Northern pike. The analysis revealed the presence of 73.6% gene conservation cases, 14.2% neofunctionalization cases, 12% specialization cases, and 0.2% subfunctionalization cases (Additional file 6).

We compared the fold enrichment of the histone marks and the abundance of chromatin states within the promoter region located 2Kb upstream of the TSS of each gene copy. Compared to neofunctionalized genes, there was less divergence in the histone modification profiles of conserved gene paralogues (Wilcoxon test, $P = 7.13\text{E-}270$) (Figure 5A). H3K27ac of the conserved gene pairs exhibited the highest correlation compared to H3K4me1 (Wilcoxon test, $P = 7.42\text{E-}99$) and H3K4me3 (Wilcoxon test, $P = 4.84\text{E-}08$). The H3K4me3 profile of the neofunctionalized gene pairs showed the most significant dissimilarity compared to the conserved genes (Wilcoxon test, $P = 1.07\text{E-}163$).

Similarly, the chromatin states in the promoter region of conserved gene pairs exhibited the highest correlation compared to neofunctionalized (Wilcoxon test, $P = 4.53\text{E-}46$) and specialized genes (Wilcoxon test, $P = 4.89\text{E-}11$) (Figure 5B). In addition, we observed less abundance of Str.Enh within the first seven chromatin states, upstream of the TSS of conserved genes. Except for BivEnh and RepPC, it was observed that the abundance of states upstream of the TSS was

higher in gene pairs that are maintained through conservation (Wilcoxon test, $P < 2.2e-16$) (Figure 5C).

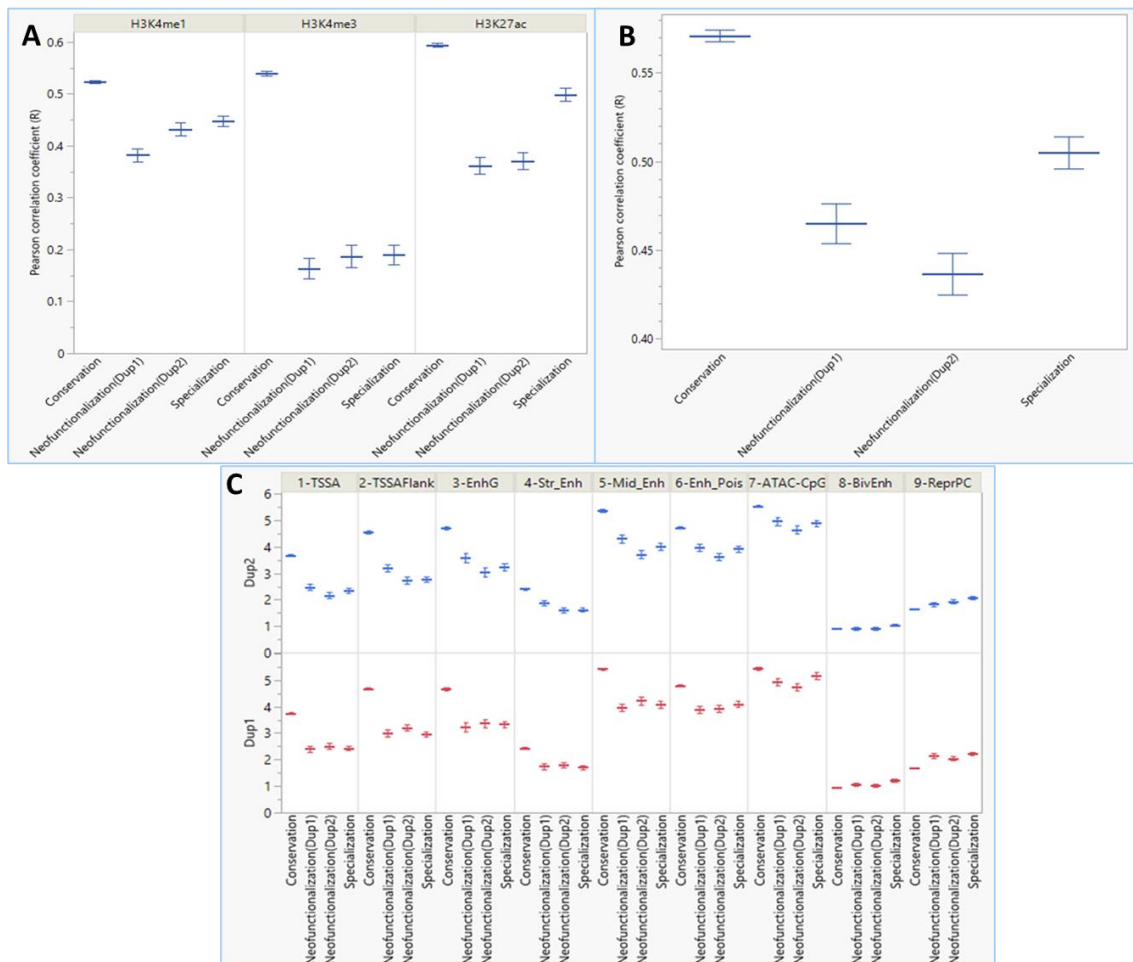

Figure 5. Association of the chromatin mark/state with the mechanism of duplicate gene retention. (A) The histone mark divergence of each category of the duplicate gene pair was quantified using the Pearson correlation coefficient of each histone mark profile for the duplicated gene pairs. Gene pairs with conserved expression exhibit the highest correlation of histone mark profiles upstream of TSS. **(B)** Correlation of state counts between gene pairs within each category. Gene pairs with conserved expressions demonstrate the highest correlation of state counts. **(C)** The shared number of states 1-7 within 2Kb upstream of the TSS is higher in conserved gene pairs. The shared numbers of Bivalent Enhancer (BivEnh) and Repressive Polycomb Complex (RepPC) showed a lower correlation.

DISCUSSION

The pioneering ENCODE projects built the foundations for discovering the regulatory element and their functions in humans and mammalian model species[20, 37, 38]. Following the

ENCODE models, in the last decade, the Functional Annotation of Animal Genomes (FAANG) Consortium provided functional annotations atlas of the farm animal genomes, including pig, cattle, and chicken, for the first time [19, 27, 28]. However, functional annotations of fish genomes are still in their infancy, with comprehensive epigenomics tracks available perhaps only for zebra fish[29]. In the US, over the last ten years of the FAANG project, aquaculture was represented by one species, the RBT. As a part of the FAANG project, this study thus aimed to identify and characterize an atlas of regulatory elements and provide epigenome annotation tracks from RBT populations in the USA. We developed and characterized an atlas of regulatory elements and epigenome annotation tracks of the RBT. ChIP-seq, ATAC-seq, Methyl Mini-seq, and RNA-seq data were integrated across RBT tissues to identify gene regulatory elements, including chromatin histone modifications, chromatin accessibility, and DNA methylation.

This study identified regulatory elements, including 47,433 active promoters/transcripts (19,784 TssA and 27,649 TssAFlnk). When this manuscript was ready for publication, the Ensemble genome browser released chromatin tracks for RBT, including promoters, enhancers, and open chromatin stats. For comparison, the Ensemble genome annotation browser has 23,394 promoters [39]. A total of 29,302 active promoters/transcripts in our study were shared with promoters in the Ensemble genome browser (>100 nt). We also identified 80,404 active enhancers and 50,353 repressed enhancers, together (130,757) covering about 11.34% of the genome. The Ensemble genome annotation has 102,440 enhancers. Of all the enhancers identified in our study, 71,382 overlapped in genome positions with enhancers in the Ensemble genome browser (>100 nt). Variation in the numbers of the regulatory elements between our results and the Ensemble browser is expected due to differences in fish populations, tissues, physiological conditions, and the bioinformatics pipelines. In zebrafish, efforts to characterize the chromatin landscape identified 140,000 cis-regulatory elements [29]. And in mice, 33% of the genome had a chromatin signature of promoter, enhancer, transcriptional, and heterochromatin states[38].

In this study, the RBT active promoter and enhancer chromatin states were enriched around the genes TSS and TSS-flanking regions and zinc finger transcription factors and were highly transcribed but were depleted in the repressed genes (Figure 1). The RBT enhancers were also enriched in the expressed genes. Consistent with our results, the chicken genome promoters were more enriched in TSS, 5'UTR, and CpG islands than enhancers. The chicken active promoters and

enhancers were more enriched in the TSS and the gene body of the highly expressed than the repressed genes[18].

This study also identified distinct patterns of DNA methylation associated with each chromatin state (Figure 1). All the active chromatin states (1-5) were hypomethylated compared to their flanking regions. On the other hand, the poised enhancers and quiescent genome regions were hypermethylated. The bivalent enhancers were strongly hypomethylated, the ATAC-CpG state was slightly hypermethylated, and the repressed polycomb showed no change in the methylation levels. Similar DNA methylation patterns were observed in the pig genome, where the promoter and the TSS transcribed states were hypomethylated, and the enhancer states showed intermediate methylation levels[19]. Previously, we also reported a sharp decline in DNA methylation within the ± 2 kb of the TSS of the muscle genes[40].

We characterized the enrichment of the tissue-specific chromatin marks at promoter regions of tissue-specific expressed genes. H3K4me1 was enriched in the tissue-specific genes compared to the same genes in other tissues (silenced genes). On the other hand, H3K27me3 was enriched in the tissue-silenced/scarcely genes compared to the tissue-specific expressed genes (Figure 2). In addition, chromatin marks ATAC-Seq, H3K4me1, H3K4me3, and H27Kac were enriched in the expressed genes (>1 TPM), while H3K27me3 was enriched in promoters of genes with less expression (Figure 2). Similarly, the open chromatin states involving promoters and enhancers were more enriched in the genes with more than 1 TPM expression value. On the other hand, the repressed chromatin states RepPC, the ATAC-CpG, and BivEnh did not show characteristic density patterns relative to gene expression (Figure 2). Consistent with our results, in the pig genome, the active chromatin states (promoters, transcribed regions, and enhancers) were enriched in tissue-specific genes, while the repressed states were depleted [19]. In cattle, the relationships between chromatin states and gene expression showed that genes with TssA had the highest expression compared to genes with EnhPois, BivFlnk, and ReprPC [28].

Regarding the DNA methylation, we noticed a sharp decline in DNA methylation level within ± 3 kb, flanking the genes' TSS. There was a trend of weak negative correlation between DNA methylation and gene expression, especially in the most highly expressed genes (long10 TPM > 3), and the correlation varies between tissues (Figure 2). These data confirm our previous reports showing a weak to moderate negative correlation between DNA methylation levels and gene

transcription expression in muscle. The correlation was dependent on CpG position relative to TSS. The correlation was negative within ± 1 kb of the TSS and positive in the gene body[40].

We have identified a total of 5,799 unique SEs in the RBT genome. Each tissue contained an average of 850.5 genes overlapping/neighbor SE (Figure 3B). The SE were generally shared between tissues, with only 805 (10.3%) SE existing in a single tissue and the rest were shared between more than one tissue. 599 (13.8%) SE were ubiquitously existing in all tissues. SE in zebrafish showed more tissue specificity in four out of five tissues than regular enhancers[41].

Gene ontology analysis of the SEs' neighboring genes revealed functions relevant to essential molecular functions, including catalytic activity, DNA and metal/ion binding, and biological processes, including biosynthetic, cellular metabolic process, and transcription. SEs play a crucial role in determining cell identity and have been linked to the development of diseases [42]. Genes located within or near SEs had a higher gene expression than other genes, consistent with previous reports in mammals [43].

This study explored the potential epigenetic functions of previously identified QTL for complex phenotypic traits important for domestication by mapping QTL onto genome tracks of the regulatory elements. The active enhancer states (EnhG, Str.Enh, and MidEnh) and the EnhPois were enriched in genome regions spanning QTL. We identified 2,074 Str.Enh, 847 MidEnh, and 3,975 EnhG enhancers overlapped with QTL-containing genes on all chromosomes. Similar to our data, a recent study on cattle confirmed that active promoters/transcripts exhibited the highest enrichment for QTL. The cattle study also showed that weak enhancers had the highest enrichment for eQTLs compared to 14 other chromatin states[28].

We took a closer look to investigate the potential epigenetic functions of the SNPs in QTL that overlap with the enhancers and have transcription factor binding motifs (TFBM). Out of 108 SNP markers within 84 genes involved in fish/muscle growth, fillet quality, and BCWD, we identified 8 TFBM (Figure 4). Interestingly, almost all the TFBM (99%) were classified into only two families: the C/EBP and the glucocorticoid receptors (GR).

The glucocorticoid hormone is key in regulating muscle mass, and prolonged cell exposure to it causes muscle atrophy[44]. Muscle-specific deletion of GR in mice skeletal muscle increases muscle mass, reducing fat mass and muscle atrophy [45, 46]. Similarly, C/EBP β is a central

regulator of cancer muscle mass loss (cachexia) via promoting the expression of atrophy-inducing factors[47]. In RBT, stress increases cortisol levels and susceptibility to BCWD. A recent study found that rainbow trout BCWD-resistant fish are less sensitive to cortisol-induced IgM response than susceptible/control fish[48]. Another recent study by De Laval et al. revealed that short-term lipopolysaccharide-induced immune signaling can activate C/EBP β -dependent chromatin accessibility, leading to trained immunity in hematopoietic stem cells during secondary infection. This establishes an epigenetic mechanism of memory function in innate immunity[49].

Our data regarding the C/EBP and GR warrant further studies to include CRISPR-Cas9 gene editing to confirm the causative nature of the SNPs involved in C/EBP and GR transcription factors and their role in regulating muscle growth, fillet quality, and BCWD. The muscle growth and quality and BCWD QTL analysis targeted in this study is an example of the potential utility of the genome annotation tracks generated as valuable tools in prioritizing genetic variants when searching for causal variants and alleles with major effects on domestication traits and genomic selection.

The ancestral genome of teleost fish underwent a teleost-specific third WGD (Ts3R), estimated to have occurred 225-333 million years ago[50], followed by the divergence of the Salmonidae family, which underwent a fourth salmonid-specific WGD (Ss4R), estimated to have occurred ~80-100 million years ago [36]. The recent salmonid-specific WGD and the existence of large genome segments as duplicate regions make RBT unique as a model organism to study the early stages of gene evolution. Therefore, we sought to identify the evolutionary processes that drive the preservation of gene duplicates and gain a better understanding of the role of epigenomes in gene evolution following WGD and during the rediploidization of RBT.

To distinguish the evolutionary processes that drive the preservation/neofunctionalization of gene duplicates after WGD, gene expression profile divergence was quantified among 11,654 ohnologue pairs in RBT and their ancestral singletons in the Northern pike. This phylogenetic approach was initially developed by Assis and Bachtrog [51]. The analysis revealed the presence of 73.6% gene conservation cases, 14.2% neo-functionalization cases, 12% specialization cases, and 0.2% subfunctionalization cases. These results indicate that conservation maintains the majority of the gene duplicates following WGD. In Atlantic salmon, Lien et al.[36] reported that

42% of the Ss4R duplicates displayed conserved co-expression with their orthologs in Northern Pike.

Enhancers and promoters predominantly enrich epigenetic signatures [52, 53]. We thus postulated that genes displaying noticeable variations in gene expression would also exhibit contrasting epigenetic patterns. To validate this hypothesis, we compared the fold enrichment of the histone marks and the abundance of chromatin states within the promoter region located 2Kb upstream of the TSS of each gene copy. Compared to neofunctionalized genes, there was less divergence in the histone modification profiles of conserved gene paralogues. H3K27ac of the conserved gene pairs exhibited the highest correlation compared to H3K4me1 and H3K4me3 (Figure 4A). In their recent study on Atlantic salmon, Verta et al. (2021) reported that the transcriptional divergence observed in duplicated genes resulting from WGD is found to be correlated with variations in the number of nearby regulatory elements, suggesting that the functional divergence between ohnologues following WGD is primarily driven by enhancers[54]. In this study, the H3K4me3 profile of the neofunctionalized gene pairs showed the most significant dissimilarity compared to the H3K4me3 profile of the conserved genes, which aligns with the divergence observed in gene expression. Our results suggest a role for the promoters in the functional divergence between ohnologues following WGD.

Similarly, the chromatin states in the promoter region of conserved gene pairs exhibited the highest correlation compared to neofunctionalized and specialized genes, which may help explain their increased stability and conservation(Figure 5B). Furthermore, compared to other enhancers, we observed less abundance of Str.Enh upstream of the TSS in the conserved genes. Also, except for BivEnh and RepPC, the abundance of the chromatin state upstream of the TSS was higher in gene pairs maintained through conservation (Figure 5C). Together, our study reveals significant enrichment of distinct epigenetic signatures in ohnologue pairs exhibiting divergent gene expression modes.

Overall, this study provides a new atlas of regulatory elements in the RBT genome, which will help accelerate the genetic selection efforts, mainly through GWAS and genomic selections, to improve essential production traits in RBT for domestication. In addition, the new chromatin atlas will help in understanding the functional genomic basis of RBT's phenotypic, environmental, and evolutionary variations.

METHODS

ANIMALS AND TISSUES

Six tissues (brain, intestine, liver, kidney, spleen, and white muscle) were collected at Washington State University, Dr. Gary Thorgaard's laboratory, from two individual doubled haploid Swanson clonal line fish. Tissues were flash-frozen in liquid nitrogen before being stored at -80°C until further processing. The Institutional Animal Care and Use Committee at Washington State University reviewed and approved the animal study under protocol #02456.

CHIP-SEQ AND ATAC-SEQ

ChIP-seq (H3K4me3, H3K27ac, H3K4me1, and H3K27me3) library preparations were performed using the iDeal ChIP-seq kit (Diagenode Cat.#C01010059, Denville, NJ), as previously described[18, 19]. In brief, approximately 20–30 mg powdered tissue was cross-linked using 1% formaldehyde for 8 min before quenching with 100 μl of glycine for 10 min. Cell nuclei were isolated by centrifugation at $2000\times g$ for 5 min, resuspended in 600 μl of iS1 buffer, and incubated on ice for 30 min. Chromatin was sheared using a Bioruptor Pico for 10 to 15 cycles, depending on the tissues. For immunoprecipitation, about 1–1.5 μg of sheared chromatin was used as input with 1 μg of the specific histone mark antibody according to the manufacturer protocol: H3K4me3 (part of the Diagenode iDeal Histone kit #C01010059), H3K27me3 (#C15410069), H3K27ac (#C15410174), H3K4me1 (#C15410037). An input with no antibody was used as a negative control for each sample. NEBNext Ultra DNA library prep kit (#E7645L) from New England Biolabs (Ipswich, MA). was used for library construction. Libraries were sequenced using an Illumina HiSeq 4000 platform with a single-end read length of 50 bp. Additionally, ATAC-seq libraries were prepared using a modified Omni-ATAC57 protocol on cryopreserved nuclei (https://Figshare.com/articles/dataset/Final_ATAC_protocol_docx/13891268)[55]. The DNA sequencing was performed on Illumina's NextSeq platform, with a 40bp paired-end read length. Sequencing reads were trimmed with Trim Galore (v.0.6.5)[56] and aligned with bowtie2[57] (v.2.5.4a) to the RBT genome (NCBI Accession GCA_013265735.3), and then duplicates were marked using Picard (v.2.18.7). MACS2 was used to call regions of signal enrichment ("peaks") [58].

CHROMATIN STATE ANNOTATION

ChromHMM69 (v.1.20) was used to predict the chromatin state by integrating ChIP-seq (H3K4me3, H3K4me1, H3K27ac, H3K27me3, and input control) from two biological replicates of all 6 tissues and ATAC-seq data from three tissues (brain, liver, and spleen). A 10-state model was chosen to represent the most appropriate number of distinct states based on the histone marks and accessibility combinations and their enrichment[18, 19]. In addition, the fold enrichment of each chromatin state for each gene annotation element (e.g., TSS, 5'UTR, and QTL) was calculated by $(C/A)/(B/D)$, where A, B, C, D are the number of bases in a chromatin state, a gene element, overlapped between a chromatin state and a gene element, in the genome, respectively.

RNA SEQUENCING DATA

RNA sequence data for the six tissues used in this study were downloaded from our previously described NCBI BioProject at <https://www.ncbi.nlm.nih.gov/bioproject/PRJNA389609>. Sequence read mapping to genome reference and assessment of TPM expression values per gene was performed using the CLC genomics workbench (Qiagen Inc., Redwood City, CA, USA).

METHYL-MINISEQ

Genome-wide bisulfite library preparation and sequencing were done using the Methyl-MiniSeq® Service at Zymo Research (Irvine, CA, USA) as previously described[40]. Briefly, DNA was extracted using Quick-DNA Plus Miniprep Kit. Five hundred nanograms of genomic DNA were digested with 60 units of TaqαI followed by 30 units of MspI (NEB) and then purified with Zymo Research DNA Clean & Concentrator™-5. According to Illumina's guidelines, DNA fragments were ligated to adapters containing 5'-methylcytosine instead of cytosine. The adaptor-ligated fragments of 150–250 bp and 250–350 bp were retrieved from a 2.5% NuSieve 1:1 agarose gel using Zymoclean™ Gel DNA Recovery Kit. The EZ DNA Methylation-Lightning™ Kit was used for the bisulfite treatment. PCR was performed, and then the products were purified using DNA Clean & Concentrator™-5 for sequencing on an Illumina HiSeq.

Raw FASTQ files were adapter- and quality-trimmed using TrimGalore 0.6.5[56]. Filled-in nucleotides were also trimmed using TrimGalore 0.6.5. Reads with a quality < 20 were removed. Bismark 0.22.3 was used to align the sequence reads to the RBT genome (NCBI Accession GCA_013265735.3)[59]. The methylated and unmethylated read totals for each CpG site were retrieved using the Bismark Methylation Extractor. CpG sites with less than ten read depths or

more than 99.9th percentile of coverage in each sample were filtered out to account for PCR bias. The methylation level of the cytosines was calculated as the number of reads calling C divided by the total number of reads calling C and T, as previously described[40]. JMP Pro®, Version 15. SAS Institute Inc. (Cary, NC, USA) was used to generate figures and statistical measures of the association between DNA methylation percent and gene transcription expression levels.

HISTONE MARKS CORRELATION WITH GENE EXPRESSION

To assess the enrichment of the chromatin marks and states around the TSS of the tissue-specific expressed genes among tissues, we first determined the TPM value of each gene in each tissue. The expression level of each gene in a specific tissue was compared to its expression level in all remaining tissues. For a gene to be tissue-specific genes, the fold-change in the expression level of the gene had to be ≥ 10 fold than the sum of the TPM values in all other tissues, or the TPM value of the gene had to be ≥ 1 , and the rest of the other tissues are zero. Second, we identified the chromatin mark or state that uniquely exists in the tissue-specific genes within ± 3 kb of TSS in each gene. JMP Pro®, Version 15. SAS Institute Inc. (Cary, NC, USA) was used to generate figures and statistical measures of the association between gene transcription expression levels and densities of the chromatin marks and states.

IDENTIFICATION OF SUPER-ENHANCERS

The HOMER algorithm findPeaks tool was utilized to identify peaks and calculate ChIP-seq tags from the H3K27ac ChIP-seq bam files. The parameter of finding histone-enriched regions (-style histone) was used. H3K27ac enriched signals were used to identify enhancers[60]. Enhancers that were located within 12.5 kb of each other were clustered together. The enhancer clusters were then ranked based on H3K27ac signals using the HOMER super-enhancer tool. Enhancers with a tangent slope greater than 1 were considered super-enhancers, while enhancers with a tangent slope less than or equal to 1 were considered conventional enhancers. Nonredundant super-enhancers were determined by merging (at least an overlap of 50% of SE length) across all tissues. Genes overlapped with SE were annotated for gene ontology molecular functions and biological processes using DAVID[61].

ENHANCERS AND TRANSCRIPTION FACTOR BINDING SITES IN QTL

Previously identified QTL associated with fish growth, muscle growth, fillet quality, and bacterial cold-water disease were used as gene elements in the chromatin state analyses explained

above [30-35]. Genes overlapped with enhancer states in QTL were identified. Then, we searched for SNPs within QTL that overlap with the genic, strong, and mid-enhancers and are located within transcription factor binding motifs. The transcription factor binding motifs were identified by PROMO[22] using version 8.3 of TRANSFAC software. SNPs within these motifs that may affect transcription factor binding were identified. The most common motifs associated with fish/muscle growth and fillet quality traits were presented.

HISTONE MARK/STATE ROLE IN GENE EVOLUTION FOLLOWING WHOLE GENOME DUPLICATION

Identification of Genes in Collinear Blocks

The RBT protein sequences and genomic positions were obtained from the NCBI database (Accession number "GCA_013265735.3"). For genes with multiple transcripts, the transcript with the longest coding sequence (CDS) was selected. To determine homology, protein-coding genes were compared against themselves using BLASTp, specifically the All-vs.-All local BLASTp approach. The top five hits, excluding self-hits, with an E-value threshold of less than 10^{-5} for each protein sequence were recorded. This process allowed for identifying potential homologous proteins across the rainbow trout genome.

The MCScanX software package[62] was utilized to categorize genes into five distinct types based on their copy number and genomic distribution. These types include singletons, dispersed duplicates, tandem duplicates, proximal duplicates, and WGD/segmental duplicates. To execute the duplicate gene classifier, a core program of MCScanX, the BLASTp output, and the annotation file were used as input files.

The classification of gene duplication was determined as follows: initially, all genes were labeled as singletons and assigned ranks based on their order on chromosomes. Genes that exhibited BLASTp hits to other genes were then relabeled as dispersed duplicates. Gene pairs were classified as proximal duplicates if their difference in gene rank was less than 20 (configurable) or as tandem duplicates if the difference in gene rank was equal to 1. Finally, the MCScanX program was executed, and anchor genes within collinear blocks were relabeled as segmental/WGD duplicates.

In cases where a gene appeared in multiple hits, it was assigned to a unique class based on the following order of priority: WGD/segmental duplicates, tandem duplicates, proximal duplicates, and dispersed duplicates.

Divergence of Histone Modifications

We first calculated the log2-transformed fold enrichment ratio. Then, we converted these ratios into z scores using the formula $Z_x = (\chi - \mu)/\delta$ as in [63]. In this equation, χ represents the ratio value for a specific gene, μ denotes the mean ratio of all genes, and δ signifies the standard deviation of this ratio across all genes.

To assess the correlation and divergence of histone modification patterns between duplicate gene pairs, we utilized the Pearson correlation coefficient “r” of the histone modification profiles for the duplicated gene pair and dissimilarity index (1-r), respectively. By comparing the mean values of “r” or “1-r” in each gene category, we determined the significance using the Wilcoxon rank-sum test.

Quantification of Gene Expression

To quantify gene expression, we obtained the raw RNA-seq reads of RBT (Acc# SRP108798) and Northern pike (Acc# SRP040114) from the NCBI SRA database. To ensure data quality, these raw reads were then subjected to trimming using the CLC Genomics Workbench (version 22.0).

Next, we mapped the high-quality reads to the reference genome sequence (GCF_013265735.2) using the HISAT2 aligner[64]. To retrieve the abundance levels of each gene, we utilized the BAM files and employed the TPMCalculator (<https://github.com/ncbi/TPMCalculator>) to calculate the gene expression levels based on the number of uniquely mapped reads to each gene.

Identification of the Mechanisms of Duplicate Gene Preservation

The WGD duplicates, obtained from the output file that contains collinear blocks identified by MCScanX[62], were subjected to a blast analysis against non-collinear genes from the Northern pike. If both members of the duplicate gene-pair matched the same singleton (with an E-value < 10^{-5}), the gene triplet was selected for further downstream analysis.

We limited our analyses to triplets, where every gene copy is expressed in at least one tissue. To determine the expression prior to duplication, we used the singletons' expression profile in male Northern pike as a proxy. All absolute expression levels were then converted into relative expression levels, representing the proportions of contributions to total expression. These relative expression values were employed as gene expression profiles for comparison.

How the deposited data were processed for this re-analysis (not part of the article)

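Peak lists of 48 ChIP-seq libraries (4 histone marks, 6 tissues, fish FA and FB) and 6 ATAC-seq libraries (3 tissues, both fish) were processed. Each list was called by the authors in its own library. The −log10 q values of all lists, and the −log10 p values of the H3K27me3 and ATAC-seq lists, were made by the authors with MACS, and are used here as deposited. The fold enrichment of each H3K27me3 and ATAC-seq peak was made by the authors with MACS and is given as deposited. The score of each H3K27me3 and ATAC-seq peak is the score MACS gave, as deposited by the authors. The submitters' own notes name Trim Galore 0.6.4, Bowtie2 2.3.5.1, and MACS3, where the paper's methods name other versions and MACS2. The paper's text does not give the MACS settings or thresholds, whether the input without antibody was used in peak calling, or whether marked duplicates or mitochondrial reads were removed. The smallest −log10 q was near 2 in the H3K27ac and H3K4me1 lists and near 1 in the H3K27me3 and ATAC-seq lists. The H3K4me3 lists hold intervals.

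No list holds read counts, so no depth per peak is known and no interval for counting error of a peak is given. The number of peaks per library ranged from 225 to 331325. The intervals given for shares of merged clusters are 95% Wilson intervals over clusters. They do not cover the spread between fish, tissues, or rules of calling.

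Gene positions came from a table of the Arlee assembly with 72772 genes, of which 40693 protein-coding genes lie on the 32 chromosomes. It has no strand. Both gene ends, 81364 in all, therefore stood for the TSS, which departs from the plan to use the first base of each gene. A TSS was used for 1996 genes whose strand is in the first part of Additional File 4, and 2122 further rows of it were not used here. Those genes were listed by the authors for lying near a super-enhancer called from the same libraries.

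The lists are brain (13 genes), liver (15), white muscle (17), intestine (15), kidney (16), lymphoid and immune genes for spleen (16), erythrocyte (16), pancreas (3), HOX (24), developmental transcription factors (43), housekeeping (68), zinc finger genes (53), and genes named in the paper (9, of which 2 are also in the white muscle list). They were written before the data were examined and matched by symbol. A symbol was allowed a digit ending only where the listed name ends in a letter, a narrowing made from the symbols before any peak value was seen, and the wider rule was run as an alternative. Genes named in the text are those named in the paper, up to 4 genes of each tissue list with H3K27ac in both fish of the tissue and up to 2 with none in either, up to 4 genes of the other lists with the mark in most libraries, and up to 3 SNPs by gene symbol near H3K27ac in both muscle libraries.

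Windows were 1000 bp at gene ends, 2000 bp for zinc finger genes, 3000 bp for the other lists, and 500 bp between summits. The TSS profile used bins of 100 bp within 2500 bp, over flanks from 5000 to 10000 bp. Distal summits lay over 2500 bp from gene ends. Random sets were 1000 for regions and SNPs and 100 for clusters, with the seed 20241204. Odds ratios had 0.5 added to each count. In libraries with very few peaks this value alone sets the log2 odds ratio of a list without peaks.

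Libraries were grouped by tissue and fish. Tests were two-sided exact permutation tests over libraries by sign flipping, over assignments of lists to tissues, or over 2 muscle libraries against 10 others, and p-values were adjusted by the Benjamini-Hochberg method within each question, with 0.05 as threshold. The replicate block alternative was not exact: it used 100000 random draws of assignments, made in each fish on its own. All libraries come from the same pair of fish. Alternatives set before the data were examined were a threshold of −log10 q of at least 5, the 10000 highest peaks, libraries with at least 10000 peaks, each fish left out, other windows, distances, bins, and extensions, the strand ignored, other scoring and joining of clusters, percentage points, and a replicate block. The alternatives of single strands, the wider symbol rule, and tissue means were added after. CpG islands, transcript starts, windows upstream of the TSS alone, and matching by gene description were not analysed here. SNPs for BCWD on another assembly were not used here.

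The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, and matplotlib 3.10.9. The steps were tested on simulated data: a maximum placed at 300 bp was found at 317 bp, a log2 fold of 2.20 at 2.20, a difference of 50 percentage points at 49.8, and 200 of 200 dense regions were recovered. The list test passed in a share of 0.0500 of simulations without an effect and the sign-flip test in 0.0525.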

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

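The tests of peak numbers in kidney, of an exchange of kidney and spleen, and of the liver H3K27me3 libraries were chosen after the result was seen, whereas those of resemblance to spleen and of weak libraries were set before. The test of peak numbers was read as open only after its value was seen.

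Genes of kidney function carried H3K4me3 and H3K4me1 less often in kidney than in the mean of the other tissues. By share, H3K4me1 was lower still in spleen (3.13%) and white muscle (6.25%) than in kidney (9.38%), and H3K4me3 was 6.25% in both kidney and spleen. For H3K27ac, the log2 odds ratio minus the other tissues was −0.35 in kidney FA and 2.71 in FB, the latter set by the 0.5 added. The log2 odds ratio of the kidney list in kidney minus the other tissues was −0.93 for H3K4me3 and −0.96 for H3K4me1, below 0 in both fish, while 4 and 5 of the other lists lay above 0 in both, of which the immune list for H3K4me1 does so in FA through the 0.5 added alone, and the difference between lists was not tested. An exchange of kidney and spleen samples predicts more H3K27ac at the kidney genes in spleen than elsewhere. Their share in spleen differed by −11.7 percentage points from the mean of 4 tissues. Spleen also has fewer H3K27ac peaks than those tissues, which lowers raw shares. Scaled by other genes, the log2 odds ratio in spleen was −2.84, within the range from −3.12 in intestine to −1.61 in brain. Neither measure shows the predicted excess. This argues against an exchange only weakly, since the list is low in every tissue. Few called peaks stay open: 100% of housekeeping genes had H3K4me3 in the lower kidney library, but spleen, with fewer H3K4me3 peaks (20844 and 18915), still had 95.6% and 98.5%, so this measure is saturated and decides nothing. Blood-forming tissue in the kidney samples may account for the kidney pattern. Spleen held the largest share of the highest peaks in 3 of 5 kidney libraries (H3K27ac FA 42.3%, H3K4me1 22.6% and 24.4%), but H3K4me3 was nearest to intestine and liver. The immune genes had H3K4me3 at 56.3% in kidney and in liver alike (log2 odds ratios 0.09 and −0.62), and the erythrocyte genes are saturated for H3K4me3 at 100% in both. H3K27ac lay at 56.3% of the erythrocyte genes in kidney FA, against 93.8% and 100% in the fish of liver and of spleen. That kidney value rests on 1 library, since kidney FB is weak. Blood-forming tissue thus cannot be told apart from other differences of tissue.

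Libraries with few peaks set several values: kidney FB for H3K27ac (2122 summits), and white muscle and liver for H3K27me3. Positions shared by weak libraries as background were tested by the share of 929 white muscle H3K27me3 peaks near kidney FB H3K27ac summits, 1.08% (10 peaks), against 0 near as many kidney FA summits, a ratio of 21 with 0.5 added to each count. This met the bound written before, but the reading was changed to open after the value was seen, since it rests on 10 peaks. For liver, peaks without relation to H3K27me3 targets are argued against by the lower log2 odds ratio of developmental transcription factors, 3.58. Low enrichment in white muscle and a tissue difference may both remain, and no biological explanation was tested.

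Of 61 groups examined for a single value far from the rest, 6 had one, where chance gives about 1 in 20, and tissues are not replicates of one another. The H3K4me3 maximum in spleen lay at 350 bp, against 450 bp in each of the other tissues. Spleen also had the narrowest H3K4me3 intervals, with means of 415 and 406 bp, and interval midpoints set this position. H3K27ac at gene ends with H3K4me3 had a log2 odds ratio of 5.07 in kidney, with the next lowest at 6.15. Zinc finger genes had an H3K27me3 log2 odds ratio of 2.65 in white muscle, with the next at 0.01, where no zinc finger gene had a peak and the 0.5 added set the value. H3K27me3 in ATAC-seq peaks had a log2 fold of 2.36 in liver FA, with the next at 1.29. Developmental transcription factor genes had an H3K4me3 log2 odds ratio of −5.88 in spleen, where 0 of 43 had a peak, with the next at −2.55. Housekeeping genes had an H3K27me3 log2 odds ratio of 1.72 in white muscle, where no gene had a peak, with the next at −0.72.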

How the results depend on the processing

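Averages over tissue means, single strands, and the wider symbol rule were chosen after seeing the data. Of 520 values under alternatives of 82 results, 407 kept their direction and their side of the threshold, or moved by less than their spread, 61 lost the threshold, 6 gained it, 40 moved, and 6 reversed. The cause was not tested unless a reason is given. All p-values are from two-sided permutation tests, which are exact except with fish as a replicate block, where 100000 random draws were used. Positions on single strands, bins of 50 bp, other extensions, distances of 250 bp, and the wider symbol rule changed no call. Not run were transcript starts, windows upstream alone, CpG islands, and matching by description. Overlap between fish cannot be had with a fish left out.

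At −log10 q of at least 5, peaks per library were 4897 for H3K27me3 and 100484 for ATAC-seq. Overlap between fish, own minus other tissues in percentage points, was 11.1 for H3K4me3 (permutation p = 0.0605) and 14.0 for H3K27me3 (permutation p = 0.0488). The H3K27me3 maximum lay at −1470 bp, its log2 fold at gene ends turned to −0.46 (permutation p = 0.0303), and its ratio of TSS to other end was 0.25 (permutation p = 0.625). Its zinc finger and housekeeping values turned to 2.41 (permutation p = 0.0020) and 2.15 (permutation p = 0.0015), where 11 and 7 of 12 libraries had no marked list gene, and the mean shares, 0.315% and 1.10%, lay below those of other genes, 0.774% and 1.28%. The HOX value stayed positive through the 0.5 added, but the mean HOX share, 0.347%, lay below that of other genes, 1.28%. The genome outside peaks with ATAC-seq was 94.2%, clusters in 1 tissue 71.4%, and the SNP ratio of ATAC-seq −0.33 (permutation p = 0.0625).

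With the 10000 highest peaks, the H3K27me3 overlap was 11.6 (permutation p = 0.0122), its log2 fold at gene ends 0.49 (permutation p = 0.179), and H3K4me1 minus H3K27me3 0.72 (permutation p = 0.134). The ATAC-seq list value was 1.74, clusters per tissue 347.3, their mean length 13310 bp, and their shares in 1 and 6 tissues 87.4% and 0.115%. In libraries with at least 10000 peaks, the H3K27me3 overlap was 19.8 (permutation p = 0.0391), its gene end value 0.80 (permutation p = 0.0625), H3K4me1 minus H3K27me3 0.96 (permutation p = 0.0781), the zinc finger value −0.83 (permutation p = 0.0234), the housekeeping value −1.04 (permutation p = 0.0078), and H3K27me3 in ATAC-seq 0.87 (permutation p = 0.125). Clusters in all tissues were then 0.453%.

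With the strand ignored, positions were 133 bp for H3K4me3, −100 bp for H3K27ac, and 0 for ATAC-seq, and the difference between the first pair was 233 bp (permutation p = 0.190), since the strand sets the side. With the number of summits as signal, 65.8% of clusters were in 1 tissue. Joined within 5000 bp, clusters had a mean length of 11825 bp, with 78.5% in 1 tissue. Without summits near gene ends, the length was 27703 bp, with 76.9% in 1 tissue and 0.0728% in all. In percentage points, the ATAC-seq list value was 30.8, and with a window of 1000 bp 4.397. With a window of 500 bp, H3K27me3 at gene ends was 0.45 (permutation p = 0.141). With summits within 1000 bp, the SNP ratio of H3K4me1 was −0.34 (permutation p = 0.0225).

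With tissue means, fewer values enter the test and these lost the threshold with the value kept: overlap of 11.0 for H3K4me3, 27.9 for H3K27ac, and 25.2 for H3K4me1, H3K27me3 at gene ends 0.63, H3K4me1 minus H3K27me3 0.87, and H3K27me3 at the TSS against the other end 1.12, with permutation p = 0.0625 to 0.156. For ATAC-seq, 3 tissues allow no permutation p below 0.25: overlap 22.9, gene ends 1.32, TSS against the other end 1.33, ends with H3K4me3 6.099, open chromatin 25.2, gene bodies 0.19, zinc finger genes 2.63, H3K27me3 in ATAC-seq 1.17, distal H3K27ac 3.40, and SNPs −0.21.

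With 1 fish left out, lowest and highest values of what changed were: H3K27me3 at gene ends 0.59 and 0.68, ATAC-seq there 1.30 and 1.35, H3K4me1 minus H3K27me3 0.85 and 0.89, H3K27me3 at the TSS against the other end 1.03 and 1.21, ATAC-seq there 1.31 and 1.35, ATAC-seq at H3K4me3 ends 6.096 and 6.102, open chromatin 24.5 and 26.0, ATAC-seq in gene bodies 0.18 and 0.19 and at zinc finger genes 2.56 and 2.71, H3K27me3 at zinc finger genes −0.43 and 0.038, H3K27me3 in ATAC-seq 0.87 and 1.47, and distal H3K27ac in ATAC-seq 3.40 and 3.41. MLC1 had 3 for H3K4me3, 4 and 6 for H3K27ac, and −0.20 and 1.80 for H3K4me1. HOX genes had H3K4me3 at −2.96 and −2.60. Clusters had mean lengths of 26008 and 27056 bp, with 70.7% and 72.8% in 1 tissue and 0 and 0.306% in all. GMPR had 11.3 and 14.6, C1QTNF4 6.91 and 10.5, muscle minus BCWD −0.22 and −0.16, SNPs near H3K27ac −0.52 and −0.48, near H3K4me1 −0.25 and 0.020, and near ATAC-seq −0.26 and −0.17.

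The methods pair the fish across tissues. With fish as a replicate block, the list values were 2.51, 3.32, 1.98, and −0.33 for H3K4me3, H3K27ac, H3K4me1, and H3K27me3 (permutation p = 3e-05, 2e-05, 6e-05, and 0.172), and no call changed. These p-values come from 100000 random draws and are not exact. The lists were permuted in each fish on its own, as if the fish were independent. For this reason p can fall below 0.0014, the smallest of the exact test. The difference between the fish in which genes carry a mark was compared across genes, which are not independent replicates, between tissues. Over 15 pairs of tissues, Pearson's r had a mean from −0.0079 to 0.0120 by mark.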

Differences from the paper's values

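The alternatives named here were set before the data were examined. The authors called super-enhancers from alignments with HOMER, and the clusters here were called from peak scores, so these counts were made in different ways. The paper merged super-enhancers of different tissues where at least 50% of the length overlapped, and clusters with any overlap were merged here.

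The paper's total of H3K27me3 peaks is 1392453, and the lists here hold 782233. It differed under all alternatives run, which only remove peaks and so were bound to lie farther from the paper's total: 58760 peaks at −log10 q of at least 5, 458431 without fish FA, and 323802 without fish FB. The ATAC-seq total here, 1328105, is also below the paper's 1628755, by less than 1.5 times.

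Fig. 1A shows signal at protein-coding genes, and the values here are the densest bins of peaks at 1996 genes near super-enhancers. Both the measure and the gene set thus differ from the paper's. The paper places the maximum of H3K4me3 about 500 nt in front of the TSS, and it lay −433 nt in front here, which is downstream. For H3K27ac the paper's value is also 500 nt, and the value here is −225 nt. Both differed under all alternatives, −log10 q of at least 5, each fish left out, libraries with at least 10000 peaks, bins of 50 bp, and the strand ignored, although the last put the H3K27ac maximum upstream, at 100 nt. For H3K4me1 the paper's upstream maximum is at 1000 nt and the value here 408 nt. With the strand ignored it was 775 nt, which no longer differed, and under the other alternatives it differed. A distance was called different when it lay on the other side, or farther from the paper's value than the SD over libraries. For H3K4me1 this SD was 306 nt in the main version and 635.5 nt with the strand ignored, so the last is a loose bound.

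The paper counts 1167 super-enhancers in intestine, and 2082 clusters were found here. All alternatives differed, with 445 and so fewer than the paper's under the 10000 highest peaks of each library, and 1806 to 2534 under the others. The paper's longest is 133 kb, and here it was 241.68 kb. With summits joined within 5000 bp it was 99.5 kb, which no longer differed, and under the other alternatives it differed, with 80.4 kb and so below the paper's under the 10000 highest peaks. The paper counts 599 super-enhancers in all tissues and 805 in a single tissue, against 13 and 3550 merged clusters here, and both differed under all alternatives. Kidney had 176 clusters here, so the number in all tissues could not reach 599. In libraries with at least 10000 peaks, which leaves out kidney FB, kidney had 649 clusters, and 24 merged clusters were in all tissues. The paper's percentages beside these counts have different denominators.

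The paper states that super-enhancers were generally shared between tissues, and 69.3% of the merged clusters here were found in 1 tissue. It states that C1QTNF4 has a super-enhancer in muscle alone and an ordinary enhancer elsewhere. Of H3K27ac summits in the gene and its flanks, intestine FB had 12, more than either muscle library, but 10 of these lay in the flank after the gene, and intestine FA had 1. The number per 100000 summits was higher in muscle by 8.69. In the flank before the gene taken 2 times as wide, muscle had 7 and 20 summits and no other library more than 2 (exact permutation p = 0.0152). This part was chosen after seeing the values, at a gene the paper picked for muscle, so its p is no independent evidence. The paper also states that H3K27me3 was enriched in silenced genes, and the tissue lists here gave −0.33, in the same direction but without passing the test (exact permutation p = 0.278). The muscle list, where no gene had a peak, had 2.71 through the 0.5 added, and the other 5 lists, all negative, rest on it in part, since liver and white muscle enter their values. Over the libraries with at least 10000 peaks, 4 lists gave −0.35 (exact permutation p = 0.50), from −0.84 for intestine to 0.03 for the immune genes. The paper's genes were chosen by expression and the lists here by symbol.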

Other observations

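Genes of red blood cells carried H3K4me3 more often than other genes in kidney, liver, and spleen, with log2 odds ratios of 4.79, 4.08, and 3.52. In intestine, white muscle, and brain the ratios were 0.07, −0.38, and −0.69. Of 16 erythrocyte genes, H3K4me3 was found at 100% in kidney and liver, 90.6% in spleen, 62.5% in intestine, 56.3% in white muscle, and 50.0% in brain, and H3K27ac at 96.9% in liver and spleen. In kidney, H3K27ac was found at 56.3% of them in FA and at 0% in the weak library of FB. The erythropoietin receptor gene epor, the band 3 anion exchanger genes LOC100136769 and slc4a1b, and the transferrin receptor gene tfr1b had H3K4me3 in 12 of 12 libraries. The mean log2 odds ratio was 1.90 ± 2.42, positive in 7 of 12 libraries (exact permutation p = 0.0264). Of 3 pancreas genes, H3K4me3 was found at 33.3% in intestine and in no other tissue, from gcg1 and gcg2, which encode proglucagon, in 1 library each, and H3K27ac at 50.0% in intestine and 16.7% in brain, while cpb1 had no H3K4me3.

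Part of the HOX genes carried H3K4me3 in intestine, white muscle, kidney, and liver, and the fish differed. In FA and FB, H3K4me3 was found at 33.3% and 70.8% of HOX genes in intestine, 33.3% and 66.7% in white muscle, 41.7% and 25.0% in kidney, and 20.8% and 25.0% in liver, against 54.0% to 72.3% of other genes in these libraries, and at 0% in brain and spleen. H3K27ac was found at 58.3% and 29.2% of HOX genes in intestine, 33.3% and 58.3% in white muscle, 12.5% in both liver libraries, and 0% in kidney. The brain genes carried H3K27me3 in 84.6% of cases in intestine and 73.1% in kidney and in spleen.

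The tests of Fig. 1A were chosen after the result was seen. H3K4me3 and H3K27ac peaks were densest downstream of the TSS, where Fig. 1A has them upstream. Fig. 1A shows signal at protein-coding genes, and peak positions at 1996 genes near super-enhancers were used here. Whether this difference in measure and gene set matters was not tested. One candidate explanation is that distances in Fig. 1A carry the opposite sign: then the farther H3K4me1 maximum would lie downstream here, as it did in 12 of 12 libraries. The distance column of Additional File 4 equals the TSS minus the edge of the super-enhancer, without regard to strand, in 1997 of 1997 genes (within 1 bp), of which 1033 are on the plus strand. A figure made without gene strand is argued against, since the H3K27ac maxima on both sides are then nearly equal, with a ratio of higher to lower of 1.05 ± 0.04, whereas Fig. 1A shows unequal ones.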
